# Dysfunctional ERG signaling drives pulmonary vascular aging and persistent fibrosis

**DOI:** 10.1038/s41467-022-31890-4

**Published:** 2022-07-25

**Authors:** Nunzia Caporarello, Jisu Lee, Tho X. Pham, Dakota L. Jones, Jiazhen Guan, Patrick A. Link, Jeffrey A. Meridew, Grace Marden, Takashi Yamashita, Collin A. Osborne, Aditya V. Bhagwate, Steven K. Huang, Roberto F. Nicosia, Daniel J. Tschumperlin, Maria Trojanowska, Giovanni Ligresti

**Keywords:** Respiratory tract diseases, Chromatin

## Abstract

Vascular dysfunction is a hallmark of chronic diseases in elderly. The contribution of the vasculature to lung repair and fibrosis is not fully understood. Here, we performed an epigenetic and transcriptional analysis of lung endothelial cells (ECs) from young and aged mice during the resolution or progression of bleomycin-induced lung fibrosis. We identified the transcription factor ETS-related gene (ERG) as putative orchestrator of lung capillary homeostasis and repair, and whose function is dysregulated in aging. ERG dysregulation is associated with reduced chromatin accessibility and maladaptive transcriptional responses to injury. Loss of endothelial ERG enhances paracrine fibroblast activation in vitro, and impairs lung fibrosis resolution in young mice in vivo. scRNA-seq of ERG deficient mouse lungs reveales transcriptional and fibrogenic abnormalities resembling those associated with aging and human lung fibrosis, including reduced number of general capillary (gCap) ECs. Our findings demonstrate that lung endothelial chromatin remodeling deteriorates with aging leading to abnormal transcription, vascular dysrepair, and persistent fibrosis following injury.

## Abstract (web summary)

Vascular dysfunction is associated with ageing and chronic diseases, but its role in lung repair and fibrosis is unclear. Here, the authors show that the endothelial transcription factor ERG is a mediator of vascular repair whose function declines in aged lungs resulting in sustained fibrosis

## Introduction

Endothelial cells (ECs) exhibit remarkable heterogeneity and plasticity to adapt to different tissue requirements under physiological and pathological conditions^1^. ECs are responsible for numerous functions, including organ development, regeneration, and repair^2^. These critical functions, however, often decline with aging leading to abnormal homeostasis and dysrepair following tissue injury^3,4^. Since vascular regeneration is critical to tissue repair^5^, its failure may contribute to the development of aging-related disorders, including chronic lung diseases^6,7^. Among these, idiopathic pulmonary fibrosis (IPF) is a progressive and fatal aging-related disease^8,9^ characterized by aberrant wound healing, exaggerated extracellular matrix (ECM) deposition^10,11^, and vascular alterations^12–14^. Notably, a recent study correlated lung vascular rarefaction with an increased risk of developing interstitial lung disease^15^. Neverthless, most studies in IPF have focused on epithelial injury and fibroblast responses, and the role of the vascular endothelium in the pathogenesis of this disease has remained largely unexplored.

Using a mouse model of bleomycin-induced lung fibrosis we demonstrated that aging promotes persistent lung fibrosis associated with dysfunctional endothelial transcriptional responses and abnormal vascular remodeling^16^. Recent studies have revealed that lung ECs are transcriptionally heterogeneous^17–19^. One of these studies identified two functionally distinct populations of capillary ECs in the alveolar septum: the aCap ECs (also termed aerocytes), which specialize in gas exchange, and the gCap ECs (general capillary), which function as progenitor cells that give rise to and replenish alveolar-capillary ECs during maintenance and repair after injury^17^. Although these studies suggest that pulmonary ECs activate specific cellular and transcriptional programs to promote vascular repair, the transcriptional and epigenetic mechanisms governing endothelial responses during aging and persistent lung fibrosis remain unexplored.

Here, we used a comparative epigenetic (assay for transposase-accessible chromatin using sequencing— ATAC-seq) and transcriptional (RNA sequencing-RNA-seq) analysis on freshly sorted mouse lung ECs and discovered that young pulmonary vasculature responded to bleomycin injury by increasing chromatin accessibility and by activating transcriptional programs leading to vascular repair and fibrosis resolution. Aged lung endothelium, however, failed to activate these programs, resulting in vascular dysrepair and sustained fibrosis. We identified the endothelial transcription factor ETS-related gene ERG as a putative orchestrator of endothelial chromatin remodeling following lung injury, whose function decreases in aging. ERG was previously implicated in regulating endothelial lineage specification, vascular homeostasis, and angiogenesis, and its dysregulation led to increased inflammation and aberrant tissue remodeling in the liver and heart^20–22^. Here, we demonstrated that ECs lacking ERG enhanced fibrogenic responses in lung fibroblasts in vitro and perpetuated lung fibrosis in vivo. Whole lung scRNA-seq on endothelial ERG-deficient mice revealed a reduced number of gCap ECs and a dysfunctional transcriptional signature mirroring that of aged ECs. Interrogation of scRNA-seq datasets from human IPF and healthy lungs^23^ also revealed a reduced number of gCap ECs and limited expression of gCap EC specific markers in IPF lungs compared to healthy ones, thereby phenocopying the endothelial responses of the fibrotic aged mouse lungs.

Taken together, these findings suggest that ERG-mediated chromatin remodeling governs cellular and transcriptional programs to promote vascular repair following injury and that aberrant ERG/chromatin dynamics in aged lung ECs leads to vascular dysrepair and fibrosis.

## Results

### Landscape of chromatin accessibility in lung ECs from young and aged mice

We and others have previously reported that in young mice lung fibrosis resolves following a single dose of bleomycin^8,24,25^. The pulmonary vasculature in young mice responds to bleomycin-induced lung injury by upregulating numerous genes implicated in vascular remodeling^16^. Conversely, in the lungs of aged mice, numerous endothelial genes implicated in angiogenesis fail to be upregulated, suggesting that aging attenuates endothelial transcriptional responses to lung injury^16^.

Given that chromatin remodeling is essential to coordinate gene transcription^26^, we carried out a chromatin analysis using ATAC-seq on lung ECs isolated from young and aged mice at baseline and during the early resolution phase of bleomycin-induced lung fibrosis (30 days post-bleomycin) (Supplementary Fig. 1). 

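The ATAC-seq data used here are 18 lists of peaks, each from the lung ECs of a single mouse: 5 Young Sham, 4 Young Bleo, 4 Aged Sham and 5 Aged Bleo samples. ATAC-seq uses the transposase Tn5, which cuts open DNA and attaches sequencing adapters to it, so that fragments pile up where chromatin is accessible. Mice carried a Col1α1-GFP reporter for fibroblasts, and ECs were sorted as CD31-positive cells after leukocytes (CD45), epithelial cells (CD326) and GFP-positive cells had been removed. Young mice were 2 months old and aged mice 18 months old, and lungs were taken at day 30 after sham treatment or bleomycin at 1 U/kg. The authors aligned the reads to mm10, called peaks in each sample with MACS2 at an FDR of 1%, and deposited the position, summit, fold enrichment over background, -log10 p, -log10 q and score of each peak. Fold enrichments and scores of different lists are not on a common scale, so samples were compared by which regions carried a peak. The authors' comparison of read counts with DiffBind could not be repeated from these lists.

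The lists held between 21050 and 40883 nuclear peaks, after 19 mitochondrial peaks in 5 of the lists had been left out. Peaks overlapping by at least 1 bp were merged across samples, and the 47338 merged regions with a peak in at least 2 samples were kept as consensus regions, with a median width of 440 bp. Of these, 17432 (36.8%) carried a peak in all 18 samples. Between 43.0% (Aged Bleo 4) and 80.4% (Aged Bleo 2) of the consensus regions carried a peak in a given sample. In each comparison with Young Sham, the numbers of samples with and without a peak in a region were compared by a two-sided Fisher's exact test, and a region with an unadjusted p below 0.05 was taken as differentially called. It was taken as less accessible when a smaller share of samples carried a peak than in Young Sham, and as more accessible otherwise. With 4 or 5 mice per group the smallest p this test can give is 0.00794 (exact), and after Benjamini-Hochberg adjustment over all consensus regions 0 regions passed 0.05 in any of the 3 comparisons.

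The lists give no totals of reads. In each list the fold enrichment and the -log10 p of a peak are both set by the number of fragments at its summit and by the local background, and both were solved for. The lowest background of a list, its background coverage, was taken as a measure of depth and lay between 1.02 (Aged Sham 3) and 1.78 fragments (Young Sham 3). The sequencing lane was taken from a code in the name of each deposited list. Lane 6 held the 5 Aged Bleo samples and Aged Sham 4, lane 7 held Aged Sham 1 to 3 and Young Bleo 1 to 3, and lane 8 held Young Bleo 4 and the 5 Young Sham samples. No lane held both a Young Sham and an aged sample, so that age and lane cannot be told apart in the comparisons with Young Sham.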

Principal component analysis (PCA) revealed differences in chromatin accessibility, with samples clustering in two distinct groups based on age (PCA-2) (Fig. 1a). 

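PCA was computed here on the presence or absence of a peak in each consensus region. PC1 held 24.5% of the variance and PC2 held 12.5%. On PC2 the 9 samples from aged mice scored -12.9 ± 12.2 (SD) and the 9 samples from young mice 12.9 ± 29.7 (SD), a difference of 25.8 (two-sided exact permutation test, p = 0.0305, Benjamini-Hochberg adjusted 0.0407 over 4 tests). Their ranges overlapped, from -34.5 to -2.07 in aged mice and from -24.1 to 44.8 in young mice. By group, PC2 was 36.4 ± 11.7 (SD, n = 5) in Young Sham, -16.5 ± 9.94 (SD, n = 4) in Young Bleo, -3.32 ± 0.957 (SD, n = 4) in Aged Sham and -20.6 ± 11.5 (SD, n = 5) in Aged Bleo. Bleomycin-treated and sham mice differed on the same component by 37.5 (exact permutation test, p = 0.000165, adjusted 0.000658). On PC1 the difference between ages was also 37.5 (exact permutation test, p = 0.0240, adjusted 0.0407), and that between bleomycin and sham was 15.7 (exact permutation test, p = 0.365).

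PC1 scores rose with the number of peaks in the list, with Pearson's r = 0.985 and Spearman's rho = 0.988 over the 18 samples (permutation p = 1e-05 for each, the smallest that 100000 resamples can give; adjusted 4e-05 over 4 relations). Without Aged Sham 3 and Aged Bleo 4, the samples farthest from the median number of peaks, r was 0.980, and within lanes 6, 7 and 8 it was 0.994, 0.994 and 0.983. PC2 scores showed no such relation over all samples (r = 0.115, permutation p = 0.647; rho = -0.117, permutation p = 0.644; r = -0.00303 without the same samples), and within the lanes r was -0.568, -0.759 and 0.648. PCA was also run on the strongest 21050 peaks of each list, the number in the smallest list. PC1 then held 18.2% of the variance and separated bleomycin from sham by 30.7 (exact permutation test, p = 0.000535), with a difference of 3.90 between ages (exact permutation test, p = 0.703). Its scores fell with the number of peaks in the full list, with r = -0.482 (permutation p = 0.0436, adjusted 0.0581 over 4 relations) and rho = -0.377 (permutation p = 0.124). Without the samples named above r was -0.445, and within lanes 6, 7 and 8 it was -0.945, -0.933 and 0.188. PC2 then held 9.41% and separated aged mice, from -25.9 to -0.789, from young mice, from 6.76 to 20.1, without overlap (difference 26.9, exact permutation test, p = 4.11e-05). These scores rose with the number of peaks in the full list, with r = 0.755 (permutation p = 0.00033) and rho = 0.697 (permutation p = 0.00182). Without the same samples r was 0.628, and within the lanes it was 0.936, 0.891 and 0.691.

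**Figure D1:**
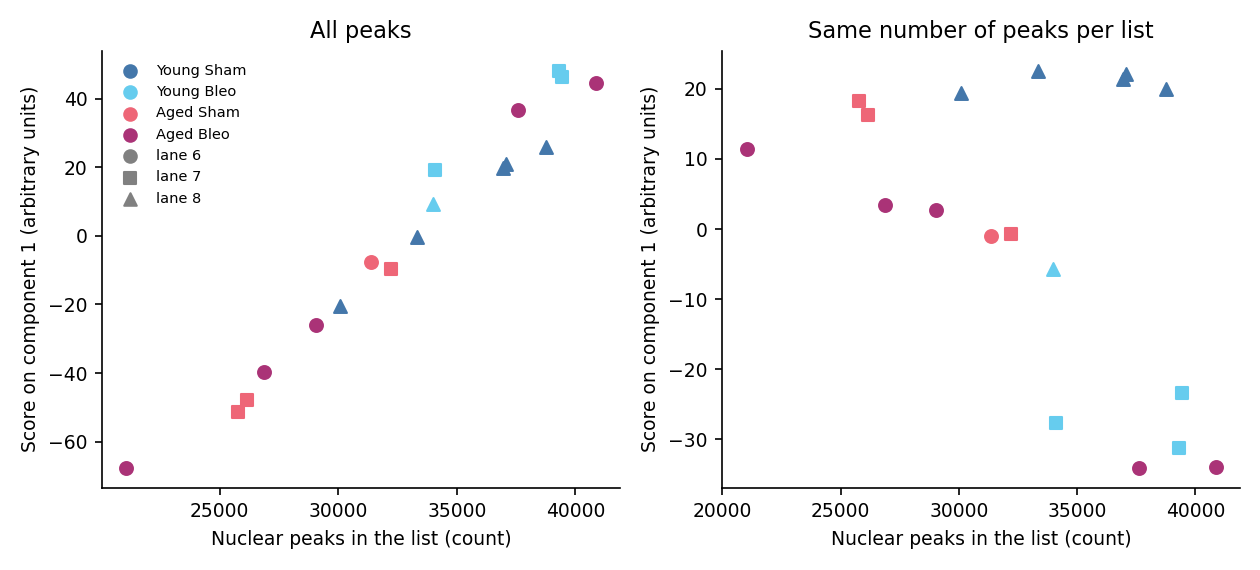
Score on component 1 (arbitrary units) against the number of nuclear peaks in the list, for each of the 18 mice, from all peaks (left) and from 21050 peaks per list (right); colours give the group and shapes the sequencing lane. The scores rise with the number of peaks from all peaks (r = 0.985) and fall with it from 21050 peaks (r = -0.482).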

Chromatin peaks in lung ECs from aged mice (Sham and Bleomycin-treated) were overall lower than those of ECs from young lungs, demonstrating a widespread decrease of chromatin accessibility with aging (Fig. 1b and Supplementary Fig. 2). 

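The lists of the 9 aged mice held 30110 ± 6185 peaks (SD) and those of the 9 young mice 35888 ± 3205 (SD), a difference of -5778 (two-sided exact permutation test, p = 0.0256). Counting only peaks with a fold enrichment of at least 5 moved this difference to -4462 (exact permutation test, p = 0.0434). By group, the mean was 35239 ± 3500 peaks (SD, n = 5) in Young Sham, 36699 ± 3079 (SD, n = 4) in Young Bleo, 28882 ± 3383 (SD, n = 4) in Aged Sham and 31093 ± 8076 (SD, n = 5) in Aged Bleo. Lane 7 is the single lane with several samples of each age, and there Aged Sham 1 to 3 held fewer peaks on average than Young Bleo 1 to 3, a comparison that differs in treatment as well as in age (difference -9552, exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Lane 6 held aged samples alone and lane 8 young samples alone.

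Lists with a higher background coverage held more peaks. Over the 18 samples Pearson's r was 0.594 (permutation p = 0.0100, adjusted 0.0502 over 5 relations) and Spearman's rho was 0.550 (permutation p = 0.0200, adjusted 0.100). Without Aged Sham 1 and Aged Sham 3, the samples farthest from the median background coverage, r was 0.480. Within lanes r was 0.492 (lane 6, exact permutation p = 0.306), 0.865 (lane 7, exact permutation p = 0.0486) and -0.0386 (lane 8, exact permutation p = 0.947), so that the relation did not hold in every lane. Taken as deviations from the group means, r was 0.331 (permutation p = 0.180) and rho 0.307 (permutation p = 0.215).

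**Figure D2:**
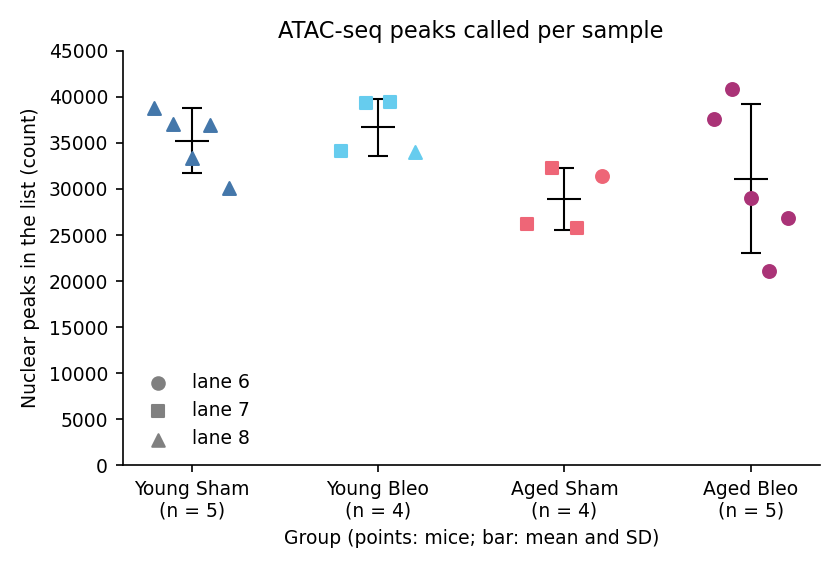
Nuclear peaks per list (count) in the 4 groups; points are mice, shapes give the sequencing lane, and bars give the mean and SD of each group. Aged Bleo lists reach from 21050 to 40883 peaks, and Young Sham lists from 30073 to 38747.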

We then performed the following comparative analysis: uninjured aged ECs relative to uninjured young ECs (Aged vs Young), injured young ECs relative to uninjured young ECs (Bleomycin response–Young) and injured aged ECs relative to uninjured young ECs (Bleomycin response–Aged). This analysis confirmed the limited chromatin accessibility in lung ECs from aged mice in absence of injury (Fig. 1c). 

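Aged Sham and Young Sham lists differed by -6357 peaks on average, and the 25793 to 32220 peaks of the Aged Sham lists overlapped the Young Sham range (two-sided exact permutation test, p = 0.0556, Benjamini-Hochberg adjusted 0.167 over the 3 comparisons with Young Sham). The peaks covered 12.3 ± 1.88 Mb (SD, n = 4) of the genome in Aged Sham and 15.2 ± 1.66 Mb (SD, n = 5) in Young Sham, a difference of -2.85 Mb (exact permutation test, p = 0.0556, adjusted 0.0833). Single peaks were about as wide in both groups, with a median width of 381 ± 25.7 bp in Aged Sham and 378 ± 28.6 bp in Young Sham (SD). Background coverage was 1.16 ± 0.200 fragments (SD, n = 4) in Aged Sham and 1.56 ± 0.235 (SD, n = 5) in Young Sham, a difference of -0.397 (exact permutation test, p = 0.0476, adjusted 0.0833).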

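Young Bleo lists held 1460 more peaks than Young Sham lists on average, less than the SD of either group (two-sided exact permutation test, p = 0.516, adjusted 0.516 over 3 comparisons). Their peaks covered 15.7 ± 1.19 Mb (SD, n = 4), 0.527 Mb more than in Young Sham (exact permutation test, p = 0.611). Aged Bleo lists differed from Young Sham lists by -4146 peaks (exact permutation test, p = 0.317, adjusted 0.476) and covered 11.9 ± 2.91 Mb (SD, n = 5), a difference of -3.28 Mb (exact permutation test, p = 0.0556, adjusted 0.0833). The Aged Bleo samples were spread widely, with 37595, 40883, 29049, 21050 and 26886 peaks in samples 1 to 5. Their median peak width was 332 ± 24.0 bp (SD). Background coverage differed from Young Sham by 0.0882 fragments in Young Bleo (exact permutation test, p = 0.484) and by -0.351 in Aged Bleo (exact permutation test, p = 0.0556, adjusted 0.0833).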

Interestingly, the lung endothelial chromatin of injured young mice showed increased accessibility whereas that of injured aged lung ECs was persistently less accessible, indicating a chromatin failure to adequately respond to injury with aging (Fig. 1c).

**Fig. 1:**
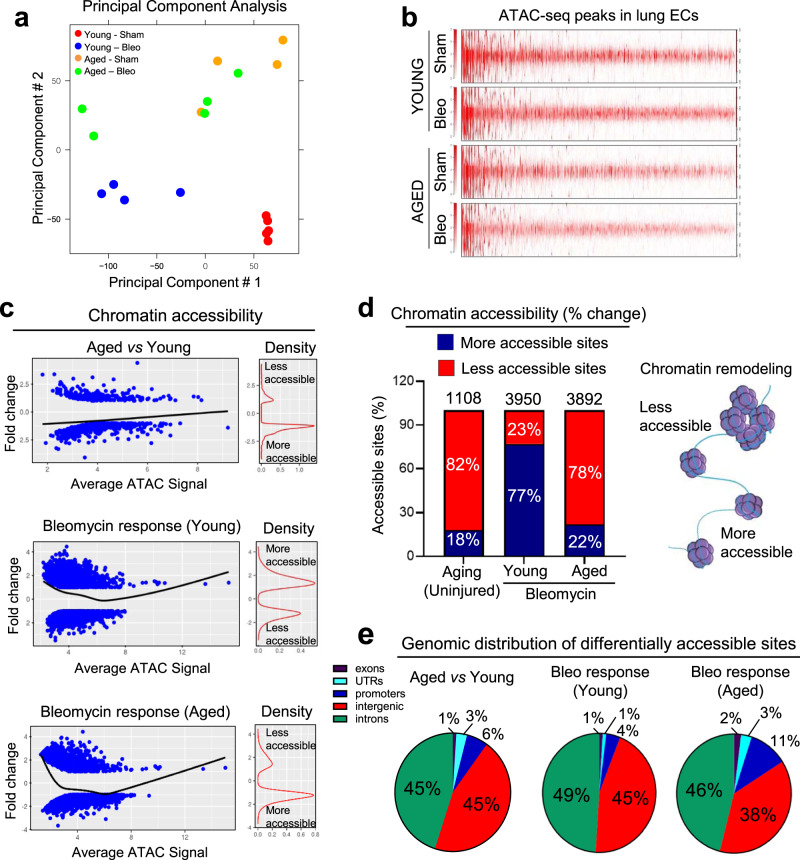
The landscape of chromatin accessibility in young and aged mouse lung ECs. **a** Principal component analysis (PCA) of accessible loci as determined by ATAC-seq of freshly sorted lung ECs from young and aged mice, either Sham operated and 30 days after intratracheal Bleomycin delivery. Each dot represents an individual mouse (Young Sham 2-month-old, *N* = 5; Young Bleo 2-month-old, *N* = 4; Aged Sham 18-month-old, *N* = 4; Aged Bleo 18-month-old, *N* = 5). **b** Genome-wide ATAC-seq peaks in lung ECs. Each column represents one peak. The color represents the intensity of chromatin accessibility (dark red/more accessible and light red/less accessible). **c** Relative changes of chromatin accessibility in aged vs young ECs from sham mice, and in injured young and injured aged ECs vs young sham. Each dot represents one ATAC-seq peak. Black line in the left panel indicates average fold changes of peaks with the same ATAC-seq intensity. The density of open and closed peaks is shown under the density curve in the right panel. **d** Overall percentage of accessible chromatin sites in aged vs young ECs from sham mice, and in injured young and injured aged ECs vs young sham. **e** Genomic distribution of differentially accessible regions between young and aged lung ECs. The majority of differentially accessible sites were in introns and intergenic regions.

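Between Aged Sham and Young Sham, 2446 of the consensus regions (5.17%) were differentially called, of which 2321 (94.9%, Wilson 95% interval 93.9 to 95.7) were less accessible in Aged Sham and 125 (5.11%) were more accessible. The interval covers counting error only, since neighbouring regions and mice are not independent draws. Among the less accessible regions, 460 carried a peak in 5 of 5 Young Sham samples and 0 of 4 Aged Sham samples, 916 in 4 of 5 and 0 of 4, and 945 in 5 of 5 and 1 of 4. Among the more accessible regions, 18 carried a peak in 4 of 4 Aged Sham samples and 0 of 5 Young Sham samples. Ranked by p and then by peak strength within the lists, the first of the less accessible regions lies on chromosome 2 from 140249826 to 140250196, in an intron and 79365 bp from the nearest TSS, that of Ndufaf5, and carried no peak in any sample outside Young Sham. The first of the more accessible regions lies on chromosome 3 from 92120273 to 92120795, between genes and 3413 bp from the TSS of Prr9, and carried a peak in all aged samples and in no young sample. When the same number of peaks was kept in each list, 817 regions were differentially called, 434 (53.1%) less accessible and 383 more accessible, of which 50 and 20 were called in the same direction with all peaks. Regions called with all peaks were weak within their lists, at a median percentile of fold enrichment of 24.7, against 36.6 for the others. Equal lists drop the weakest peaks of longer lists, so part of this small overlap follows from the setting.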

In total, 1108 differentially accessible chromatin regions (DARs) (log2 FC ≤−1 or ≥1 and FDR ≤0.05) were identified in lung ECs between aged and young mice in absence of injury, where 82% (878) of them were less accessible and 18% (230) exhibited greater chromatin accessibility in aged lung ECs compared to young ones (Fig. 1d). We then evaluated DARs in injured lung ECs from young and aged mice relative to uninjured young lung ECs. In total, 3950 DARs were identified between injured vs uninjured young ECs (log2 FC ≤−1 or ≥1 and FDR ≤0.05), where 77% (3042) of them had increased chromatin accessibility and 23% (908) exhibited reduced chromatin accessibility in injured young ECs compared to uninjured ones (Fig. 1d). In addition, we found 3892 DARs between injured aged and uninjured young lung ECs, where 78% (3035) of them were less accessible and 22% (857) exhibited increased chromatin accessibility in injured aged lung ECs compared to uninjured young ones (Fig. 1d).

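Between Young Bleo and Young Sham, 2813 consensus regions were differentially called here, of which 1885 (67.0%) were more accessible in Young Bleo and 928 (33.0%, Wilson 95% interval 31.3 to 34.7) were less accessible. Of the more accessible regions, 478 carried a peak in 4 of 4 Young Bleo samples and 0 of 5 Young Sham samples, 986 in 3 of 4 and 0 of 5, and 421 in 4 of 4 and 1 of 5. The first by p and peak strength lies on chromosome 15 from 90109410 to 90110003, between genes and upstream of the TSS of Alg10b (position relative to the TSS -114604). It carried a peak in 4 Young Bleo, 2 Aged Sham and 4 Aged Bleo samples. The first of the less accessible regions, on chromosome 2 from 33843152 to 33843526, lies in an intron with Nron as the nearest TSS and carried a peak in 3 Aged Sham and 2 Aged Bleo samples besides the 5 Young Sham samples. With the same number of peaks in each list, 1918 regions were called, 1028 more and 890 less accessible, of which 171 and 58 were called in the same direction with all peaks.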

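Between Aged Bleo and Young Sham, 1519 consensus regions were differentially called here, of which 1424 (93.7%, Wilson 95% interval 92.4 to 94.9) were less accessible in Aged Bleo and 95 (6.25%) were more accessible. Of the less accessible regions, 313 carried a peak in 5 of 5 Young Sham samples and 0 of 5 Aged Bleo samples. These comparisons share the Young Sham samples, so that some overlap follows from the design: 777 of the 1424 regions (54.6%) were also less accessible in Aged Sham, and 532 were also less accessible in Young Bleo. Of the 95 more accessible regions, 61 were also more accessible in Young Bleo and 28 in Aged Sham. The first of the less accessible regions by p and peak strength lies on chromosome X from 165290215 to 165290833, in an intron with Glra2 as the nearest TSS. With the same number of peaks in each list, 856 regions were called, 550 (64.3%) less and 306 more accessible, of which 64 and 13 were called in the same direction with all peaks.

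**Figure D3:**
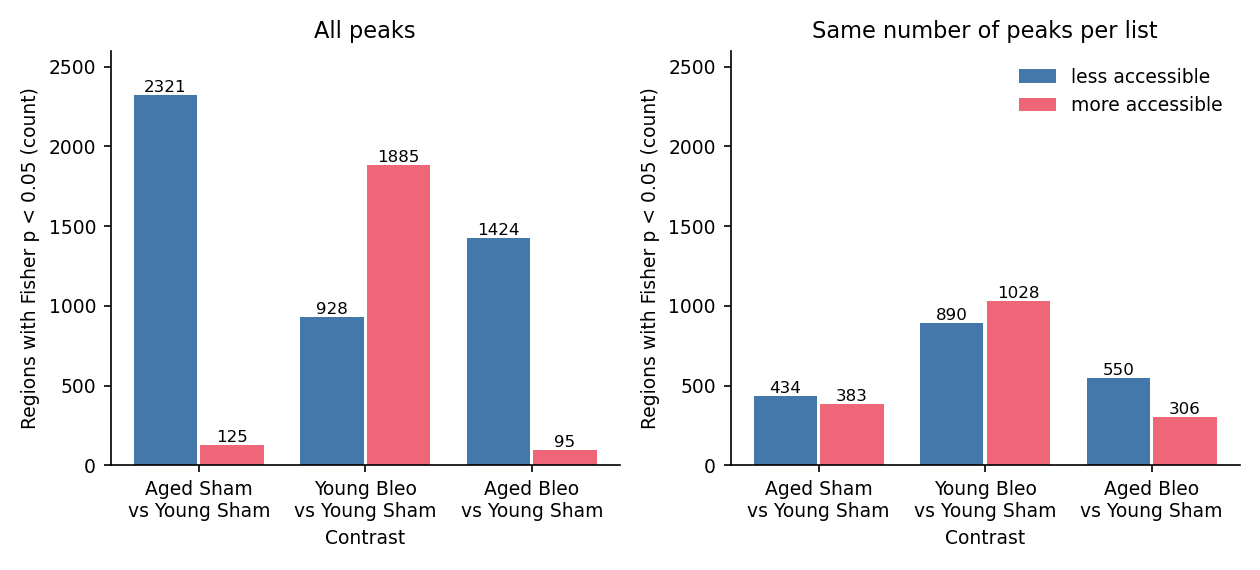
Number of consensus regions with a Fisher p below 0.05 (count), less accessible (blue) and more accessible (red), in the 3 comparisons with Young Sham, from all peaks (left) and from the same number of peaks per list (right). In Aged Sham the less accessible regions number 2321 with all peaks and 434 with equal lists, where more accessible regions number 383.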

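Each consensus region was assigned by its midpoint to RefSeq transcripts of mm10, in the order promoter (from 1000 bp upstream to 100 bp downstream of a TSS), exon (coding sequence or noncoding transcript), UTR, intron and intergenic. Of all consensus regions, 21.3% lay in promoters, 3.47% in UTRs, 3.40% in other exons, 36.9% in introns and 34.9% between genes. Of the regions differentially called between Aged Sham and Young Sham, 8.50% lay in promoters or UTRs, against 25.7% of the other regions (two-sided Fisher's exact test, p = 1.11e-99). In Young Bleo the share was 6.61%, against 25.9% (Fisher's exact test, p = 1.18e-148), and in Aged Bleo it was 9.48%, against 25.3% (Fisher's exact test, p = 1.44e-53). Introns held 44.8%, 46.7% and 48.7% of the differentially called regions in Aged Sham, Young Bleo and Aged Bleo, and 44.0%, 45.2% and 39.2% lay between genes. A promoter defined as 2 kb on either side of a TSS moved the shares in promoters or UTRs to 14.3% in Aged Sham, 10.9% in Young Bleo and 16.7% in Aged Bleo, against 31.7% of all consensus regions, and keeping the same number of peaks in each list moved them to 15.5%, 9.59% and 12.6%. A region with a peak in every sample cannot be differentially called.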

Remarkably, our ATAC-seq analysis also revealed that about 90% of DARs between young and aged lung ECs as well as following bleomycin-induced lung injury were detected within intragenic and intergenic genomic regions, and ~10% within promoters or untranslated regions (UTRs) (Fig. 1e). Altogether, these findings suggest that limited chromatin accessibility in lung ECs from aged mice may affect the expression of genes that control lung vascular repair following injury.

### Motif enrichment analysis identifies the transcription factor ERG as a putative regulator of lung vascular repair that is impaired in aging

To identify putative lung endothelial transcription factors driving aging-associated chromatin alterations, we performed de novo motif analysis within DARs in aged vs young ECs using *Homer*^27^. 

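The consensus regions were searched for the core of the ERG motif, CAGGAAG, on either strand and within 200 bp centred on the strongest summit of the region. De novo motif analysis was not run here, and a match to this core is narrower than a motif found by Homer. The shares below are set against other consensus regions, which are open in the same cells, and the paper names no background for its search. The core was found in 9449 consensus regions (20.0%). Of the 2446 regions differentially called between Aged Sham and Young Sham, 509 (20.8%) contained it, against 19.9% of the other regions (two-sided Fisher's exact test, p = 0.287).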

Ranked by *p* value, the top predicted transcription factor was ERG (Fig. 2a), whose binding motif was present in more than 50% of DARs in lung ECs from aged mice compared to young (597 of 1108 total sites) (Fig. 2b). 

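Of the 509 differentially called regions with the ERG core in Aged Sham, 94.5% were less accessible and 5.50% were more accessible. The core was found in 20.7% of the less accessible regions (481 of 2321, Fisher's exact test against the regions not differentially called, p = 0.338, Benjamini-Hochberg adjusted 0.501 over 6 tests) and in 22.4% of the more accessible ones (28 of 125, Fisher's exact test, p = 0.501). When the whole region was searched, the less accessible regions contained the core less often than the others, by -2.77 percentage points (Fisher's exact test, p = 0.00521). That search depends on the width of a region, which was not controlled, and it found the core in 31.6% of all consensus regions.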

Among the DARs containing ERG motifs, 83% (498 of 597 total sites) involved reduction of chromatin accessibility whereas only 17% (99 of 597 total sites) were associated with more accessible chromatin (Fig. 2c). Using the same approach, we discovered that ERG was also found to be highly enriched in more than 60% of DARs from injured young EC compared to uninjured ones (2538 of 3950) (Fig. 2d, e). Among them, 62% (1571 of 2538 total sites) were in chromatin regions with increased accessibility and 38% (967 of 2538 total sites) in regions with reduced chromatin accessibility (Fig. 2f).

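Of the regions differentially called in Young Bleo, 684 (24.3%) contained the ERG core within the window around the summit. Among these, 64.8% were more accessible and 35.2% were less accessible. The core was found in 23.5% of the more accessible regions (443 of 1885) and in 26.0% of the less accessible regions (241 of 928), against 19.7% of the regions that were not differentially called. Both shares were above that of the other regions, by 3.82 percentage points (two-sided Fisher's exact test, p = 6.78e-05, adjusted 0.000203 over the 6 tests named above) and by 6.28 percentage points (Fisher's exact test, p = 4.46e-06, adjusted 2.68e-05). Outside promoters, 22.5% of the regions that were not differentially called contained the core, and most differentially called regions lie there. The difference there was 1.24 percentage points for more accessible regions (Fisher's exact test, p = 0.224) and 4.19 for less accessible regions (Fisher's exact test, p = 0.00382), the latter a test added after the shares had been seen. From the same number of peaks in each list, the core lay in 24.8% of the more and 30.9% of the less accessible regions. These shares were 6.23 (Fisher's exact test, p = 1.21e-06) and 12.3 percentage points (Fisher's exact test, p = 5.12e-18) above the others. Neither was tested outside promoters, which held 32.1% of all regions in that setting and 7.30% of those differentially called. Of the differentially called regions with the core, 51.9% were less accessible, against 46.4% of all.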

**Fig. 2:**
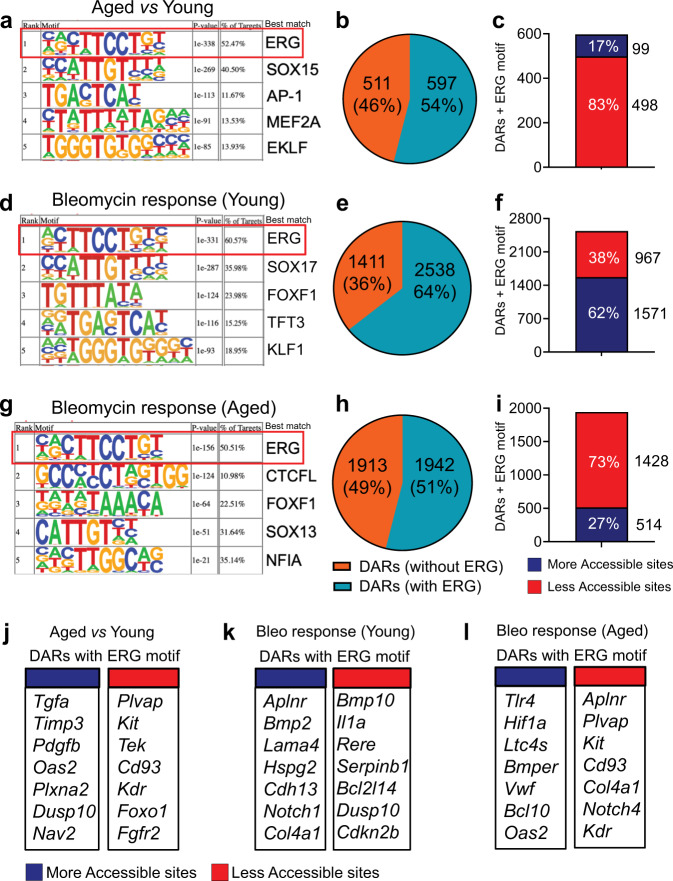
Motif analysis identifies ERG as a putative driver of lung vascular repair. **a**, **b** De novo DNA motif analysis identifies ERG enrichment in more than 50% of differentially accessible chromatin sites in aged lung ECs relative to young ones. **c** In aged lung ECs ERG motif was associated with chromatin regions that exhibited reduced accessibility. **d**, **e** ERG enrichment was also observed in differentially accessible chromatin regions in young lung ECs following bleomycin challenge. **f** In young lung ECs ERG motif was associated with chromatin regions that exhibited increased accessibility. **g**, **h** Similarly to young lung ECs, ERG motif was also enriched in aged lung ECs following bleomycin challenge. **i** As opposed to young lung ECs, injured aged lung ECs exhibited ERG enrichment in chromatin areas with reduced accessibility. Motifs displayed in **a**, **d**, **g** were ranked by *p* value. **j** Representative ERG-target genes associated with differentially accessible chromatin regions in aged vs young lung ECs, and in injured young (**k**) and in injured aged lung ECs (**l**) relative to uninjured young lung ECs. ATAC-seq peaks associated with genes displayed in **j**, **k**, **l** were identified by a *p* value ≤0.05.

Although the ERG motif was also largely present in DARs in injured aged lung ECs (Fig. 2g, h) (1942 of 3855), it was mainly associated with chromatin regions exhibiting reduced accessibility (73%, 1428 of 1942 total sites) (Fig. 2i). These findings suggest that aging affects the ability of ERG to engage lung endothelial chromatin remodeling and exert its transcriptional function to effectively respond to injury.

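Of the regions differentially called in Aged Bleo, 335 (22.1%) contained the ERG core, and 93.4% of these were less accessible. The core was found in 22.0% of the less accessible regions (313 of 1424) and in 23.2% of the more accessible regions (22 of 95), against 19.9% of the regions that were not differentially called. These differences were 2.09 percentage points (two-sided Fisher's exact test, p = 0.0549, adjusted 0.110) and 3.27 percentage points (Fisher's exact test, p = 0.440, adjusted 0.501). The longer motif ACAGGAAGT, with at most 1 mismatch outside GGAA, was found in 19.7% of the less accessible regions, 3.55 percentage points above the other regions (Fisher's exact test, p = 0.000518), and in 14.7% of the more accessible ones, a difference of -1.38 percentage points (Fisher's exact test, p = 0.889). From the same number of peaks in each list, the core lay 8.26 percentage points more often in less accessible regions than in the others (Fisher's exact test, p = 3.04e-06) and 1.57 more often in more accessible ones (Fisher's exact test, p = 0.465). These differences were not tested outside promoters. From the presence of the ERG motif in the DARs of each comparison, and from its association mainly with reduced accessibility in injured aged lung ECs, the paper proposes that aging affects the ability of ERG to engage chromatin remodeling in response to injury.

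**Figure D4:**
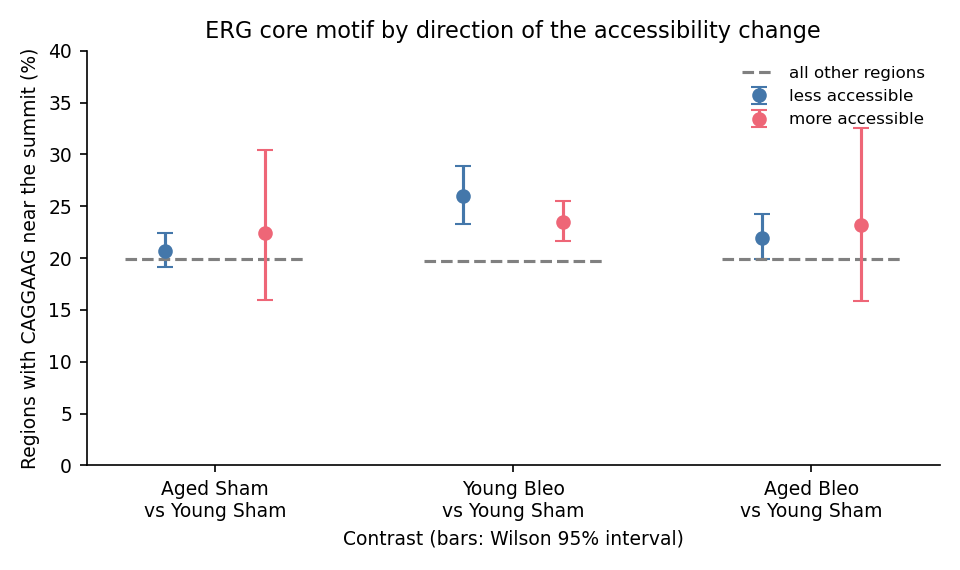
Share of regions (%) with CAGGAAG within 200 bp around the strongest summit, for less accessible (blue) and more accessible (red) regions in the 3 comparisons; bars are Wilson 95% intervals and dashed lines the share among regions not differentially called. In Young Bleo both intervals lie above the line (19.7%), and in Aged Sham both include it.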

Next, we used *Homer* to annotate the nearest transcriptional start site (TSS) to differentially accessible chromatin regions. This analysis revealed that lung ECs from aged mice exhibited reduced accessibility in numerous chromatin regions containing ERG motifs that were in close proximity to endothelial cell identity genes, including *Plvap, Kit*, *Tek*, and *Cd93*, as well as angiogenesis-related genes, such as *Foxo1, Kdr*, and *Fgfr2* (Fig. 2j). 

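Each consensus region was assigned to the gene with the nearest RefSeq TSS, and for each gene the number of its regions that carried a peak was compared between groups with a two-sided exact permutation test. For Tek (mm10, chromosome 4 from 94739289 to 94874976), 10.0 ± 1.22 of 12 regions (SD, n = 5) carried a peak in Young Sham and 5.75 ± 0.500 (SD, n = 4) in Aged Sham, a difference of -4.25 (exact permutation test, p = 0.0159). Over the named genes with a region, the smallest adjusted p in this comparison was 0.181. At 3 regions near Tek fewer Aged Sham samples carried a peak: from 94720381 to 94720873 and from 94732488 to 94733062 upstream of the gene, and from 94769523 to 94769943 in an intron. None of these contains the ERG core, which was found in 3 of the 12 regions. With the same number of peaks in each list, a setting added for single genes after the data were seen, no region of Tek was differentially called, and its difference was -1 (exact permutation test, p = 0.167). This setting drops the weakest peaks of longer lists, so a weak region may lose its peaks in every group and can then not be called. For Kit (chromosome 5 from 75574987 to 75656722), 14.2 ± 1.92 of 20 regions carried a peak in Young Sham and 10.25 ± 2.22 in Aged Sham (exact permutation test, p = 0.0397). The region called less accessible, from 75459435 to 75459846 and thus far upstream of the gene, carried a peak in 5 of 5 Young Sham samples and in no other sample, and has no ERG core.

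Fgfr2 (chromosome 7 from 130162451 to 130266808) had a difference of -4.30 regions (exact permutation test, p = 0.0317) and 3 less accessible regions, of which the one from 130291132 to 130291518 contains the ERG core and carried a peak in 4 Young Sham, 4 Young Bleo, 0 Aged Sham and 3 Aged Bleo samples. Kdr (chromosome 5 from 75932827 to 75978455) had a difference of -2.95 regions (exact permutation test, p = 0.0317) and 2 less accessible regions, neither with the core. Keeping the same number of peaks in each list changed the sign of both differences, to 0.05 for Fgfr2 and 0.40 for Kdr, and neither gene had a differentially called region. This setting moves genes in general, since over all 14569 genes with a region the mean difference went from -0.359 to -0.0134 and 26.6% of the differences that were not 0 changed sign. Cd93 (chromosome 2 from 148436651 to 148443535) had a difference of -2.10 regions (exact permutation test, p = 0.143) and 1 less accessible region, from 148535607 to 148535949, without the core. Plvap (chromosome 8 from 71497753 to 71511769) and Foxo1 (chromosome 3 from 52268337 to 52350109) had differences of -0.95 regions (exact permutation test, p = 0.119) and -1.50 regions (exact permutation test, p = 0.262), and no region of either was differentially called. With equal lists 1 region of Plvap and 1 of Kit were less accessible, and none of Cd93.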

Of note*, Plvap*, *Kit*, *Tek*, and *Cd93* have been recently found to be distinctively expressed in gCap ECs^17^, suggesting that ERG may regulate gCap EC homeostasis, and this intrinsic regulation is affected by aging.

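In Young Bleo against Young Sham, 2 of the 8 regions nearest the TSS of Bmp2 (mm10, chromosome 2 from 133552159 to 133562896) were more accessible. They lie upstream of the gene, from 133333943 to 133334240 and from 133425631 to 133426035, and each carried a peak in 3 of 4 Young Bleo, 0 of 5 Young Sham, 0 of 4 Aged Sham and 1 of 5 Aged Bleo samples. Bmp2 had 5.50 ± 2.38 regions with a peak in Young Bleo (SD, n = 4) and 3.8 ± 0.447 in Young Sham (SD, n = 5), a difference within the spread between the Young Bleo samples (two-sided exact permutation test, p = 0.175). None of its 8 regions contains the ERG core near the summit. For Aplnr (chromosome 2 from 85136360 to 85139923), with 7 regions, of which 3 contain the core, Young Bleo and Young Sham differed by -0.10 regions (exact permutation test, p = 1). For Notch1 (chromosome 2 from 26457902 to 26503822), also with 7 regions, they differed by -0.55 (exact permutation test, p = 0.484). Neither gene had a differentially called region in this comparison. With the same number of peaks in each list both differences changed sign, to 0.10 for Aplnr and 1.05 for Notch1, and each gene had 1 more accessible region, as did Bmp2, beside 1 less accessible region for Aplnr.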

Consistent with the role of ERG in the regulation of vascular function, we also found that transcriptionally active chromatin regions in injured young lung ECs contained numerous ERG-target genes, including *Aplnr*, *Bmp2*, and *Notch1* (Fig. 2k). 

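In Aged Bleo against Young Sham, Aplnr, Bmp2 and Notch1 had fewer regions with a peak, by -2.40 (exact permutation test, p = 0.0476), -0.60 (exact permutation test, p = 0.841) and -0.60 (exact permutation test, p = 0.484). The region at the promoter of Aplnr, from 85136129 to 85136528, carried a peak in 5 of 5 Young Sham, 4 of 4 Young Bleo, 3 of 4 Aged Sham and 1 of 5 Aged Bleo samples. A region upstream of Bmp2, from 133550223 to 133550519, carried a peak in 5 Young Sham samples and 1 Aged Bleo sample, although with equal lists the difference over all regions of Bmp2 was 0.80. In that setting 2 regions of Notch1 and 1 of Bmp2 were more accessible, and 3 regions of Aplnr were less accessible. Among fibrotic and inflammatory genes, Tgfbr1 (mm10, chromosome 4 from 47353222 to 47414924) had 2.20 ± 1.64 of 4 regions with a peak in Aged Bleo (SD, n = 5) and 1.60 ± 0.548 in Young Sham (SD, n = 5; exact permutation test, p = 0.524). Oas2 (chromosome 5 from 120730333 to 120749848) had 0.80 ± 0.837 of 2 regions in Aged Bleo and none in Young Sham (exact permutation test, p = 0.167), and its promoter carried a peak in 3 of 5 Aged Bleo samples, 3 of 4 Aged Sham samples and 2 of 4 Young Bleo samples. The single region of Ltc4s (chromosome 11 from 50236461 to 50238532) carried a peak in all 18 samples, so that a list of peaks can show no difference there. None of these 3 genes had a region differentially called in Aged Bleo.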

On the contrary, these angiogenesis-related genes were all associated with regions of reduced or unchanged chromatin accessibility in aged lung ECs, whereas fibrotic and inflammatory genes, such as *Tgfbr1*, *Oas2*, and *Ltc4s*, were associated with regions of increased chromatin accessibility (Fig. 2l). Our ATAC-seq analysis also revealed that multiple ERG-target genes encoding for basement membrane proteins, such as *Lama4* (Laminin 4), *Col4a1* (Collagen IV), and *Hspg2* (Perlecan) exhibited increased chromatin accessibility in young lung ECs but reduced or unchanged chromatin accessibility in aged lung ECs post-injury (Fig. 2k, l), suggesting that ERG-mediated transcription of basement membrane genes is diminished in aging. Thus, our ATAC-seq analysis demonstrates that normal vascular responses to lung injury are associated with increased chromatin accessibility along ERG-binding motifs in genes implicated in vascular remodeling, and these chromatin responses are impaired in aging. Thus, aging-induced changes in chromatin accessibility could affect the capacity of the lung microvasculature to repair the damaged lung parenchyma following injury.

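Hspg2 (mm10, chromosome 4 from 137468803 to 137570630) had 5.00 ± 0.816 of 6 regions with a peak in Young Bleo (SD, n = 4), 2.00 in each Young Sham sample and 3.20 ± 2.17 in Aged Bleo (SD, n = 5). The difference of 3.00 in Young Bleo had the smallest p that 4 samples against 5 allow (two-sided exact permutation test, p = 0.00794, adjusted 0.108 over the named genes), and that of 1.2 in Aged Bleo was smaller than the SD there (exact permutation test, p = 0.444). Intronic regions from 137478311 to 137478707 and from 137488853 to 137489359, the second with the ERG core, each carried a peak in 4 of 4 Young Bleo, 0 of 5 Young Sham, 0 of 4 Aged Sham and 2 of 5 Aged Bleo samples. Col4a1 (chromosome 8 from 11198423 to 11312826) had 8.75 ± 3.77 of 15 regions with a peak in Young Bleo and 7.60 ± 1.14 in Young Sham (exact permutation test, p = 0.643), and a difference of -0.40 in Aged Bleo (exact permutation test, p = 0.921) that became 1.40 with equal lists. Lama4 (chromosome 10 from 38965515 to 39110188) had 4.40 ± 0.548 of 5 regions with a peak in Young Sham, 4.00 in each Young Bleo sample and 2.40 ± 0.894 in Aged Bleo. Its difference was -0.40 in Young Bleo (exact permutation test, p = 0.444) and -2 in Aged Bleo (exact permutation test, p = 0.00794, adjusted 0.325). With the same number of peaks in each list these became 1.90 and 0.60, and 1 region of Lama4, 1 of Col4a1 and 2 of Hspg2 were then more accessible in Young Bleo. With all peaks, the region from 38916006 to 38916402 near Lama4 carried a peak in 5 of 5 Young Sham samples, 1 Young Bleo, 1 Aged Sham and 0 Aged Bleo samples.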

### RNA-seq analysis identifies unique endothelial transcriptional signatures in the aged lungs

To assess the impact that chromatin remodeling exerted on endothelial transcriptional responses, we carried out a parallel RNA-seq analysis on ECs isolated from the same lungs used for the ATAC-seq analysis. PCA analysis showed that ECs from injured and uninjured lungs shared the least similarities (Fig. 3a), indicating that injury strongly impacts the transcriptome of both young and aged lung ECs during tissue repair. We next determined the number of differentially expressed genes (DEGs) between young and aged lung ECs in the absence of injury. We identified 715 total genes (log2 FC ≤−0.5 or ≥0.5, FDR ≤0.05) that were differentially expressed between these two groups, with 465 genes upregulated and 250 genes downregulated in aged lung ECs compared to young ones. Ingenuity pathway analysis (IPA) revealed numerous canonical pathways that were affected in lung ECs from aged mice relative to young ones, and among them were those involved in angiogenesis (*Apelin signaling*), inflammation (*Complement System*), and oxidative stress (*NRF2 pathway*) (Fig. 3b).

**Fig. 3:**
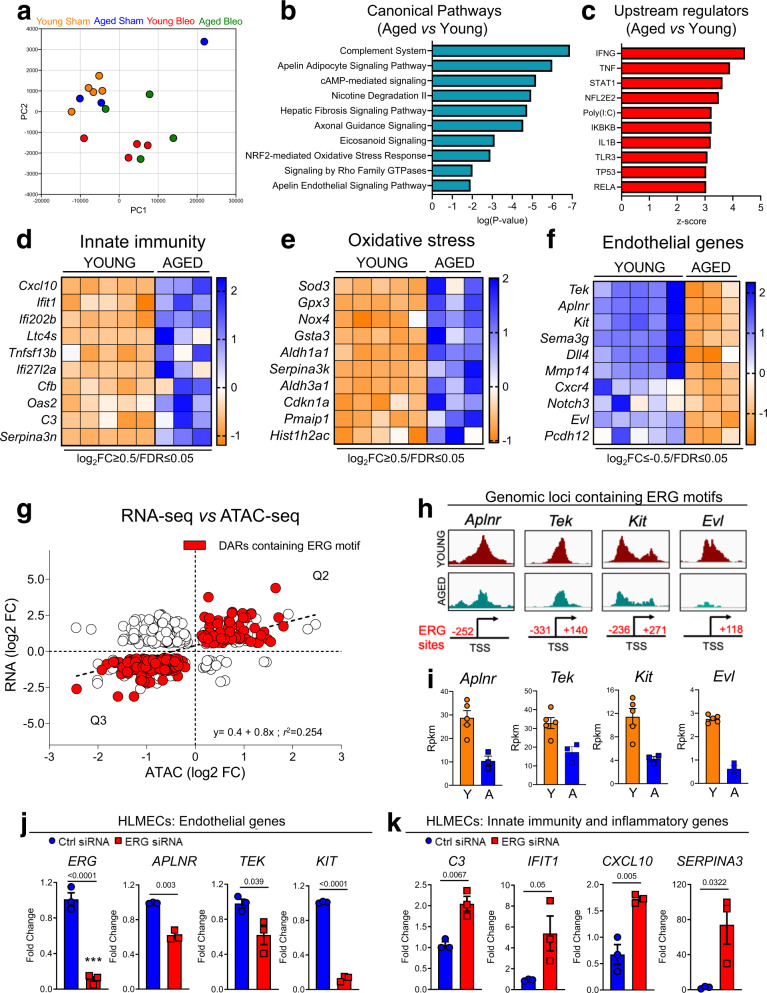
RNA-seq analysis identifies unique transcriptional signatures in lung ECs during aging. **a** Principal components analysis (PCA) of RNA-seq data from freshly sorted lung ECs isolated from young and aged mice either sham or 30 following bleomycin (Young Sham 2-month-old, *N* = 5; Young Bleo 2-month-old, *N* = 4; Aged Sham 18-month-old, *N* = 3; Aged Bleo 18-month-old, *N* = 4). **b**, **c** Ingenuity pathway analysis shows canonical pathways and upstream regulators enriched in aged lung ECs relative to young ones. *P* values were generated in IPA using Fisher’s test (log_2_ FC ≤−0.5 or ≥0.5, *p* value ≤0.05). *p* value and activation *z*-score were used for plotting canonical pathways and activated upstream regulators respectively. **d**–**f** Heatmaps showing differentially expressed gene signatures (innate immunity, oxidative stress, and endothelial lineage) in aged lung ECs relative to young ones in absence of injury (log2 FC ≥0.5 and FDR <0.05). A colored scale was used to display upregulated (blue) and downregulated (orange) genes. **g** Scatter plot showing the correlation between promoter accessibility and gene expression. Red dots indicate ERG targets. ATAC-seq peaks with a *p* value ≤0.05 and genes detected by RNA-seq with log_2_ FC ≤−0.5 or ≥0.5 and FDR ≤0.05 were plotted to compare the differentially accessible peaks and differentially expressed genes. Source data is provided as a Source Data file. **h** Genomic snapshots showing reduced chromatin accessibility of ERG-target genes with aging. **i** Histograms of RNA expression RPKM values showing reduced transcription of ERG-target genes with aging (Young Sham 2-month-old *n* = 5; Aged Sham 18-month-old *n* = 3). Values are summarized as mean and SD. Source data is provided as a Source Data file. **j**, **k** qPCR analyses of selected genes from RNA-seq demonstrated that ERG silencing in human lung microvascular ECs (HLMECs) recapitulated the gene expression signature observed in aging, including increased expression of inflammatory and innate immunity genes and reduced expression of endothelial genes (*N* = 3 independent experiments). Values are summarized as mean and SD and statistical analysis is performed using a two-tailed Student’s *t*-test. Source data is provided as a Source Data file. *P < 0.05, **P < 0.01, ***P < 0.001.

Upstream regulator analysis identified putative mediators that may be responsible for the transcriptional signature observed in aged lung ECs. Among the top 10 upstream regulators were those involved in innate immune responses and inflammation, including IFN-γ, TNFα, STAT1, and TLR3, suggesting that aged lung ECs are characterized by enhanced innate immunity and inflammatory responses (Fig. 3c).

Consistent with these findings, we found numerous genes implicated in innate immunity responses, including *Cxcl10*, *Ifit1*, *Ltc4s*, *C3*, and *Serpina3n*, that were strongly increased in lung ECs from aged mice (Fig. 3d). Similarly, genes encoding for oxidative stress- and senescence-related proteins such as *Sod3*, *Nox4*, *Cdkn1a*, and *Pmaip1* were also upregulated as a result of aging (Fig. 3e). Consistent with our ATAC-seq data, we found that numerous angiogenesis-associated and ERG-target genes, including *Dll4*, *Mmp14*, *Sema3g*, and *Tek*, were strongly repressed in aged lung ECs relative to young ones (Fig. 3f), further suggesting that ERG-mediated angiogenic responses deteriorate with aging.

To assess whether changes in gene expression with aging were the direct result of an altered chromatin remodeling that may affect ERG-mediated transcription, we calculated the correlation of gene expression (RNA-seq cutoff: log2 FC ≤−0.5 or ≥0.5 and *p* value ≤0.05) with chromatin accessibility (ATAC-seq cutoff: *p* value ≤0.05) followed by motif enrichment analysis (Fig. 3g). 

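The source data of Fig. 3g list 289 genes with the paper's own changes in expression and accessibility between Aged Sham and Young Sham, and 285 of them had at least 1 consensus region with their TSS as the nearest. By the paper's values accessibility was lower for 178 of these genes and higher for 107. A differentially called region was found here near 71 genes, and near 70 of them all such regions changed in the same direction. That direction was the same as in the paper's values for 62 of the 70 genes (88.6%), which come from the same libraries and are not independent evidence. A less accessible region lay near 55 of the 178 genes with lower accessibility in the paper (30.9%) and near 9 of the 107 with higher accessibility, and a more accessible region near 0 and 8 of them. The change in the share of samples with a peak, averaged over a gene's regions, and the paper's change in expression had a Spearman's rho of 0.325 across genes, which are not independent replicates. With the paper's own change in accessibility in place of the calls, rho was 0.474. The paper labels its own coefficient as squared, so it is not on the scale of rho. Of the 71 genes, 20 (28.2%) had the ERG core in a differentially called region.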

Although we found that the overall changes in chromatin accessibility moderately correlated with gene expression [*R*^2^ = 0.254 (Spearman)], the large majority of differentially accessible chromatin regions that contained ERG motifs (Q2 and Q3) positively correlated with gene expression (Fig. 3g). Strikingly, numerous angiogenesis-related genes as well as gCap EC marker genes followed this correlation, exhibiting both reduced chromatin accessibility and diminished gene expression with aging (Fig. 3h, i). 

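Fig. 3h marks ERG sites by their distance from the TSS, and the mm10 sequence within 30 bp of each was read here. At the Tek site upstream of the TSS (chromosome 4, position 94738958) it is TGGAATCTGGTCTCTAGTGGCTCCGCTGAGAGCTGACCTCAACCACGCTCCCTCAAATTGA, which lies in no consensus region. At the site downstream of it (position 94739429) it is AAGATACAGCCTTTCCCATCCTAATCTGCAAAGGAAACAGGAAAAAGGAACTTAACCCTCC, with 4 GGAA sites on either strand. That site lies in a region from 94739129 to 94739662, which carried a peak in 5 of 5 Young Sham, 4 of 4 Young Bleo, 3 of 4 Aged Sham and 3 of 5 Aged Bleo samples. At the Kit site upstream of the TSS (chromosome 5, position 75574751) the sequence is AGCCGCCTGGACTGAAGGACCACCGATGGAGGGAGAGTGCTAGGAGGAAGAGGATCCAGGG, and at the site downstream of it (position 75575258) it is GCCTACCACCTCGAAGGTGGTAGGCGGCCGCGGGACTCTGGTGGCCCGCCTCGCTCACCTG. Both lie in a region from 75574698 to 75575412 that carried a peak in all 18 samples. At the Evl site downstream of the TSS (chromosome 12, position 108554838) the sequence is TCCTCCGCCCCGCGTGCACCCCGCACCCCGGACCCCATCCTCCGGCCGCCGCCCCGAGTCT, in a region from 108554427 to 108555335 that carried a peak in 5 Young Sham and 3 of 4 Aged Sham samples. At the Aplnr site upstream of the TSS (chromosome 2, position 85136108) it is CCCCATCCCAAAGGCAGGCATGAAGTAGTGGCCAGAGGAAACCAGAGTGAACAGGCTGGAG, in no consensus region. None of these sequences holds the full CAGGAAG core. The upstream Tek, upstream Kit and Aplnr sequences each hold 1 GGAA site, and the downstream Kit and the Evl sequences hold 0. Kit and Evl have further annotated TSSs, and the positions given are relative to the first. At the same distance from the further Evl TSSs, the sequences hold 1 and 2 GGAA sites and lie in no consensus region. Evl (chromosome 12 from 108554720 to 108688516) had 3.40 ± 0.894 of 4 regions with a peak in Young Sham (SD, n = 5) and 2.00 ± 0.816 in Aged Sham (SD, n = 4; two-sided exact permutation test, p = 0.0714). Aplnr had 6.60 ± 0.548 and 5.50 ± 0.577 (exact permutation test, p = 0.0794). No region of Evl or Aplnr was differentially called in Aged Sham, whereas 2 regions of Evl were less accessible with the same number of peaks in each list.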

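Among genes shown in Supplementary Fig. 3, Cxcl10 (mm10, chromosome 5 from 92346638 to 92348889) had 2 regions, both with a peak in every Young Sham sample. In Aged Sham 1.75 ± 0.500 of them carried a peak (SD, n = 4), a difference of -0.25 (two-sided exact permutation test, p = 0.444) that became 0.05 with the same number of peaks in each list. Its promoter carried a peak in all 18 samples. Tnfsf13b (chromosome 8 from 10006467 to 10036000) had no peak at its promoter in any sample, and 0.80 ± 0.447 and 1.00 of its 2 regions carried a peak in Young Sham and Aged Sham. C3 and Ifi27l2a had no consensus region nearest to their TSS.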

On the contrary, the large majority of inflammatory and innate immunity genes whose expression increased with aging poorly or inversely correlated with chromatin accessibility (Supplementary Fig. 3). Interestingly, silencing of ERG in human lung microvascular endothelial cells (HLMECs) inhibited the expression of the vascular remodeling and cell identity genes *TEK*, *APLNR*, and *KIT* and upregulated the inflammatory genes *CXCL10*, *IFIT1*, *C3*, and *SERPINA3* (Fig. 3j, k), recapitulating the gene expression signatures observed in aged mouse lung ECs. Altogether, these data demonstrate that aging induces several transcriptional alterations and that aging-associated chromatin remodeling primarily impacted angiogenesis- and endothelial identity-related genes that are direct targets of ERG.

### RNA-seq analysis identifies maladaptive transcriptional responses of aged lung ECs to injury

To elucidate transcriptional changes in lung ECs during the resolution or progression of bleomycin-induced lung fibrosis, we conducted differential gene expression analysis and identified genes that were uniquely upregulated, downregulated, or overlapping between young and aged lung ECs at day 30 after injury. As shown in Fig. 4a, we identified 387 (26.4%) and 468 (31.9%) genes that were uniquely upregulated in lung ECs from young and aged mice respectively, with 613 genes (41.8%) that were upregulated in both young and aged ECs post-bleomycin. We also identified 513 (45.6%) and 252 (22.4%) genes that were uniquely downregulated in young and aged lung ECs respectively, and 359 (31.9%) downregulated genes that overlapped between young and aged lung ECs post-injury.

**Fig. 4:**
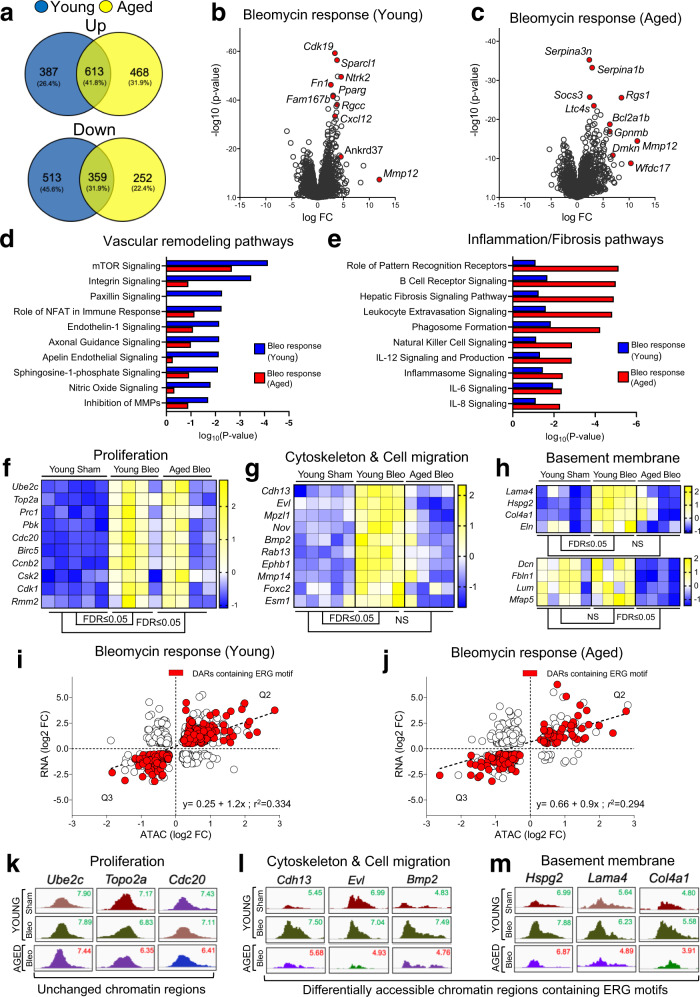
RNA-seq analysis identifies maladaptive transcriptional responses of aged lung ECs to injury. **a** Venn Diagrams showing upregulated and downregulated genes in young and aged lung ECs following bleomycin delivery. **b**, **c** Volcano plots showing the distribution of differentially expressed genes based on fold changes and significance between young Bleo and young Sham and between aged Bleo and young Sham. Red dots represent the highest expressed and most significant genes in injured lung ECs compared to uninjured ones. **d**, **e** Pathway analysis identifies the top differentially regulated canonical pathways in injured young and injured aged lung ECs relative to uninjured ones. Vascular remodeling pathways were enriched in injured young lung ECs relative to uninjured ones whereas inflammation and fibrosis pathways were enriched in injured aged lung ECs relative to uninjured ones (data in the graphs are displayed as *p* value). *p* values for canonical pathways were generated in IPA using Fisher’s test. Log(*p* values) ≤−0.5 or ≥0.5 (*p* value ≤0.05) is being used for plotting noteworthy canonical pathways and activated upstream regulators respectively. **f**–**h** Heatmaps showing differentially expressed angiogenic gene signatures (proliferation, cytoskeleton & cell migration, and basement membrane) in young and aged lung ECs relative to uninjured young ones (log2 FC ≥0.5 and FDR <0.05). A colored scale was used to display upregulated (yellow) and downregulated (blue) genes. **i**, **j** Scatter plots showing the correlation between promoter accessibility and gene expression. Red dots indicate ERG targets. RNA-seq cutoff: log2 FC ≤−0.5 or ≥0.5 and FDR ≤0.05, ATAC-seq cutoff: *p* value ≤0.05. Source data is provided as a Source Data file. **k** Genomic snapshots showing comparable chromatin accessibility of proliferation genes between young and aged lung ECs post-injury. **l**, **m** Genomic snapshots showing increased chromatin accessibility in ERG-target genes associated with vascular remodeling and angiogenesis in injured young EC. On the contrary, no changes in chromatin accessibility for these genes were observed in injured aged lung ECs.

Volcano plot analysis identified the top ten upregulated genes based on high significance and fold change in young lung ECs post-injury (Fig. 4b). Genes involved in the cell cycle (*Rgcc*), endothelial cell migration (*Fn1*, *Sparcl1, Mmp12,* and *Cxcl12*), and metabolism (*Pparg*) were significantly upregulated in injured young ECs compared to uninjured ones, suggesting that vascular remodeling takes place during the early phase of lung fibrosis resolution in young mice. Intriguingly, *Cxcl12* was recently identified as a gCap EC marker with a critical function in pulmonary capillary remodeling and alveolar regeneration^28^, suggesting that gCap EC-mediated alveolar repair may play a role during lung fibrosis resolution.

Though numerous differentially expressed genes overlapped between lung ECs from young and aged mice post-injury, genes encoding for inflammatory and innate immunity mediators were among the top ten that were uniquely upregulated in aged lung ECs (Fig. 4c). Among them were *Serpina3n* and *Ltc4s*, both previously implicated in senescence and fibrosis^29,30^. IPA pathway analysis revealed that numerous angiogenesis pathways were enriched in young ECs post-injury, including “*Integrins*”, “*Axonal guidance*”, “*Apelin*”, and “*Nitric oxide*” signaling pathways (Fig. 4d). On the contrary, inflammatory and senescence pathways, including, “*Leukocyte Extravasation*”, “*Inflammasome*”, and “*IL-6*” were highly enriched in aged lung ECs post-injury (Fig. 4e).

Given the contribution of vascular remodeling to lung fibrosis^16^, we evaluated the expression of angiogenesis-related genes in lung ECs from injured young and aged mice relative to uninjured young ones. To this end, we focused on three distinct gene categories that feature in different phases of the angiogenesis process: “Proliferation”, “Cytoskeleton & Cell migration”, and “Basement membrane formation^31^”. Although we did not observe significant differences in the expression of genes implicated in cell proliferation between injured young and injured aged lung ECs (Fig. 4f), the expression of genes implicated in cytoskeleton & cell migration, including *Cdh13*, *Evl*, *Nov*, and *Mmp14* (Fig. 4g), as well as basement membrane formation, such as *Lama4*, *Col4a1*, *Dcn*, and *Hspg2* (Fig. 4h), was strongly elevated in injured young ECs but not in injured aged ECs.

ATAC-seq and RNA-seq correlation together with motif enrichment analysis revealed that the large majority of differentially expressed genes positively correlated with chromatin accessibility (Fig. 4i, j, Q2 and Q3) in injured young and aged lung EC contained ERG motifs in their promoters. 

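The source data of Fig. 4i list 684 genes for Young Bleo against Young Sham, of which 673 had a consensus region. Of the 170 genes whose differentially called regions here all changed in the same direction, 124 (72.9%) changed in the direction of the paper's accessibility values. A less accessible region lay near 46 and a more accessible region near 44 of the 370 genes with lower accessibility in the paper, and near 14 and 90 of the 303 with higher accessibility. For Aged Bleo, Fig. 4j lists 423 genes, 415 of them with a consensus region. There, 77 genes had differentially called regions, each in a single direction, and 69 (89.6%) changed in the direction of the paper's values. Nearly all of these were less accessible: such a region lay near 66 of the 316 genes with lower accessibility in the paper and near 5 of the 99 with higher accessibility, and a more accessible region near 3 and 3 of them. Since so few were more accessible, and these were split evenly, the agreement in Aged Bleo says little about direction. In both comparisons the paper's values come from the same libraries, so agreement is not independent evidence. Across genes, the change in the share of samples with a peak and the paper's change in expression had a Spearman's rho of 0.386 in Young Bleo and 0.433 in Aged Bleo. With the paper's own change in accessibility in place of the calls, rho was higher, at 0.584 and 0.503. The paper labels its coefficients as squared, so they are not on the scale of these values. The ERG core was found in a differentially called region of 44 genes in Young Bleo (24.2%) and 14 genes in Aged Bleo (18.2%).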

Notably, although we found a positive correlation between gene expression and chromatin accessibility in both injured young [*R*^2^ = 0.334 (Spearman)] and injured aged lung ECs [*R*^2^ = 0.294 (Spearman)], the overall number of genes containing ERG motifs was reduced to approximately 50% in injured aged ECs compared to injured young ECs. 

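The single regions nearest the TSSs of Ube2c (mm10, chromosome 2 from 164769929 to 164772902) and Top2a (chromosome 11 from 98992947 to 99024189), and both regions of Cdc20 (chromosome 4 from 118432901 to 118437343), carried a peak in all 18 samples. The presence of a peak therefore did not differ between any groups, and a change in the height of these peaks cannot be seen from the lists.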

Intriguingly, most of the genes implicated in cell proliferation poorly correlated with chromatin accessibility, as no differences were observed between injured young and injured aged lung ECs (Fig. 4k). In contrast, genes encoding for cytoskeleton/cell migration and basement membrane proteins were among the ERG-target genes that exhibited increased expression (Fig. 4g, h), and chromatin accessibility (Fig. 4l, m) in injured young ECs but were unchanged in injured aged ECs. 

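Cdh13 (mm10, chromosome 8 from 118283611 to 119324927) had 5.50 ± 0.577 of 7 regions with a peak in Young Bleo (SD, n = 4), 1.60 ± 0.548 in Young Sham (SD, n = 5) and 1.80 ± 1.30 in Aged Bleo (SD, n = 5). Its difference from Young Sham was 3.90 in Young Bleo (two-sided exact permutation test, p = 0.00794, adjusted 0.108 over the named genes) and 0.20 in Aged Bleo (exact permutation test, p = 1). In Young Bleo 4 of its regions were more accessible, all intronic and none with the ERG core. With equal lists 1 of its regions was more accessible there, and the difference was 1.15 (exact permutation test, p = 0.0317). The region from 118444672 to 118445153 carried a peak in 4 of 4 Young Bleo, 0 of 5 Young Sham, 1 of 4 Aged Sham and 3 of 5 Aged Bleo samples, and that from 118290314 to 118290701 in 3 Young Bleo samples and no other. For Evl, the difference was -1.15 regions in Young Bleo (exact permutation test, p = 0.0873) and -1.80 in Aged Bleo (exact permutation test, p = 0.0317, adjusted 0.325). Its intronic region from 108583781 to 108584141 was less accessible in both, with a peak in 5 Young Sham, 1 Young Bleo, 2 Aged Sham and 0 Aged Bleo samples. With equal lists Evl had 1 more and 1 less accessible region in Young Bleo and 1 less accessible region in Aged Bleo.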

Immunostaining of lung sections from young mice after injury showed that areas of active remodeling were characterized by increased vessel density and basement membrane formation as demonstrated by increased expression of CD31 and Collagen IV deposition (Supplementary Fig. 4A), whereas lungs from aged mice displayed vascular rarefaction and minimal Collagen IV protein deposition (Supplementary Fig. 4B).

These findings underline the maladaptive transcriptional response of the aged lung endothelium to injury and suggested that dysfunctional ERG signaling associated with abnormal chromatin accessibility in aging may limit endothelial migration, basement membrane formation, and ultimately vascular repair.

### ERG silencing in human lung ECs affects angiogenesis and enhances the secretion of fibrogenic mediators

Angiogenesis is critical to support tissue repair following injury and its failure leads to unresolved injury and pathological matrix remodeling^32–34^. Previous studies demonstrated a critical role for ERG in angiogenesis^35–37^. To test the specific role of ERG in lung ECs during vascular assembly, we carried out a vasculogenesis assay in vitro using HLMECs^38^. As shown in Fig. 5a, ERG-silenced HLMECs failed to organize themselves into vascular networks compared to those treated with non-targeting siRNA, confirming the angiogenic function of ERG in lung ECs. In addition, ERG silencing impaired cell-cell contact and caused vascular disassembly as shown in Fig. 5b. Finally, the qPCR analysis demonstrated that ERG silencing in human lung ECs reduced the expression of genes involved in angiogenesis and vascular remodeling thereby recapitulating the gene expression signature of aged mouse lung ECs (Fig. 5c).

**Fig. 5:**
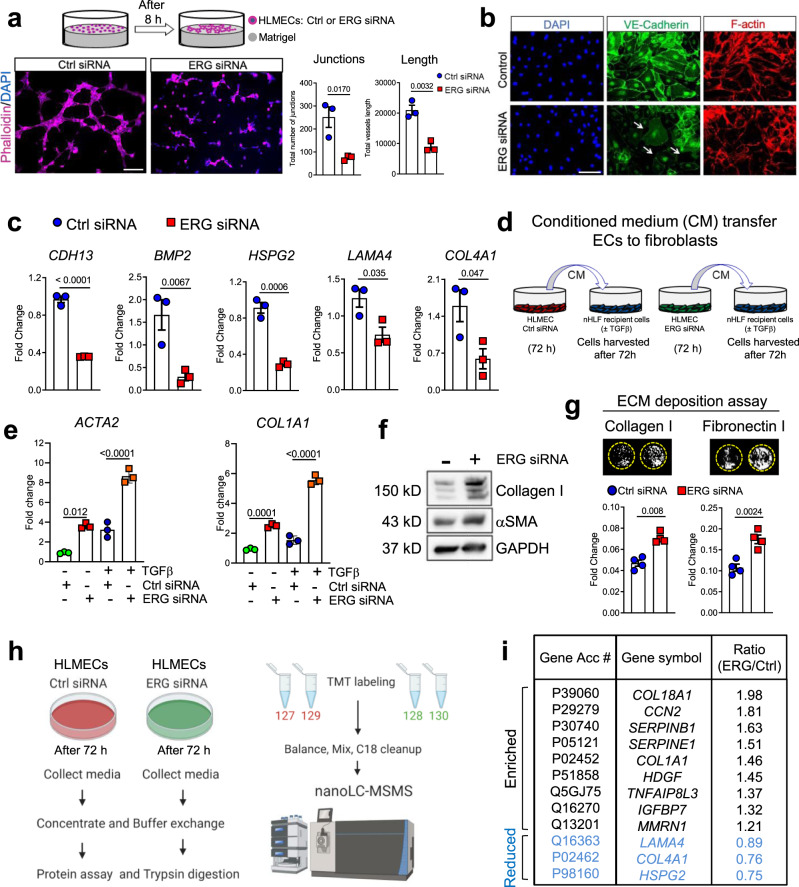
ERG silencing in HLMECs cells impairs angiogenesis and enhances the secretion of fibrogenic mediators. **a** Effect of ERG-siRNA on VEGFA induced in vitro angiogenesis. Representative fields are shown. Quantitative analysis of tube formation was indicated as the total number of junctions and total vessel length. Image analysis in the whole photographed area were performed by using the software AngioTool. *N* = 3 independent experiments. Values are summarized as mean and SD and analyzed using a two-tailed Student’s *t*-test. Source data is provided as a Source Data file. Scale bar: 50 μm. **b** Immunofluorescence staining shows reduction of VE-Cadherin and loss of cellular junctions (arrows) in ERG-silenced HLMECs compared to control cells. A representative image of *n* = 3 independent experiments is shown. Scale bar: 50 μm. **c** Quantitative PCR analysis in ERG-silenced HLMECs compared to control cells. *N* = 3 independent experiments. Values are summarized as mean and SD and analyzed using a two-tailed Student’s *t*-test. Source data is provided as a Source Data file. **d** HLMECs were transfected prior to CM collection and transferred to recipient nHLFs. **e** qPCR analysis of recipient nHLF exposed to ERG-siRNA derived CM compared to cells exposed to control siRNA derived CM (*N* = 3 independent experiments). Values are summarized as mean and SD and analyzed using a one-way analysis of variance followed by Tukey’s post hoc test. Source data is provided as a Source Data file. **f** Western blotting analysis of nHLs recipient cells exposed to ERG-siRNA derived CM compared to control siRNA derived CM. *N* = 1 experiment. **g** ECM deposition assay in nHLFs exposed to ERG-siRNA derived CM compared to cells exposed to control siRNA derived CM (*N* = 4 independent experiments, analyzed using two-tailed Student’s *t*-test). Values are summarized as mean and SD. Source data is provided as a Source Data file. **h** Workflow employed for the analysis of the secretome in CM collected from control or ERG-silenced HLMECs (created with BioRender.com). **i** List of secreted proteins from control or ERG-silenced HLMECs ranked by their abundance ratio ERG/control. CM from three independent experiments was pulled and subjected to mass spectrometry. Source data is provided as a Source Data file. *P < 0.05, **P < 0.01, ***P < 0.001.

To test whether ERG-silenced lung ECs release inflammatory and fibrogenic mediators, we exposed normal human lung fibroblasts (nHLFs) to the conditioned medium (CM) derived from ERG-silenced or control ECs (Fig. 5d). CM from ERG-silenced cells strongly promoted fibroblast activation and enhanced the effect of the fibrogenic mediator TGFβ (Fig. 5e, f). Additionally, CM from ERG-silenced HLMECs strongly stimulated fibronectin and collagen I deposition by nHLFs (Fig. 5g). Consistent with these findings, analysis of CM using nanoscale liquid chromatography coupled to tandem mass spectrometry (nano LC-MS/MS) revealed increased secretion of numerous fibrogenic mediators by ERG-silenced ECs, including CTGF, Collagen Iα1, and PAI-1. In addition, in line with our in vivo experiments, basement membrane proteins such as Collagen IV and Laminin IV were reduced in the CM derived from ERG-silenced HLMECs (Fig. 5i). These findings demonstrate that ERG orchestrates lung angiogenic responses while inhibiting inflammatory and pro-fibrotic stimuli with paracrine effect on neighboring cells.

### Loss of endothelial ERG promotes pulmonary vascular remodeling and inflammation

Preservation of vascular integrity is critical to limit tissue inflammation and to maintain organ homeostasis^39^. Excessive vascular remodeling, increased permeability, and inflammation have been shown to accompany numerous chronic diseases, including IPF^40^. To directly investigate the role of ERG in regulating pulmonary vasculature permeability in vivo, we generated conditional endothelial-specific *Erg* deficient mice (Cdh5-Cre- ER(T): Erg^flox/flox^ (ERG CKO), in which *Erg* gene is deleted from the endothelium upon tamoxifen administration (Fig. 6a). Daily doses of tamoxifen (total of 5 days) were delivered to ERG CKO and WT (Erg^flox/flox^) mice followed by intravenous injections of Evans Blue to evaluate vascular leak 30 days after the last tamoxifen injection. As shown in Fig. 6b, vascular leak was markedly increased in the lungs of ERG CKO mice compared to WT mice, demonstrating that ERG is important in preserving lung vascular integrity. Since vascular leak is often accompanied by immune cell recruitment^41^, we sought to investigate whether loss of endothelial ERG leads to increased immune cell infiltrations into the lungs. FACS analysis on whole lungs from ERG CKO and WT mice showed that loss of endothelial ERG exclusively enhanced lung neutrophil (CD45^+^, CD11b^+^, Ly6G^+^) infiltration (Fig. 6c and Supplementary Fig. 5), and this observation was confirmed in lung sections using an antibody against the neutrophil marker myeloperoxidase (MPO)^42^ (Fig. 6d). Consistent with what we observed in aged mouse lung ECs, as well as in ERG-silenced human lung ECs, lungs from ERG CKO mice also exhibited elevated inflammation as demonstrated by the increased expression of inflammatory genes including *Il6*, *Cxcl10*, and *Tnfa* (Fig. 6e).

**Fig. 6:**
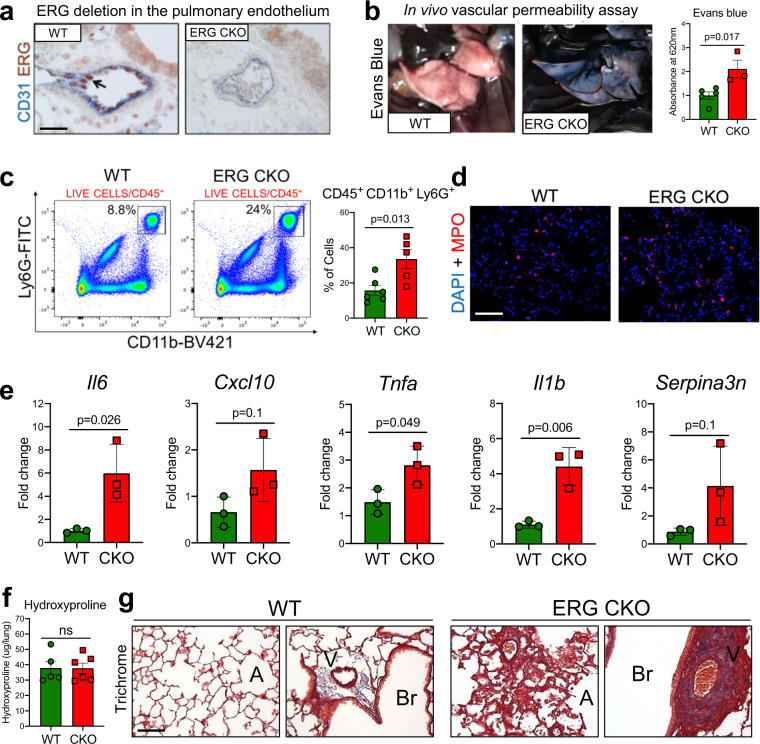
Conditional deletion of ERG in ECs promotes pulmonary vascular leak, vessel remodeling, and lung inflammation. **a** Representative images of lung sections from control and Erg CKO animals (young mice, 2-month-old) after tamoxifen injections, stained with an anti-ERG antibody (red) and co-stained with an anti-CD31 antibody (blue) to evaluate Erg deletion in lung ECs (WT *n* = 6; CKO *n* = 5). Scale bar: 20 μM. **b** Vessel permeability assessed by i.v. injection of Evans blue (WT *n* = 5; CKO *n* = 3). Values are summarized as mean and SD and analyzed using a two-tailed Student’s *t*-test. Source data are provided as a Source Data file. **c** FACS analysis of the whole CD45+ population and the overall fractions of CD45+/CD11b+/Ly6G+ neutrophils in mouse lungs from WT and ERG CKO mice (WT *n* = 6; CKO *n* = 5). Values are summarized as mean and SD and analyzed using a two-tailed Student’s *t*-test. Source data are provided as a Source Data file. **d** Representative images of mouse lung sections were captured from WT and ERG CKO animals (WT *n* = 6; CKO *n* = 5). DAPI (blue) and the neutrophil marker MPO (red). Scale bar: 20 μm. **e** Transcriptional analysis of whole lung homogenates obtained from WT and ERG CKO mice (WT *n* = 3; CKO *n* = 3). Values are summarized as mean and SD and analyzed using a two-tailed Student’s *t*-test. Source data are provided as a Source Data file. **f** Hydroxyproline assessment in WT and ERG CKO animals in the absence of injury (45 days after last tamoxifen injection) (WT *n* = 5; CKO *n* = 6). Values are summarized as mean and SD and analyzed using a two-tailed Student’s *t*-test. Source data is provided as a Source Data file. **g** Representative images of Masson’s Trichrome staining in lung sections from control and Erg CKO mice in the absence of injury, 45 days after last tamoxifen injection (WT *n* = 5; CKO *n* = 6). Scale bar: 100 μM.

To assess whether ERG-deficient mice developed lung fibrosis, we measured hydroxyproline content followed by Masson’s trichrome staining on WT and EGR CKO lungs at 45 days following the last dose of tamoxifen. Though we did not detect appreciable differences in hydroxyproline content between WT and ERG CKO lungs (Fig. 6f), trichrome staining revealed that lungs from ERG CKO mice displayed aberrant perivascular remodeling mainly affecting bronchial arterial walls as well as alveolar capillaries (Fig. 6g), suggesting that loss of endothelial ERG may directly impact mural cells of the perivascular niche. These vascular abnormalities were also accompanied by red blood cell extravasation in the lung interstitium (data not shown), as previously reported^43^. This latter observation is consistent with the vascular leak and the altered vascular remodeling observed in ERG-deficient lungs.

### Loss of endothelial ERG impairs lung capillary regeneration and fibrosis resolution in young mice

To evaluate the function of ERG on pulmonary vascular repair and lung fibrosis, we used bleomycin to induce lung fibrosis in both WT and ERG CKO mice. Bleomycin was delivered intratracheally followed by tamoxifen administration starting at day 14 post-injury to delete the *Erg* gene during the peak of fibrosis (Fig. 7a). Lungs were harvested at day 45 post-injury followed by weight determination and hydroxyproline content measurements to evaluate collagen deposition. As shown in Fig. 7b, c WT mice treated with both bleomycin and tamoxifen showed no difference in lung weight and hydroxyproline levels relative to tamoxifen-injected sham groups, confirming the self-resolving nature of this model. The lungs of bleomycin/tamoxifen-treated ERG CKO mice, however, still exhibited elevated weight and hydroxyproline content at the same time point, demonstrating that, similarly to aged mice, loss of endothelial ERG in young mice initiated at day 14 impaired lung fibrosis resolution following bleomycin challenge. These data were confirmed by H&E and Trichrome staining (Fig. 7d).

**Fig. 7:**
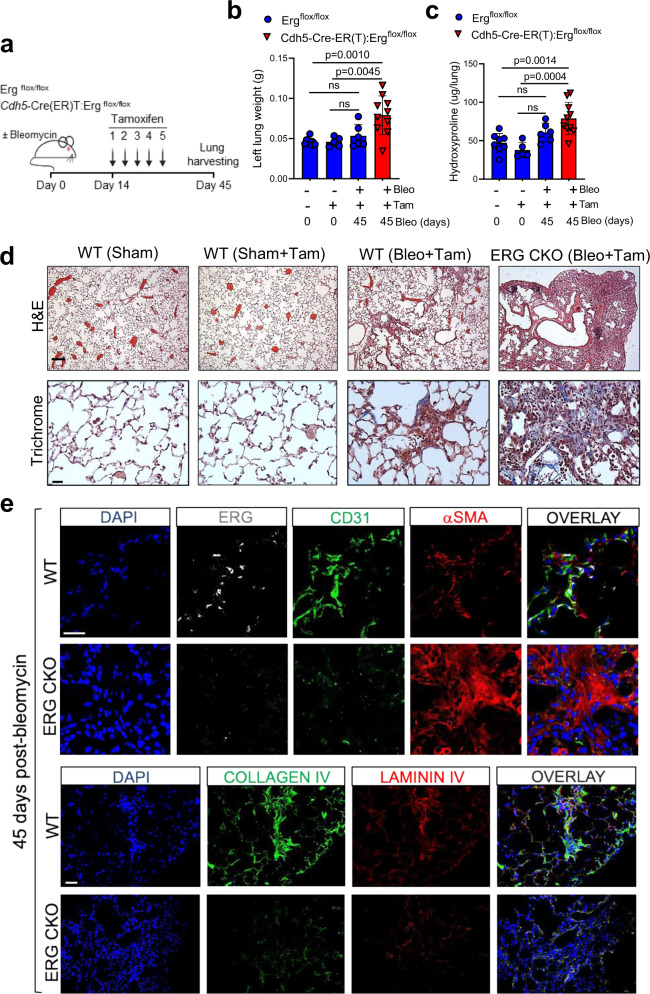
Loss of endothelial ERG impairs lung capillary regeneration and fibrosis resolution in young mice. **a** Schematic showing the experimental workflow to evaluate the effect of ERG deletion on bleomycin-induced lung fibrosis. **b**, **c** Lung weight and hydroxyproline assessments in WT and in ERG CKO animals (young mice, 2-month-old). Values are summarized as mean and SD and analyzed using one-way analysis of variance (followed by Tukey’s post hoc test) (WT *n* = 8; WT + tamoxifen *n* = 5; WT + bleomycin+tamoxifen *n* = 6; CKO + bleomycin+tamoxifen *n* = 10). Source data are provided as a Source Data file. **d** Representative images of H&E (scale bar: 100 μM) and Masson’s Trichrome (scale bar: 50 μM) staining in lung sections from WT and ERG CKO mice 45 days after bleomycin delivery (WT *n* = 8; WT + tamoxifen *n* = 5; WT + bleomycin+tamoxifen *n* = 6; CKO + bleomycin+tamoxifen *n* = 10). **e** Representative images of mouse lung sections were captured from control and Erg CKO animals. Top panel: DAPI (blue), ERG (white), CD31 (green), and αSMA (red); bottom panel: DAPI (blue), Collagen IV (green), Laminin IV (red) (WT *n* = 8; WT + tamoxifen *n* = 5; WT + bleomycin+tamoxifen *n* = 6; CKO + bleomycin+tamoxifen *n* = 10). Scale bar 20 μM.

To further evaluate the fibrotic nature of ERG CKO lungs and confirm ERG deletion in the pulmonary vasculature, we immunostained injured WT and ERG CKO lungs using antibodies against ERG, CD31, and αSMA. We found that in WT lungs, blood vessels were enriched in areas with active tissue remodeling as demonstrated by their colocalization with cells expressing the myofibroblast marker αSMA (Fig. 7e). On the contrary, injured lungs from ERG CKO mice exhibited a reduced number of microvessels in areas of active fibrosis, suggesting that reduced ERG signaling in the lung capillary endothelium promotes vascular dysfunction and impaired fibrosis resolution. We also found that in WT but not in ERG CKO mouse lungs, areas of active remodeling exhibited abundant deposition of Collagen IV and Laminin IV, suggesting that ERG-mediated basement membrane protein secretion plays an active role during lung fibrosis resolution. Taken together, these findings demonstrated that ERG deletion in ECs of bleomycin-treated young lungs produces a phenotype that recapitulates the vascular dysfunction and the persistency of fibrosis of the aged lungs under the same experimental conditions.

### ERG-deficient mouse lungs manifest capillary abnormalities and fibrogenic features resembling aged and IPF lungs

Studies using scRNA-seq have shown that both mouse and human lung ECs are transcriptionally heterogeneous^17–19,44^, and identified two distinct populations of pulmonary capillary ECs, gCap ECs, and aCap ECs (aerocytes), with gCap ECs being important orchestrators of lung homeostasis and repair after injury^17^. Given the contribution of ERG to alveolar-capillary repair and fibrosis resolution in young mice, and the diminished expression of ERG-targeted genes with aging, we wondered whether loss of endothelial ERG would affect capillary EC heterogeneity. To address this question, scRNA-seq was performed on the lungs of WT and ERG CKO mice (Fig. 8a) following tamoxifen injection (90 days after the last tamoxifen injection). After quality filtering, we obtained 5655 cell profiles, 2783 from WT and 2872 from ERG CKO mice. Analysis of representative marker genes identified clusters of endothelial, epithelial, and mesenchymal cells, as well as hematopoietic cells including macrophages, monocytes, neutrophils, dendritic cells, natural killer cells, and B and T cells (Supplementary Fig. 6). To characterize the effect of *Erg* deletion on endothelial cell heterogeneity at a higher resolution, we re-clustered the ECs and removed all other cells from the analysis. Based on previously discovered gene markers^17^, we identified ECs from the artery, vein, and lymphatic, as well as the newly identified capillary populations aCap ECs and gCap ECs (Fig. 8b). We also identified a new cluster of ECs in the lung of ERG CKO that was transcriptionally distinct from other clusters, which we called “intermediate ECs” (Fig. 8c, d). Interestingly, our single-cell transcriptomic analysis revealed a reduction of gCap ECs in the lungs of ERG CKO mice compared to WT mice (Fig. 8e). This reduction of gCap ECs was accompanied by an increased number of intermediate ECs (Fig. 8e), suggesting that ERG controls gCap EC identity, and that dysfunctional ERG signaling in these cells may affect their stemness. Our scRNA-seq analysis also revealed that non-vascular cells, including immune cells (macrophages and neutrophils), and mesenchymal cells (interstitial fibroblasts), were also affected by the loss of endothelial ERG. We found that the genes encoding for fibrogenic mediators previously implicated in IPF, such as *A100a9*, *Igf1*, *Ccl6*, and *Mmp9*, were elevated in lung immune cells from ERG CKO lungs compared to WT ones (Supplementary Fig. 7A, B). Intriguingly, the myofibroblast markers *Tnc*, *Ltbp2*, *Tagln*, and *Acta2* were elevated in lung fibroblasts from ERG CKO mice relatives to WT ones (Supplementary Fig. 7C). These data together with the abnormal perivascular manifestations of ERG CKO lungs, and the fibroblast activation induced by ERG-silenced human lung ECs, further reinforced the concept that dysfunctional endothelial ERG signaling in the aged lung and during fibrosis may enhance fibrogenic responses in bystander lung cells.

**Fig. 8:**
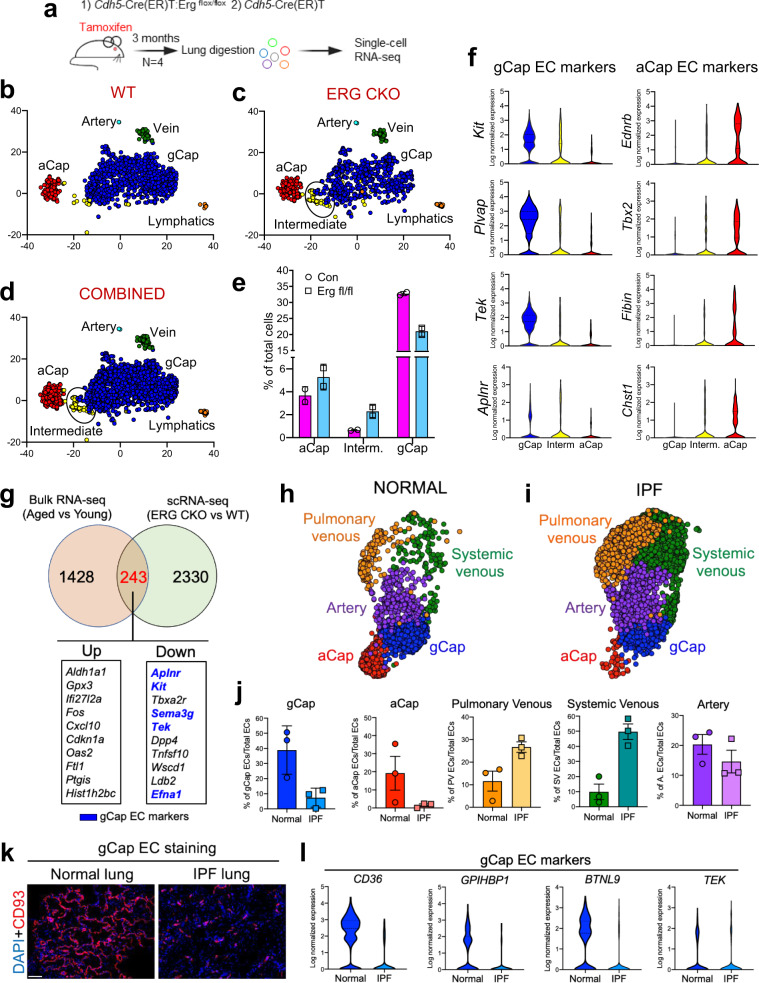
ERG-deficient mouse lungs manifest capillary abnormalities and fibrogenic features resembling aged and IPF lungs. **a** Schematic showing the experimental strategy to perform scRNA-seq analysis. **b**–**d** Wild type, Erg CKO, and combined t-SNE visualization to identify subpopulations. Colors denote corresponding clusters (*N* = 2). **e** Percent of aCAP, intermediate, and gCAP endothelial cells of total endothelial cells. Source data are provided as a Source Data file. **f** Violin plots of gCAP and aCAP gene expression in each endothelial cell population. **g** Venn Diagrams showing the comparison between the RNA-seq (Young vs Aged) and the scRNA-seq of ERG-deficient lung ECs (RNA-seq cutoff: log _2_FC ≤−0.5 or ≥0.5 and FDR ≤0.05; scRNA-seq cutoff: log _2_FC ≤−1 or ≥1 and FDR ≤0.001). **h**, **i** UMAP of endothelial cells from the publicly available dataset of normal and IPF lungs. **j** Percent of endothelial cell subpopulations of total ECs in normal (*n* = 3 independent samples) and IPF (*n* = 3 independent samples) lungs. Source data is provided as a Source Data file. **k** Representative images of human lung sections were captured from control and IPF lungs. DAPI (blue) and the human gCap EC marker CD93 (red). Scale bar 100 μM. **l** Violin plot of the expression of the human gCap EC markers *CD36*, *GPIHBPI*, *BTNL9*, and *TEK* in normal and IPF lungs. Values are summarized as mean and SD.

To further link dysfunctional ERG signaling to aging-associated vascular deterioration, we compared the transcriptome of the aged lung endothelium to that of ERG-deficient lung ECs. We found that 1671 genes were differentially expressed in aged lung ECs compared to young ones, whereas 2573 genes were differentially expressed in ERG-deficient ECs compare to WT ECs (Fig. 8g). Interestingly, we found 243 differentially expressed genes that were shared between the two comparisons, and among the upregulated ones, were numerous inflammatory and senescence genes, including *Cxcl10*, *Gpx3*, *Ifi27l2a*, and *Cdkn1a*. Notably, among the shared downregulated genes were the gCap EC markers *Aplnr*, *Kit*, *Tek*, *Sema3g,* and *Efna1*. These findings further support our premise that loss of ERG function recapitulates, at least in part, aging-associated transcriptional abnormalities, including increased expression of inflammatory and senescence genes, and loss of gCap EC identity.

Given that ERG CKO mice, as well as aged mice, exhibited capillary abnormalities and impaired lung fibrosis resolution post-injury, we postulated that dysregulation of ERG in ECs may underpin IPF. Using a publicly available scRNA-seq dataset of normal and IPF lungs^23^, we generated a de novo cluster analysis and discovered that, similarly to the lungs of ERG CKO, IPF lungs exhibited a drastic reduction of gCap ECs compared to healthy lungs (Fig. 8h–j). Of note, aCap ECs were also reduced, while pulmonary venous and systemic venous ECs were increased in IPF lungs (Fig. 8j), as recently reported^44^. Immunofluorescence and transcriptional analysis confirmed the reduced number of gCap EC and the inhibition of several gCap EC markers in fibrotic human lungs compared to healthy ones (Fig. 8k, l).

Taken together, these findings suggest that limited ERG activity in fibrotic aged lungs may result in dysfunctional gCap EC turnover, loss of cell identity, and ultimately capillary dropout.

## Discussion

In this study, we provide new insights into lung endothelial epigenetic and transcriptional abnormalities driving vascular dysrepair and perpetuating pulmonary fibrosis in aging.

Chromatin remodeling is essential to coordinate gene transcription and its dysregulation often occurs with aging^45^. Little is known about how aged lung ECs respond to injury and how they integrate injury-mediated signals and chromatin remodeling into transcriptional programs that promote lung vascular repair following injury.

Here, we showed that aging was characterized by a widespread reduction of chromatin accessibility in lung ECs resulting in limited expression of genes involved in angiogenesis and vascular remodeling. Changes in chromatin accessibility in aged lung ECs also constrained bleomycin-induced vascular responses including the transcription of key genes implicated in vascular repair. On the contrary, ECs from young lungs exhibited an overall increase of chromatin accessibility and elevated transcription of vascular remodeling genes following lung injury. We identify the transcription factor ERG as a putative orchestrator of endothelial chromatin remodeling following lung injury, and whose dysfunctional signaling in aging contributed to aberrant endothelial transcription and lung dysrepair (Supplementary Fig. 8). Consistent with these findings, a recent paper reported that endothelial ERG binds the acetyltransferases p300, an epigenetic modifier and positive regulator of gene transcription, to drive the expression of vascular remodeling genes^46^. These findings together with our observations suggest that ERG regulates vascular chromatin remodeling following lung injury, potentially through epigenetic modifications and that these functions are impaired with aging.

Intriguingly, although inflammatory stimuli have been shown to inhibit the expression of endothelial ERG in vitro^21,47^, and inflammation precedes fibrosis in the bleomycin model^48^, our RNA-seq analysis did not show reduced expression of *Erg* gene in either injured or uninjured aged lung ECs compared to young ECs. These findings suggest that ERG post-translational modifications may be paramount for its efficient chromatin interaction and gene transcription. In this regard, a previous study demonstrated that Angiopoietin-1/TEK/AKT signaling pathway in ECs stimulated ERG phosphorylation, and this modification is essential for its chromatin binding^49^. Interestingly, the expression of *Tek* gene was reduced in aged lung ECs compared to young lung ECs, and previous reports showed that the angiopoietin-1/TEK pathway deteriorates with aging^50,51^. In addition, reduced levels of Angiopoietin-1 were also reported in the serum of patients with IPF^52^, suggesting that dysfunctional TEK signaling in fibrosis may contribute to aberrant ERG activity. On the other hand, since abnormal chromatin remodeling has been associated with aging^53^, and our data demonstrated reduced endothelial chromatin accessibility with aging, we postulate that aging-associated chromatin remodeling may also affect ERG/DNA binding and transcription^54^.

Our multi-omics analysis identified numerous ERG-target genes whose chromatin accessibility and expression were increased in young lung ECs but were either unchanged or reduced in aged lung ECs following injury. Among them*, Aplnr and Bmp2*, which encode Apelin receptor and Bone morphogenic protein-2 respectively, have been shown to promote angiogenesis and organ regeneration^55,56^. Interestingly, Apelin signaling exhibited an age-dependent decline in multiple organs and loss of its receptor leads to accelerated organ aging^57^. We also discovered that aged lung ECs and ERG-depleted lung ECs exhibited reduced expression of genes encoding for basement membrane proteins including Laminin IV and Collagen IV^58^. Besides playing an active role in angiogenesis^59^, basement membrane proteins directly contribute to preserving vascular integrity and function in multiple organs including lungs^60^. In addition, Collagen IV participates in the formation of a mature basement membrane during alveologenesis^61^ and influences alveolar epithelial cell regeneration^62^, suggesting that reduced expression of basement membrane proteins in aging and during vascular repair may impair vascular and epithelial regeneration.

Tissue injury is typically accompanied by angiogenesis, which is key to reestablish normal homeostatic conditions^34^. Defective vascular regeneration, however, is often observed in elderly individuals and it is thought to impair tissue repair following injury^63^. Previous reports have shown that ERG regulates angiogenesis through the activation of multiple signaling pathways^36^. In line with this evidence, we demonstrated that ERG silencing in lung ECs inhibited angiogenesis and promoted the release of inflammatory and fibrogenic mediators in vitro. In addition, using our ERG CKO mouse model, we demonstrated that loss of endothelial ERG caused pulmonary perivascular remodeling, vascular leak, and inflammation. Strikingly, endothelial ERG depletion right after the inflammatory phase post-bleomycin challenge impaired lung vascular repair and fibrosis resolution in young mice. Taken together these data suggest that compromised ERG-mediated chromatin remodeling and transcription in aging may affect angiogenesis and vascular recovery following lung injury leading to unresolved fibrosis.

Although in this paper we have mainly focused on the loss of angiogenic features and vascular repair properties by ECs with limited ERG functions, and during aging, our multi-omics analyses also revealed that numerous innate immunity pathways, including IFNγ, STAT1, TNFα, and TLR3, were enriched in aged mouse lung ECs. Notably, previous studies have shown that ERG inhibits the transcription of inflammatory and interferon genes in ECs of non-lung origin in vitro by limiting the transcriptional activity of STAT1 and NF-kB^47,64^. Consistent with these findings, aged lung ECs and ERG silencing in lung ECs upregulated numerous genes downstream of STAT1 and NF-kB, including *CXCL10, IFIT1, C3*, and *SERPINA3*^65^ and our proteomic analysis confirmed the secretion of numerous inflammatory and fibrogenic mediators by ERG-silenced lung ECs compared to control ECs. Consistently, our scRNA-seq data and lung tissue analysis showed increased lung fibroblast activation and immune cell recruitment in ERG CKO mice compared to WT ones. Intriguingly, previous reports have shown that loss of endothelial ERG led to endothelial-to-mesenchymal transition, spontaneous liver fibrogenesis^20^, as well as aberrant activation of cardiac fibroblasts^22^. In addition, increased lung neutrophils and elevated inflammation have been often associated with cellular senescence, aging, and IPF progression^66,67^, suggesting that dysfunctional endothelial ERG signaling in IPF may contribute to elevated lung inflammation, increased senescence, and fibrosis progression.

Furthermore, our scRNA-seq analysis revealed, for the first time, that loss of endothelial ERG greatly impacted the transcriptome and the overall number of gCap ECs. While still preliminary, these findings implicated ERG as a putative regulator of gCap EC homeostasis whose function deteriorates with aging. Recently published scRNA-seq and tissue imaging data also revealed abnormal endothelial transcriptional signatures and an altered vascular circulation in human lungs from individuals with IPF^23^. Following the interrogation of publicly available scRNA-seq datasets from IPF and healthy lungs, we found that similar to what we observed in ERG CKO mice, IPF lungs exhibited a reduced number of gCap ECs along with reduced expression of gCap ECs markers compared to healthy lungs, suggesting that loss of beneficial endothelial transcriptional programs in the IPF vasculature may impair vascular regeneration and exacerbate fibrosis progression.

In conclusion, our results shed light on the role of pulmonary ECs in the progression of lung fibrosis, shifting their role from passive bystander to an active driver of fibrosis. Loss of chromatin homeostasis in the vasculature of the fibrotic aged mouse or IPF lungs may contribute to dysfunctional repair and progressive fibrosis. Identifying specific epigenetic alterations that can affect chromatin remodeling and lung vascular repair will be critical to develop strategies aimed at restoring aged pulmonary vasculature to a more youthful and healthy state that actively contributes to slow disease progression.

## Methods

### Mice and breeding

Female and male Col1α1-GFP transgenic mice (2 and 18 months old, FVB strain) were generated as previously described (UC San Diego, La Jolla, CA)^68^ and kindly provided by Dr. Derek Radisky. Female and male conditional Cdh5-CreER(T)-Erg^fl/fl^ mice on a C57/BL6 background were generated by breeding Cdh5-CreER(T) mice (13073, Taconic, Rensselaer, NY, USA) with Erg^fl/fl^ mice (STOCK Erg^tm1.1/wamo^/J, Jackson Laboratory, Bar Harbor, ME). Endothelial Erg deletion was induced by tamoxifen injection (5 injections of 0.5 mg, daily). All mice had access to food and water ad libitum and were on a 12 h/12 h light/dark cycle, ambient temperature 77–78 °F and humidity 46–49%.

### Cell culture

Normal human lung microvascular endothelial cells (HLMECs) were purchased by Lonza (Walkersville, MD, USA, catalog # CC-2527) and maintained in Endothelial cell growth basal medium supplemented with microvascular endothelial cell growth medium SingleQuots (Lonza, Walkersville, MD, USA). In experiments involving siRNA, serum was reduced to 0.1%. All the experiments were performed with cells within the fourth passage. Normal primary human lung fibroblasts (nHLFs) were purchased by Lonza (Walkersville, MD, USA, catalog # CC-2512) and maintained in EMEM (ATCC, Manassas, VA, USA) containing 10% FBS. All the experiments were performed with cells between passages 3 and 7.

### Mouse model of bleomycin-induced lung injury

All animal experiments were carried out under protocols approved by the Mayo Clinic Institutional Animal Care and Use Committee (IACUC) and by the Boston University IACUC and conforming to the ARRIVE guidelines. Bleomycin was delivered to the lungs as previously described^8,16^. Mice were anesthetized with ketamine/xylazine solution (100 and 10 mg/kg, respectively) and injected intraperitoneally. About 1 U/Kg bleomycin (APP Pharmaceutical, LCC Schaumburg, IL, USA) or PBS were intratracheally delivered using a MicroSprayer (Penn-Century, Philadelphia, PA, USA). Body weight was monitored daily.

### FACS

Mice were anesthetized with ketamine/xylazine solution (100 and 10 mg/kg, respectively), injected intraperitoneally, and perfused via the left ventricle with cold PBS 30 days after bleomycin or PBS delivery. The lungs were immediately harvested and minced with a razor blade in a 100 mm petri dish in a cold DMEM medium containing 0.2 mg/ml Liberase DL and 100 U/ml DNase I (Roche, Indianapolis, IN, USA). The mixture was transferred into 15 ml tubes and incubated at 37 °C for 35 min in a water bath under continuous rotation to allow enzymatic digestion. Digestion was inactivated with a DMEM medium containing 10% fetal bovine serum, the cell suspension was passed through a 40 µm cell strainer (Fisher, Waltham, MA, USA) to remove debris. Cells were then centrifuged (500×*g*, 10 min, 4 °C), and resuspended in 3 ml red blood cell lysis buffer (Biolegend, San Diego, CA, USA) for 90 s to remove the remaining red blood cells and diluted in 9 mL PBS after incubation. Cells were then centrifuged (500×*g*, 10 min, 4 °C) and resuspended in 0.2 ml of FACS buffer (1% BSA, 0.5 mM EDTA pH 7.4 in PBS).

For sorting, the single-cell suspension was then incubated with anti-CD45:PerCp-Cy5.5 (103132, clone 30-F11, Biolegend, San Diego, CA, USA, 1:200 dilution), anti-CD31:PE (102407, clone 390, Biolegend, San Diego, CA, USA, 1:200 dilution), anti-EpCAM:APC (118213, clone G8.8, Biolegend, San Diego, CA, USA, 1:200 dilution) antibodies, and DAPI (D3571, Thermo Fisher Scientific, Waltham, MA, USA, 1:1000 dilution) for 30 min on ice. After incubation, cells were washed with ice-cold FACS buffer and resuspended in 1 ml of FACS buffer. FACS sorting was conducted using a BD FACS Aria II (BD Biosciences, San Jose, CA, USA). To isolate CD45-, EpCAM-, GFP-, CD31+ population the following strategy was used: debris exclusion (FSC-A by SSC-A), doublet exclusion (SSC-W by SSC-H and FSC-W by FSC-H), dead cell exclusion (DAPI by PE), CD45 positive cell exclusion (PerCP-Cy5.5 by GFP), EpCAM and GFP positive cells exclusion (APC by GFP), and isolation of CD31 positive cells (APC by CD31). FACS-sorted ECs were subjected to mRNA and DNA isolation.

For analysis, the single-cell suspension derived from lungs of WT and ERG CKO mice was obtained as described above and then incubated with anti-CD45:PerCp-Cy5.5 (103132, clone 30-F11, Biolegend, San Diego, CA, USA, 1:200 dilution), anti CD11b:BV421 (101235, clone M1/70, Biolegend, San Diego, CA, USA, 1:200 dilution) and anti Ly6G:FITC (127606, Biolegend, San Diego, CA, USA, 1:200 dilution), Ly6G:BV605 (128035, clone 1A8, Biolegend, San Diego, CA, USA, 1:200 dilution), NK1.1:PEcy5 (108715, clone PK136, Biolegend, San Diego, CA, USA, 1:200 dilution), SiglecF:APC-cy7 (565527, cloneE50-2440, BD Biosciences, San Jose, CA, USA, 1:100 dilution), F4/80:APC (123115, clone BM8, Biolegend, San Diego, CA, USA, 1:100 dilution), CD4:APC (100411, clone GK1.5, Biolegend, San Diego, CA, USA, 1:100 dilution), CD19:BUV395 (563557, clone 1D3, BD Biosciences, San Jose, CA, USA, 1:200 dilution), B220:PE (553090, clone RA3-6B2, BD Biosciences, San Jose, CA, USA, 1:200 dilution) and LIVE/DEAD cell stain kit (L23105, Thermo Fisher Scientific, Waltham, MA, USA, 1:1000 dilution). FACS analysis was performed with the following strategy: debris exclusion (FSC-A by SSC-A), doublet exclusion (SSC-W by SSC-H and FSC-W by FSC-H), and dead cell exclusion (DAPI by CD45). The immune cells were then characterized based on specific membrane markers as following: Neutrophils (CD45^+^, CD11b^+^, Ly6G^+^), NK cells (CD45^+^, NK1.1^+^, Ly6G^+^), Monocytes (CD45^+^, CD11b^+^, Ly6C^+^), Macrophages (CD45^+^, SiglecF^+^, F4/80^+^), Eosinophils (CD45^+^, CD11b^+^, SiglecF^+^), B cells (CD45^+^, CD19^+^, B220^+^), CD4^+^ T cells (CD45^+^, CD4^+^), CD8^+^ T cells (CD45^+^, CD8^+^). FACS analysis was conducted using a BD LSR II SORP (BD Biosciences, San Jose, CA, USA). Data were analyzed with FlowJo version 10.8.0 software (Tree Star Inc., Ashland, OR, USA).

### ATAC-seq and data analysis

About 50,000 ECs were subjected to Omni ATAC-seq following the published protocol^69^. The size of library DNA was determined from the amplified and purified library by a Fragment Analyzer (Advanced Analytical Technologies; AATI; Ankeny, IA), and the enrichment of accessible regions was determined by the fold difference between positive and negative genomic loci using real-time PCR. ATAC-seq data were analyzed using the HiChIP pipeline^70^. Paired-end sequencing reads were mapped to the mouse genome (mm10) using Burrows-Wheeler Aligner (BWA, v0.5.9). To remove read pairs mapping to multiple locations in the genome, additional filtering using in-house scripts was performed, and only read pairs with one or both ends mapping uniquely to the genome were retained for downstream analysis. In addition, reads arising from PCR amplifications were discarded as duplicate reads using Picard MarkDuplicates (v1.67 http://broadinstitute.github.io/picard/). Open, accessible chromatin regions were identified using peaks detected by the software package “Model-Based analysis of ChIP-Seq” (MACS2, v2.0.10)^71^. ATAC-seq data standards and processing pipelines were conformed to and met the requirements of the ENCODE metrics (https://www.encodeproject.org/atac-seq/#standards). Statistically significant peaks were selected for analysis using a false discovery rate (FDR) cutoff of ≤1%. Genes nearest to the peaks and the distance of peaks from transcription start sites (TSS) were annotated using Homer (http://homer.ucsd.edu/homer/index.html)^27^. For visualization of peaks across samples, normalized tag density profiles with a window size of 200 bp and a step size of 20 bp were generated using Bedtools (v2.16.2)^72^ and in-house Perl scripts. Additionally, Tiled Data Format (TDF) tracks of the ATAC data were generated for visualization of the signals in Integrated Genomics Viewer (IGV, v2.8.13). For comparison and identification of differential peaks across conditions, the software package DiffBind (v2.14.0) was used at statistical significance thresholds of *p* value <0.05 and an absolute fold change value of greater than 1. Additional plots for visualization of differential peaks and chromosomal distribution of peaks were generated using in-house R scripts and the RCircos software package. Motif analysis was completed using the findMotifsGenome.pl command within Homer (http://homer.ucsd.edu/homer/index.html)^27^.

### RNA-seq and data analysis

RNA quality was determined with a Fragment Analyzer instrument (Agilent, Santa Clara, CA). RNA samples that had RQN values ≥6 were approved for library preparation and sequencing. RNA libraries were prepared using 200 ng of total RNA according to the manufacturer’s instructions for the TruSeq RNA Sample Prep Kit v2 (Illumina, San Diego, CA), employing poly(A) mRNA enrichment using oligo(dT) magnetic beads. The RNA integrity numbers (RIN) for each sample were: young sham: 8.3–9.7; young bleo: 9.5–10; aged sham: 7.9–9.5; aged bleo: 9.3−10. The final adapter-modified cDNA fragments were enriched by 12 cycles of PCR using Illumina TruSeq PCR primers. The concentration and size distribution of the completed libraries were determined using a Fragment Analyzer (Agilent) and Qubit fluorometry (Invitrogen, Carlsbad, CA). Libraries were sequenced following Illumina’s standard protocol using the Illumina cBot and HiSeq 3000/4000 PE Cluster Kit, which 33-40 million fragment reads per sample. The flow cells were sequenced as 100 × 2 paired-end reads on an Illumina HiSeq 4000 using HiSeq 3000/4000 sequencing kit and HCS v3.3.52 collection software. Base-calling was performed using Illumina’s RTA version 2.7.3. Data were analyzed using MAPRSeq version 3.0.2.^73^, which is an integrated RNA-seq bioinformatics pipeline developed at the Mayo Clinic for comprehensive analysis of raw RNA sequencing paired-end reads. MAPRSeq employs STAR^74^, a splice-aware, accurate and fast aligner for aligning reads to the reference human genome (build mm10). Aligned reads are then processed through multiple modules in a parallel fashion. Gene and exon expression quantification is performed using the Subread^75^ package to obtain RPKM (Reads Per Kilobase of transcript, per Million mapped reads). Finally, comprehensive quality control modules from the RSeQC^76^ package are run on aligned reads to assess the quality of the sequenced libraries. The bioinformatics package DESeq2 is used for differential gene expression analysis^77^. The criteria for selection of significant differentially expressed genes were: log2 fold change ≤−0.5 or ≥0.5 and Benjamini–Hochberg adjusted *p* value ≤0.05. This list of differentially expressed genes was used for investigating enriched canonical pathways and upstream regulators using Core analysis from the Ingenuity Pathway analysis (IPA, Ingenuity® Systems, www.ingenuity.com). *P* values were generated in IPA using Fisher’s test (Log_2_ fold change ≤−0.5 or ≥0.5, *p* value ≤0.05). *p* value and activation *z*-score were used for plotting noteworthy canonical pathways and activated upstream regulators respectively.

### Integration analysis of ATAC-seq and RNA-seq datasets

The ATAC-seq peak data were compared to the RNA-seq data to determine how chromatin accessibility influenced gene expression. The differential log2 fold change by TMM normalized values for RNA-seq and ATAC-seq counts for each group comparison were associated using the gene annotation of the ATAC-seq TSS/Promoter peak with the assigned RNA-seq gene. ATAC-seq peaks with a *p* value ≤0.05 and genes detected by RNA-seq with log2 fold change ≤−0.5 or ≥0.5 and FDR ≤0.05 were plotted against each other to compare the differentially accessible peaks and differentially expressed genes.

### Single-cell RNA sequencing and data analysis

Following tamoxifen injections, the lungs of two WT and two ERG CKO mice were harvested and disassociated into the single-cell suspension as described for FACS. Cell suspensions were brought to the Single-Cell Sequencing Core at the Boston University Medical Center for processing. Cell viability and counts were determined using Countess II Automated Cell Counter. Single cells, reagents, and a single Gel Bead containing barcoded oligonucleotides are encapsulated into nanoliter-sized Gel Bead-in-Emulsion using the 10x Genomics GemCode platform (10X Genomics, Pleasanton, CA, USA). Lysis and barcoded reverse transcription of RNAs from single cells is performed as described by 10x genomics. Enzyme fragmentation, A tailing, adapter ligation, and PCR are performed to obtain final libraries containing P5 and P7 primers used in Illumina bridge amplification. Size distribution and molarity of resulting cDNA libraries were assessed via Bioanalyzer High Sensitivity DNA Assay (Agilent Technologies, USA). All cDNA libraries were sequenced on an Illumina NextSeq 500 instrument according to Illumina and 10X Genomics guidelines with 1.4–1.8 pM input and 1% PhiX control library spike-in (Illumina, USA). Sequencing data were processed using 10X Genomics’ Cell Ranger pipeline to generate feature/barcode matrices from raw count data.

Feature and barcode matrices of WT and ERG CKO were imported into BioTuring Browser 2 (Bioturing, San Diego, USA) for analysis. After quality filtering, we obtained 5655 cell profiles, 2783 from WT and 2872 from ERG CKO mice. We perform t-Distributed Stochastic Neighbor Embedding (t-SNE) dimensionality reduction with canonical correlation analysis (CCA) subspace alignment and performed unsupervised graph-based clustering. Analysis of representative marker genes identified clusters of endothelial, epithelial, and mesenchymal cells as well as hematopoietic cells. Endothelial cells were selected and further re-clustered for analysis.

Publicly availably human IPF single-cell RNA-seq data^23^ were downloaded from the BioTuring repository and endothelial cells were analyzed using the BioTuring Browser 2.

### Real-time PCR

Total mRNA was isolated using RNeasy micro kit or minikit (Qiagen, Valencia, CA, USA) followed by Nanodrop concentration and purity analysis. cDNA was synthesized using SuperScript VILO (Thermo Fisher Scientific, Waltham, MA, USA); RT-PCR was performed using FastStart Essential DNA Green Master (Roche Diagnostics, Mannheim, Germany) and analyzed using a LightCycler 96 (Roche Diagnostics, Mannheim, Germany). RT-PCR primers used in this study (Integrated DNA Technologies, Coralville, IA, USA) are listed in Table 1.

**Table 1:** Human and mouse primer sequences for qPCR analysis.

Primers	Forward	Reverse
*GAPDH*	GGAAGGGCTCATGACCACAG	ACAGTCTTCTGGGTGGCAGTG
*APLNR*	CTCTGGACCGTGTTTCGGAG	GGTACGTGTAGGTAGCCCACA
*C3*	GGGGAGTCCCATGTACTCTATC	GGAAGTCGTGGACAGTAACAG
*SERPINA3*	GCTCATCAACGACTACGTGAA	CACCATTACCCACTTTTTCTTGC
*TEK*	TTAGCCAGCTTAGTTCTCTGTGG	AGCATCAGATACAAGAGGTAGGG
*IFIT1*	TTGATGACGATGAAATGCCTGA	CAGGTCACCAGACTCCTCAC
*CFB*	GCACTGGAGTACGTGTGTCC	CCCGTTCTCGAAGTCGTGTG
*KIT*	ACTTGAGGTTTATTCCTGACCCC	GCAGACAGAGCCGATGGTAG
*CXCL10*	GTGGCATTCAAGGAGTACCTC	TGATGGCCTTCGATTCTGGATT
*CADH13*	AGTGTTCCATATCAATCAGCCAG	CCTTACAGTCACTGAAGGTCAAG
*EVL*	CTTCCGTGATGGTCTACGATG	TGCAACTTGACTCCAACGACT
*IL18*	TCTTCATTGACCAAGGAAATCGG	TCCGGGGTGCATTATCTCTAC
*BMP2*	ACCCGCTGTCTTCTAGCGT	TTTCAGGCCGAACATGCTGAG
*HSPG2*	CCAAATGCGCTGGACACATTC	CGGACACCTCTCGGAACTCT
*LAMA4*	AGGATACTGTGTGACTACTGACG	TGAACGATAGGGTAGAAGCTGAA
*COL4A1*	CCAGGGGTCGGAGAGAAAG	GGTCCTGTGCCTATAACAATTCC
*Il6*	TAGTCCTTCCTACCCCAATTTCC	TTGGTCCTTAGCCACTCCTTC
*Cxcl10*	CCAAGTGCTGCCGTCATTTTC	GGCTCGCAGGGATGATTTCAA
*Tnfa*	CCCTCACACTCAGATCATCTTCT	GCTACGACGTGGGCTACAG
*Il1b*	GCA ACT GTT CCT GAA CTC AAC T	ATC TTT TGG GGT CCG TCA ACT
*Serpina3n*	ATTTGTCCCAATGTCTGCGAA	TGGCTATCTTGGCTATAAAGGGG

### Fibrosis evaluation

Hydroxyproline content was measured using a hydroxyproline assay kit (Biovision, Milpitas, CA, USA). Briefly, lung samples were transferred into glasses tubes and hydrolyzed with 200 μl 6 N HCL at 110 °C for 48 h. The hydrolyzed samples were evaporated to remove excess HCL, reconstituted with 400 ml H_2_O and filtered in 1.5 ml centrifuge tubes equipped with a 0.45 μm semipermeable membrane filter. After samples were added to a 96-well micro-plate, Chloramine T solution was added to each well and the plate was incubated at 65 °C for 18 min. This method gives an orange-red color which is linear up to 6 μg of hydroxyproline. OD 550 nm was obtained and compared to a hydroxyproline standard curve.

### In vivo vascular permeability assay

The lung microvascular permeability was measured in WT and ERG CKO animals using the Evans blue dye extravasation technique. Evans blue (20 mg/Kg, Sigma-Aldrich, St. Louis, MA, USA) was injected i.v. through the tail vein 30 min before sacrifice. Lungs were then harvested and the absorbance of Evans blue was measured at 620 nm.

### Immunohistochemistry

Formalin-fixed paraffin-embedded (FFPE) tissues were cut in serial sections (7 μm). The FFPE sections were deparaffinized using a standard protocol of xylene and alcohol gradients. Sections were then blocked first with BLOXALL endogenous peroxide blocker (SP-6000-100, Vector Laboratories, Peterborough, UK) and then with 5% goat serum and 2% BSA (Sigma-Aldrich, St. Louis, MA, USA). The staining was performed by using the VECTASTAIN Elite ABC HRP kit (PK-6200, Vector Laboratories, Peterborough, UK), anti-CD31 rat primary antibody (550274, clone MEC 13.3, BD Biosciences, San Jose, CA, USA, 1:200 dilution), anti-ERG rabbit primary antibody (97249, Cell Signaling Technology, Danvers, MA, USA, 1:100 dilution) and detection with impact DAB (Vector Laboratories, Peterborough, UK). Slides were then dehydrated using a standard protocol and coverslipped using DPX mountant (Sigma-Aldrich, St. Louis, MA, USA). Masson’s trichrome staining was performed by using a commercially available stain kit (HT15, Sigma-Aldrich, St. Louis, MA, USA). Hematoxylin and eosin (H&E) staining was performed by using hematoxylin solution (Sigma-Aldrich, St. Louis, MA, USA) and eosin solution (Millipore, Burlington, MA, USA).

### RNA interference

Transient RNA interference was performed with siGENOME non-targeting Control siRNA Pool #1 (D-001206-13-05, 25 nM) or siGENOME Human ERG-siRNA (L-003886-00-0005, 25 nM) by using Lipofectamine RNAiMAX reagent (13778075, Thermo Fisher Scientific, Waltham, MA, USA). On the day of transfection, the medium was switched to 0.1 % FBS and the cells were harvested after 72 h.

### Immunofluorescence staining

Cells or slides (tissue sections: 7 μM) were fixed in 3.7% formalin (Sigma-Aldrich, St. Louis, MA, USA), permeabilized in 1% Triton X-100 (Sigma-Aldrich, St. Louis, MA, USA), blocked with 5% BSA for 1 h and incubated with anti-CD31 rat primary antibody (550274, clone MEC 13.3, BD Biosciences, San Jose, CA, USA, 1:500 dilution), anti-Collagen IV rabbit primary antibody (NB120-6586, Novus Biologicals, Centennial, CO, USA, 1:200 dilution), anti-Laminin 4 goat primary antibody (NBP2-42392, clone CL3183, Novus Biologicals, Centennial, CO, USA, 1:200 dilution), anti-ERG rabbit primary antibody (97249, Cell Signaling Technology, Danvers, MA, USA, 1:500 dilution), anti αSMA mouse primary antibody (F3777, clone 1A4, Sigma-Aldrich, St. Louis, MA, USA, 1:200 dilution) or anti VE-Cadherin rabbit primary antibody (D87F2, Cell Signaling Technology, Danvers, MA, USA, 1:400 dilution), or anti MPO goat primary antibody (AF3667, R&D System, Minneapolis, MN, USA, 1:200 dilution), followed by fluorescence-conjugated secondary antibodies (Alexa Fluor 488-, Alexa Fluor 555- or Alexa Fluor 647- conjugated, Thermo Fisher Scientific, Waltham, MA, USA, 1:800 dilution) and DAPI (62248, Thermo Fisher Scientific, Waltham, MA, USA, 1:1000 dilution) to counterstain nuclei. Controls were done by omitting the primary antibodies.

### Vasculogenesis assay

Control or ERG-silenced HLMECs were seeded in 96-well plates covered with polymerized growth factor reduced Matrigel matrix (10^4^ cells/well). After 8 h, capillary-like structures were fixed and stained with phalloidin and DAPI, to highlight the cytoskeleton and the nuclei, respectively. Cytoskeleton and nuclei were stained with phalloidin and DAPI, respectively. Quantitative analysis of tube formation, performed by using the software AngioTool^78^, were indicated as total number of junctions and total vessel length.

### Mass spectrometry and data analysis

Ten milliliters of conditioned media were concentrated to 200 ml using an Amicon Ultrafree 3 K cutoff centrifugal device (MilliporeSigma, Burlington, MA), buffer exchanged into 20 mM HEPES (pH 8), dried in a speed vac, and solubilized in 30 ml of 8 M urea in 20 mM HEPES (pH 8). Reduction and alkylation were performed with 5 mM Tris(2-carboxyethyl) phosphine hydrochloride and 10 mM iodoacetamide, respectively. The samples were diluted to 2 M urea followed by digestion with sequencing grade modified trypsin (Promega, Madison, WI, USA) at a 1:20 ratio of enzyme to protein for 16 h at 37 °C. After digestion, desalting was carried out using TopTip C_18_ spin tips (Glygen Corp, Columbia, MD, USA) according to the manufacturer’s instructions. Samples were dried down, reconstituted in 100 mM triethylammonium bicarbonate buffer (pH 8.5), split into duplicates, and labeled with 100 mg of the TMT 6-plex isobaric reagents (Thermo Fisher Scientific, Waltham, MA) following the manufacturer’s instructions with 1 h reaction at room temperature and quenching with 5% hydroxylamine. Reagents with reporter ions corresponding to 127 and 129 were used for labeling ERG-siRNA samples while those corresponding to 128 and 130 were used for labeling control siRNA samples. The excess TMT reagents were removed from the pooled mixture using C_18_ spin tips (Glygen Corp, Columbia, MD, USA) and the samples were analyzed on an Orbitrap Eclipse Tribrid mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA) coupled to an Ultimate 3000 RSLCnano system (Thermo Fisher Scientific, Waltham, MA, USA). The peptides were loaded onto a trap column (PepMap 100 mm × 2 cm; Thermo Fisher Scientific, Waltham, MA, USA) and separated on an analytical column (EasySpray, 75 mm × 50 cm; Thermo Fisher Scientific, Waltham, MA). Mobile phase A and mobile phase B were composed of 0.2% formic acid in 98% water/2% acetonitrile and 0.2% formic acid in 80% acetonitrile/10% isopropanol/10% water, respectively. Peptides were separated over 120 min from 3 to 40% of mobile phase B at a flow rate of 300 nl/min. The mass spectrometer was operated in a data-dependent mode with a cycle time of 3 sec. MS1 scans (375–1700 m/z) were acquired with an orbitrap resolution of 120,000, automatic gain control (AGC) of 200% and maximum injection time of 50 ms. Precursor ions were isolated in the quadrupole with an isolation width of 0.7 m/z and fragmented with high-energy collision-induced dissociation (HCD) at a normalized collision energy of 34%. MS/MS scans were acquired with an orbitrap resolution of 60,000, AGC of 200%, and a maximum injection time of 118 ms.

The raw data were searched against the SwissProt human database (release 2020_03, 20304 entries) using Sequest HT in Proteome Discover (ver2.5. Thermo Scientific, Waltham, MA, USA) with the parameter settings at 10 ppm for the precursor mass tolerance, 0.6 Da for the fragment mass tolerance and full trypsin specificity. Carbamidomethylation of cysteines and TMT label (+229.163) of peptide N-termini and lysines were set as static modifications and oxidation of methionine and acetylation of protein N-termini were considered as dynamic modifications during the database search. Identification was based on a 1% false discovery rate threshold applied at peptide and protein levels. TMT reporter ion quantitation was based on PSMs with a co-isolation threshold of <50% with an average reporter signal-to-noise threshold of at least 10. The abundance values were normalized to the same total peptide amount per channel and scaled so that the average abundance per protein and peptide was 100.

### ECM deposition assay

Cells were plated in clear-bottom 96-well plates. After attachment, cells were incubated with CM generated from control or ERG-silenced cells. After 72 h, cells were fixed in 3.7% formalin (Sigma-Aldrich), blocked with Odyssey Blocking Buffer (LI-COR Biosciences, Lincoln, NE, USA) for 60 min, and incubated with primary Collagen I (NB600-408, Novus Biologicals, Littleton, CO, USA) and Fibronectin (sc-9068, Santa Cruz Biotechnology, Santa Cruz, CA, USA) antibodies (1:200 dilution in blocking buffer, overnight, 4 °C). The day after, the cells were stained with secondary goat anti-mouse IgG IRDye™ 800 antibody and goat anti-rabbit IgG IRDye™ 680 antibody (1:750 dilution, 45 min, RT). The microplates were scanned with the Odyssey CLx Infrared Imaging System (LI-COR Biosciences, Lincoln, NE, USA), and the integrated fluorescence intensities were acquired using the software provided with the imager station (Odyssey Software Version 3.0, LI-COR Biosciences).

### Protein extraction and western blot analysis

For protein analysis, cells were lysed with RIPA buffer (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with Halt™ protease & phosphatase inhibitor (Thermo Fisher Scientific, Waltham, MA, USA). Protein concentration was quantified with the Pierce BCA Protein Assay kit (Thermo Fisher Scientific, Waltham, MA, USA). Protein lysates were separated by electrophoresis, transferred onto PVDF membranes, and incubated overnight at 4° with primary antibodies: Collagen I (NB120-6586, Novus Biologicals Inc., Centennial, CO, USA, 1:1000 dilution), αSMA (ab5694, Abcam, Cambridge, MA, USA, 1:1000 dilution) and GAPDH (2118, Cell Signaling, Danvers, MA, USA, 1:1000 dilution). Blots were then washed and incubated with appropriate antibodies for 1 h at room temperature. Bands were visualized by using ChemiDoc Imaging System (Bio-Rad, Hercules, CA, USA), according to the manufacturer’s protocol.

### Statistical analysis

Individual data points are shown in all plots and represent data from independent mice, cells, or biological replicates from cell culture experiments. Depending on the group size, normality distribution was assessed with D’Agostino-Pearson omnibus, Shapiro–Wilk, or Kolmogorov–Smirnov normality tests. Variables are summarized as mean and SD, with a statistical comparison between two groups performed using Student’s *t*-test and a comparison of more than two groups performed using a one-way analysis of variance (followed by Tukey’s post hoc test). PCA graphs were created using a web tool for visualizing the clustering of multivariate data (https://biit.cs.ut.ee/clustvis/). Analysis using public R packages and general file parsing was performed using R v4.0.3 (https://www.R-project.org/). All analyses, plots, and heatmaps were generated using GraphPad Prism 8.4.3 (La Jolla, CA, USA) or NGSPLOT^79^, with statistical significance defined as *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

Raw and analyzed ATAC-seq, RNA-seq, and scRNA-seq data generated in this study are available through the Gene Expression Omnibus under the GEO accession numbers GSE177055, GSE181508, and GSE187333, respectively. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD033847 and 10.6019/PXD033847. All data supporting the findings described in the manuscript are available in the article and in the supplementary information, and from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Dysfunctional ERG signaling drives pulmonary vascular aging and persistent fibrosis
**Source:** Nat Commun. 2022 Jul 25;13:4170. doi: 10.1038/s41467-022-31890-4

## **Dysfunctional ERG signaling drives pulmonary vascular aging and persistent fibrosis**

Nunzia Caporarello<sup>1#</sup>, Jisu Lee<sup>2#</sup>, Tho X. Pham<sup>2</sup>, Dakota L. Jones<sup>3</sup>, Jiazhen Guan<sup>2</sup>, Patrick A. Link<sup>1</sup>, Jeffrey A. Meridew<sup>1</sup>, Grace Marden<sup>2</sup>, Takashi Yamashita<sup>2</sup>, Collin A. Osborne<sup>4</sup>, Aditya V. Bhagwate<sup>4</sup>, Steven K. Huang<sup>5</sup>, Roberto F. Nicosia<sup>6</sup>, Daniel J. Tschumperlin<sup>1</sup>, Maria Trojanowska<sup>2</sup>, Giovanni Ligresti<sup>2</sup>

# These authors contributed equally to this work.

## **SUPPLEMENTARY INFORMATION**

Figure S1

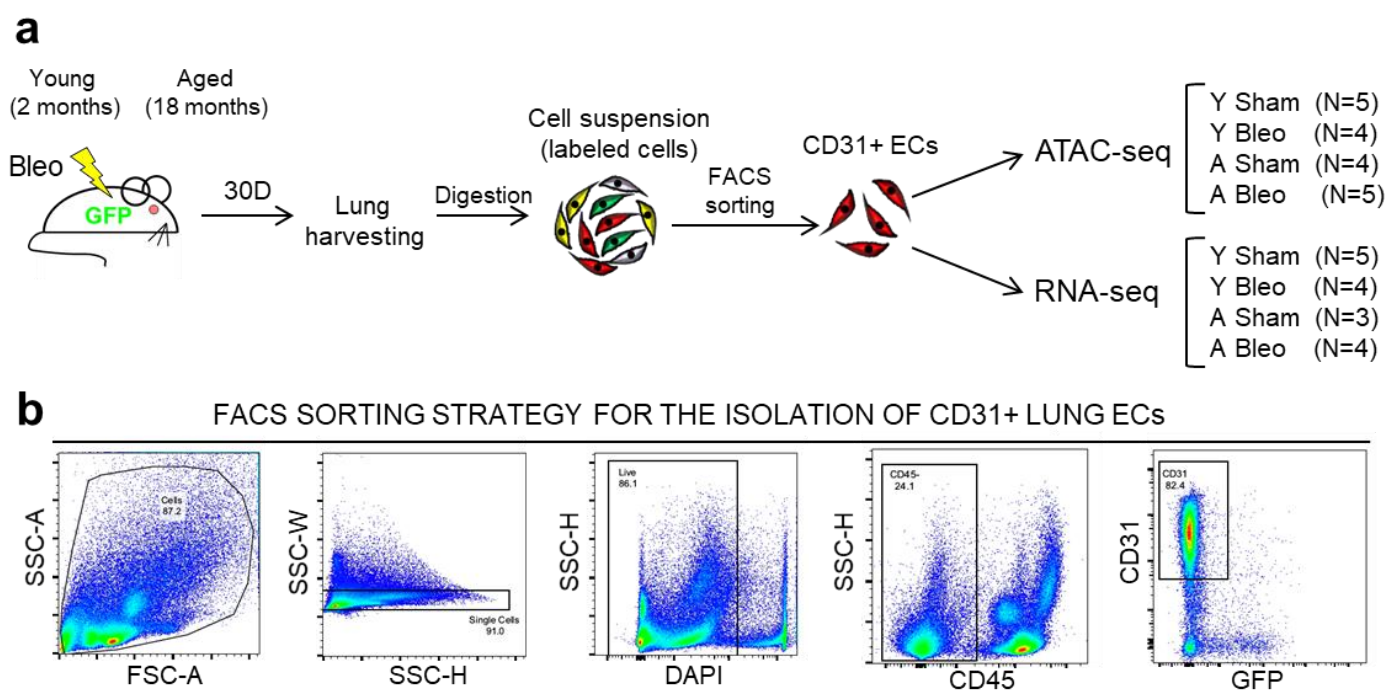

**Supplementary figure 1. Isolation of lung ECs for comparative ATAC-seq and RNA-seq analysis.**

**a)** Col1a1 GFP reporter mice (young and aged) were exposed to a single dose of bleomycin and sacrificed at day 30. Lungs were harvested and prepared for FACS sorting. Freshly sorted lung ECs were subjected to comparative ATAC-seq and RNA-seq analysis. **b).** Schematic showing the strategy used to isolate lung ECs. Single cell suspensions were depleted from debris, doublet and dead cells followed by CD45, CD326 and GFP depletion and by CD31+ selection.

Figure S2

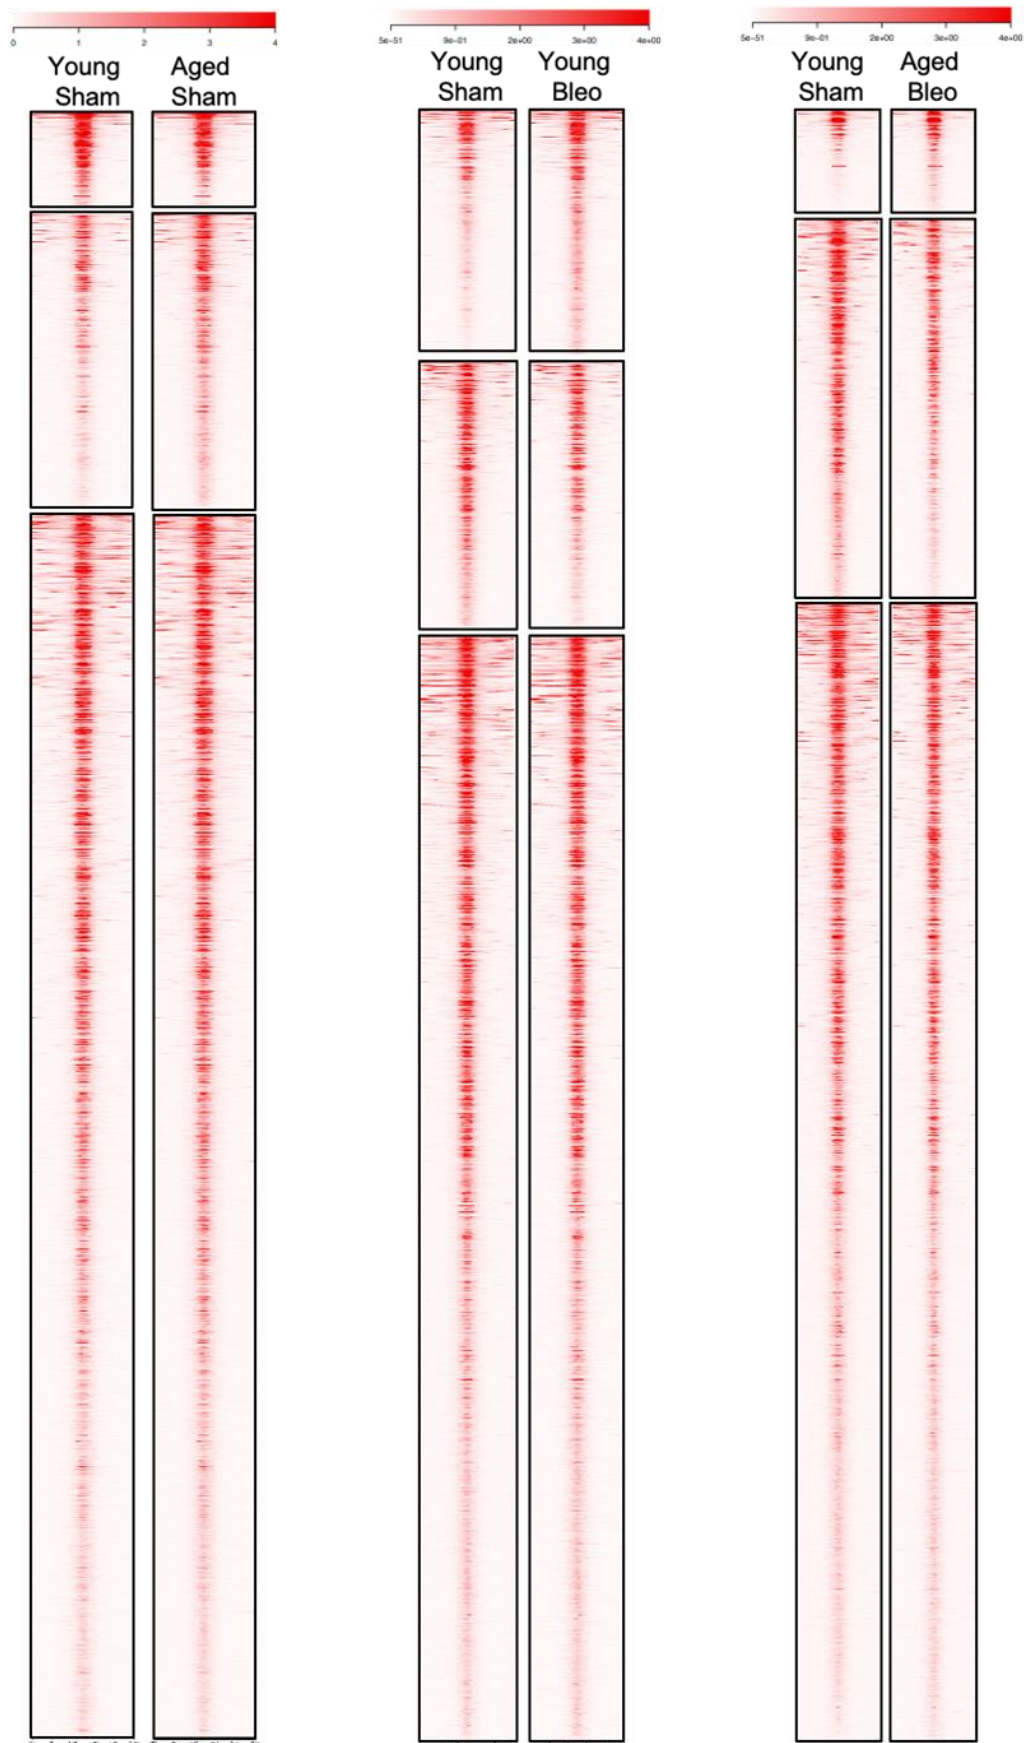

**Supplementary figure 2. Lung endothelial chromatin accessibility is reduced with aging**

Heatmaps showing the relative numbers of peaks in regions exhibiting reduced signal, increased signal or unchanged signal for each of the following comparisons: young sham vs aged sham **(a)**, young sham vs young bleo **(b)** and young sham vs aged bleo **(c)**.

Figure S3

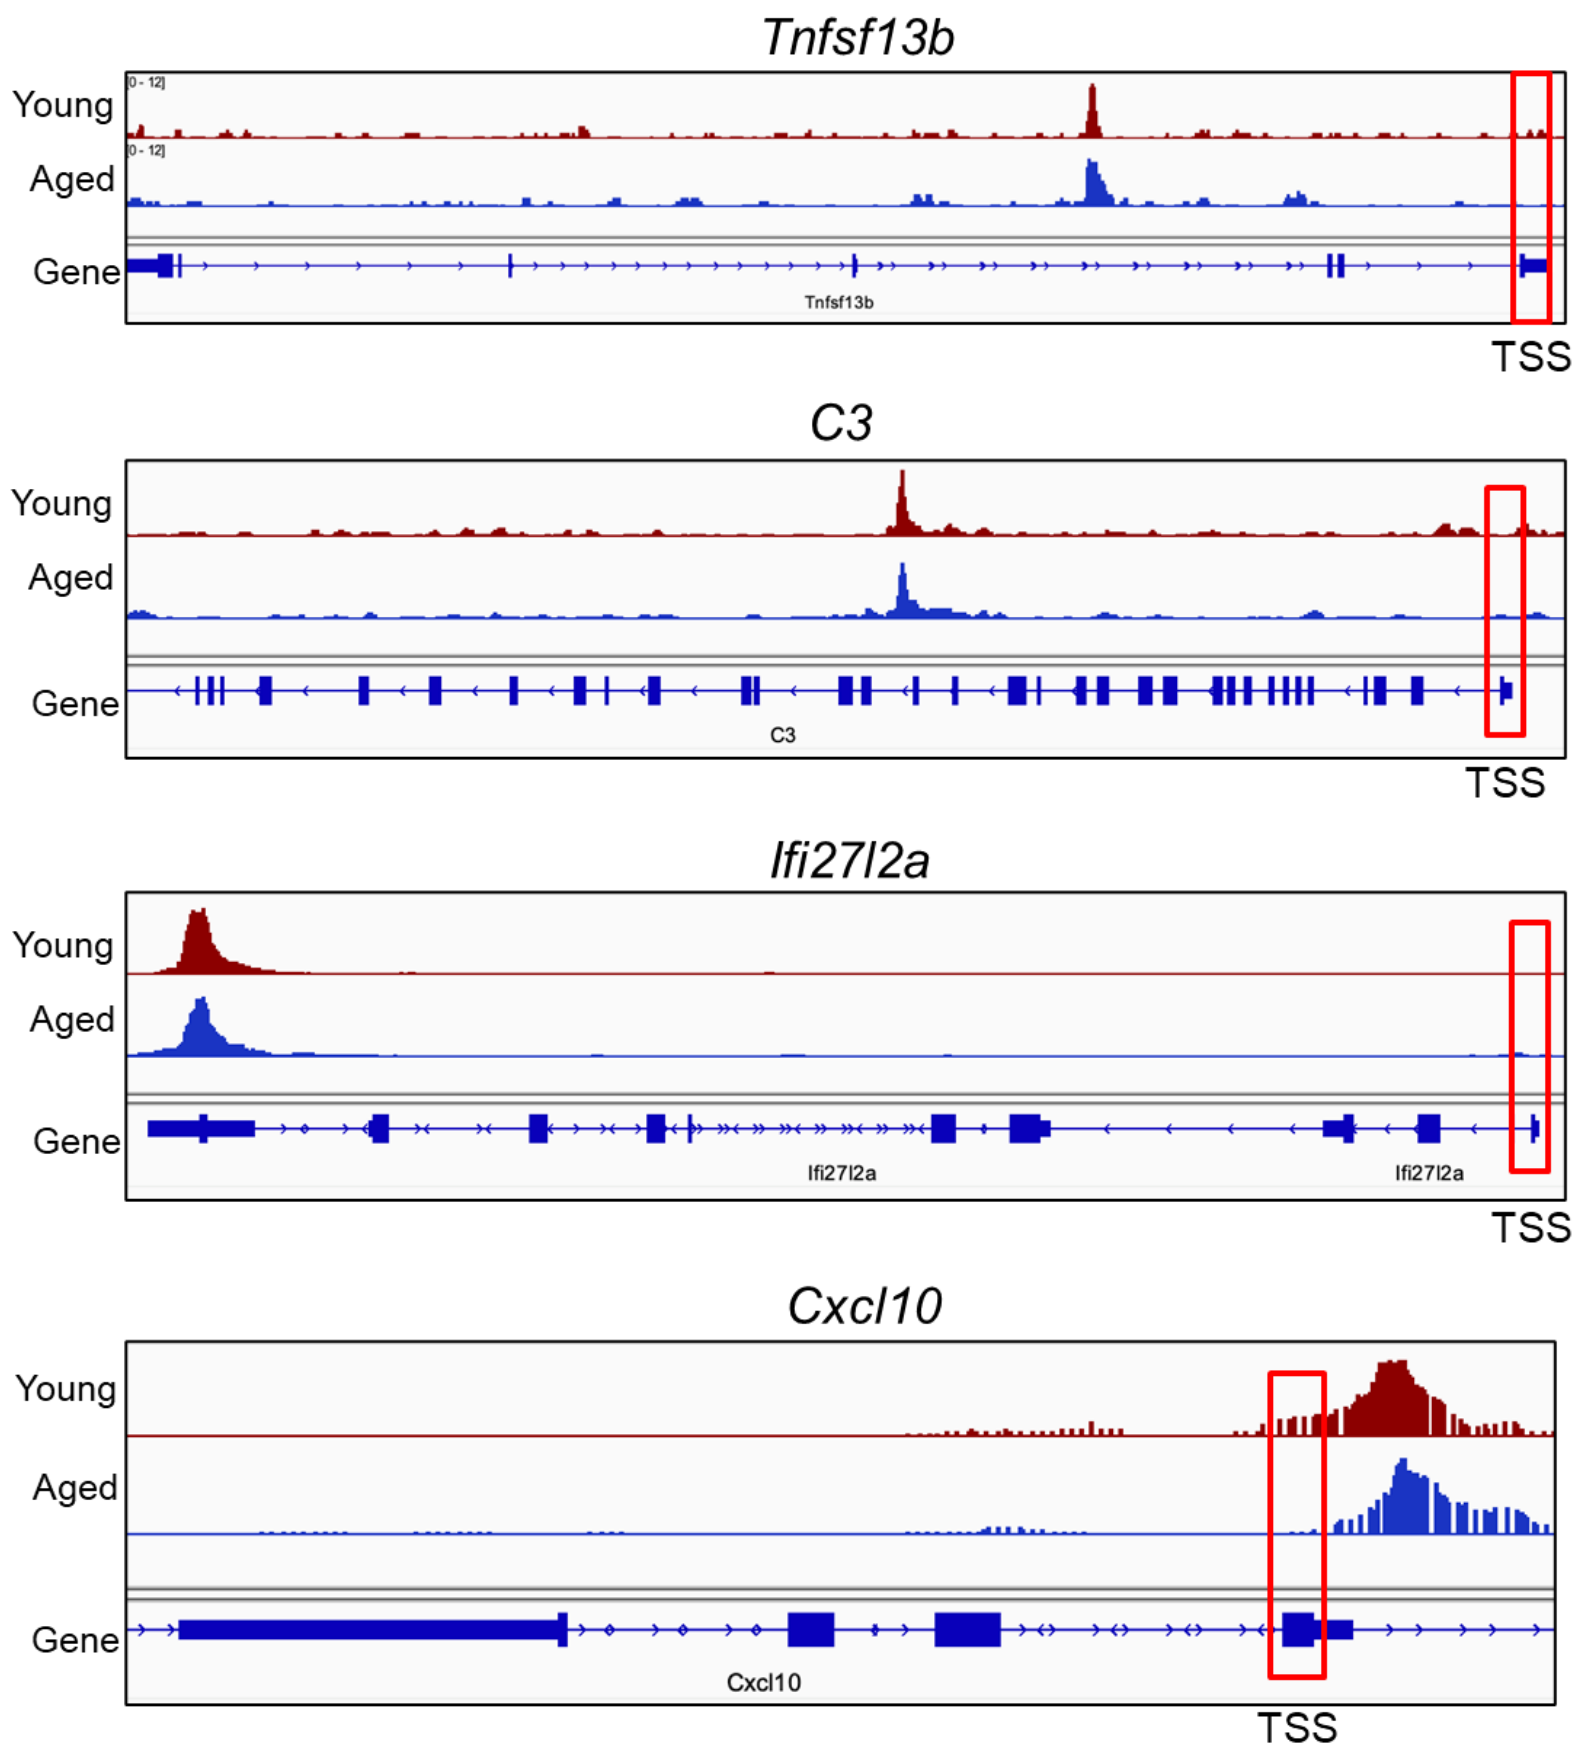

**Supplementary figure 3. Chromatin peak distribution in genes exhibiting increased expression in aged lung ECs.**

Genomic snapshots depicting the absence of peaks at the promoters of representative inflammatory genes in lung ECs from young and aged mice in the absence of injury or a reduced peak in lung ECs from aged mice compared to young ones (*Cxcl10*). This pattern does not correlate with the gene expression of these genes, which was found to be elevated in uninjured aged lung ECs compared to young ones.

Figure S4

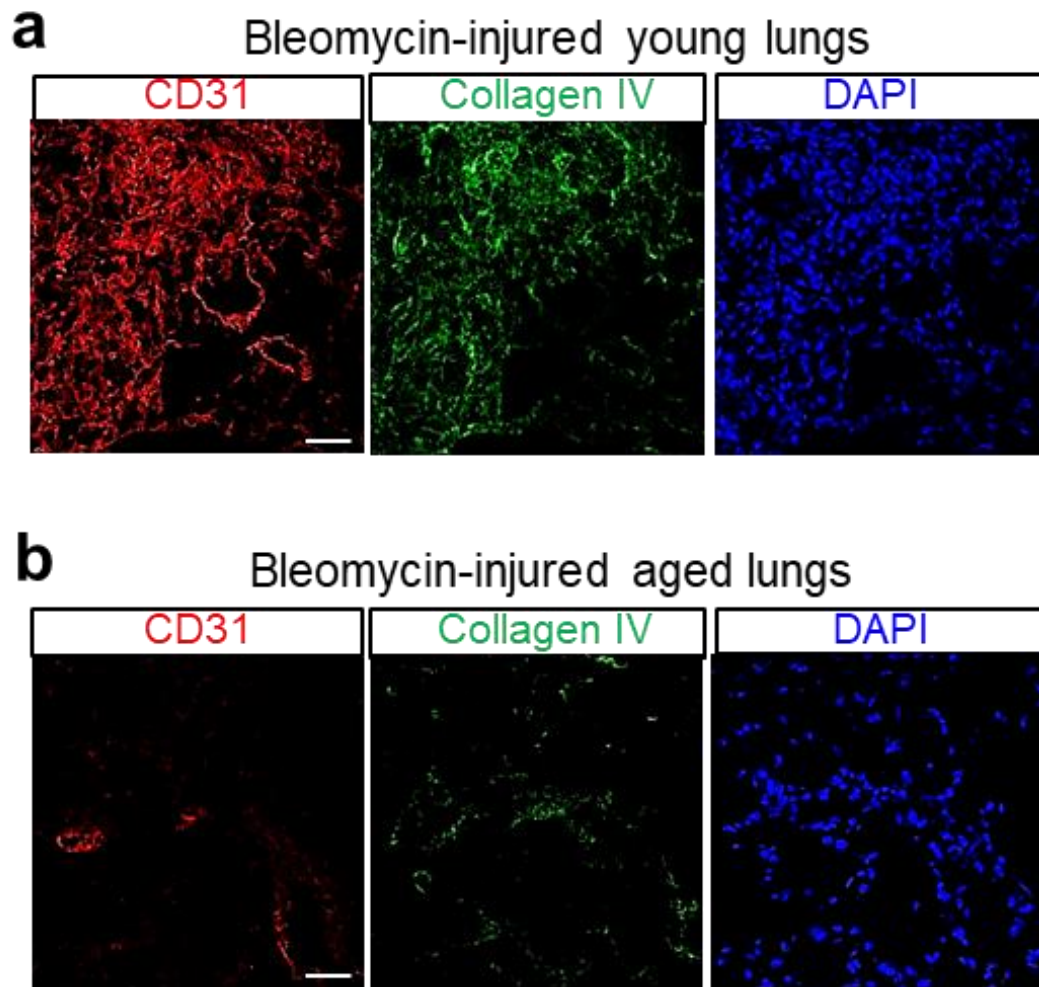

**Supplementary figure 4. Basement membrane proteins are reduced in aged lungs after bleomycin injury.**

**a, b)** Representative immunofluorescence images of injured young and aged lungs stained with CD31 antibody (red), Collagen IV antibody (green) and DAPI (blue) show reduced Collagen IV secretion in areas of active fibrosis and limited vascularization in aged animals (Young bleomycin n=4; Aged bleomycin n=5). Scale bar: 100  $\mu$ M.

Figure S5

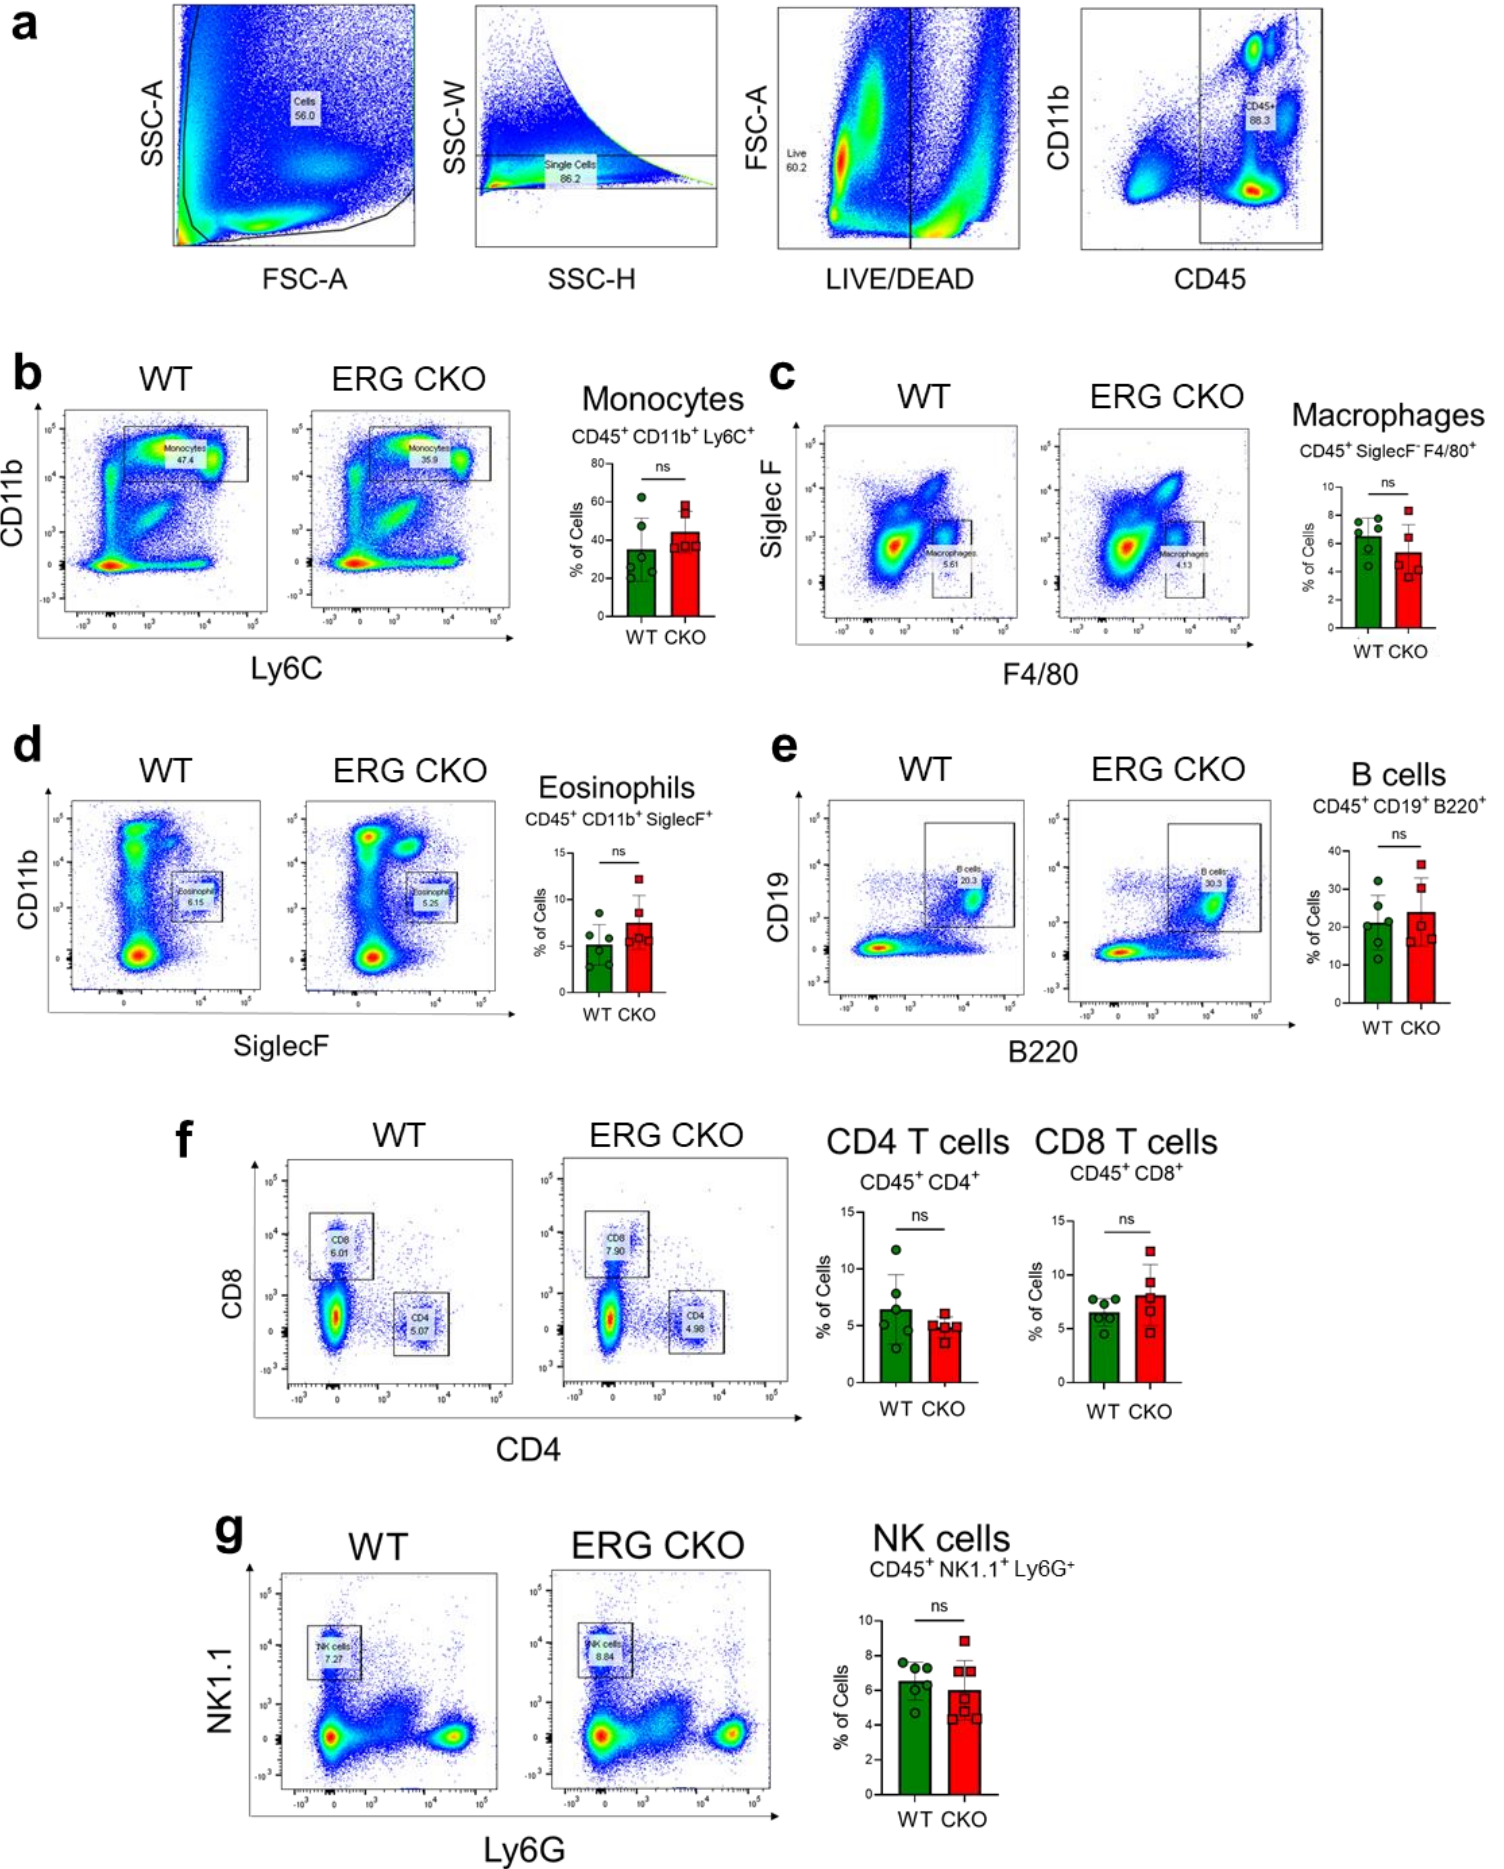

## **Supplementary figure 5. Characterization of immune cell subsets in the lungs of WT and ERG CKO mice**

FACS strategy used to identify and analyze multiple immune cell populations in whole lungs of WT and ERG CKO mice. Single cell suspensions were depleted from debris, doublet and dead cells. The immune cells were then characterized based on specific membrane markers as following: Monocytes (CD45<sup>+</sup>, CD11b<sup>+</sup>, Ly6C<sup>+</sup>, WT n=6, CKO n=5), Macrophages (CD45<sup>+</sup>, SiglecF<sup>+</sup>, F4/80<sup>+</sup>, WT n=6, CKO n=5), Eosinophils (CD45<sup>+</sup>, CD11b<sup>+</sup>, SiglecF<sup>+</sup>, WT n=6, CKO n=5), B cells (CD45<sup>+</sup>, CD19<sup>+</sup>, B220<sup>+</sup>, WT n=6, CKO n=5), CD4<sup>+</sup> T cells (CD45<sup>+</sup>, CD4<sup>+</sup>, WT n=6, CKO n=5), CD8<sup>+</sup> T cells (CD45<sup>+</sup>, CD8<sup>+</sup>, WT n=6, CKO n=5), NK cells (CD45<sup>+</sup>, NK1.1<sup>+</sup>, Ly6G<sup>+</sup>, WT n=6, CKO n=7). No appreciable differences were observed between WT and ERG CKO animals. All values are summarized as mean and SD. Source data are provided as a Source Data file.

Figure S6

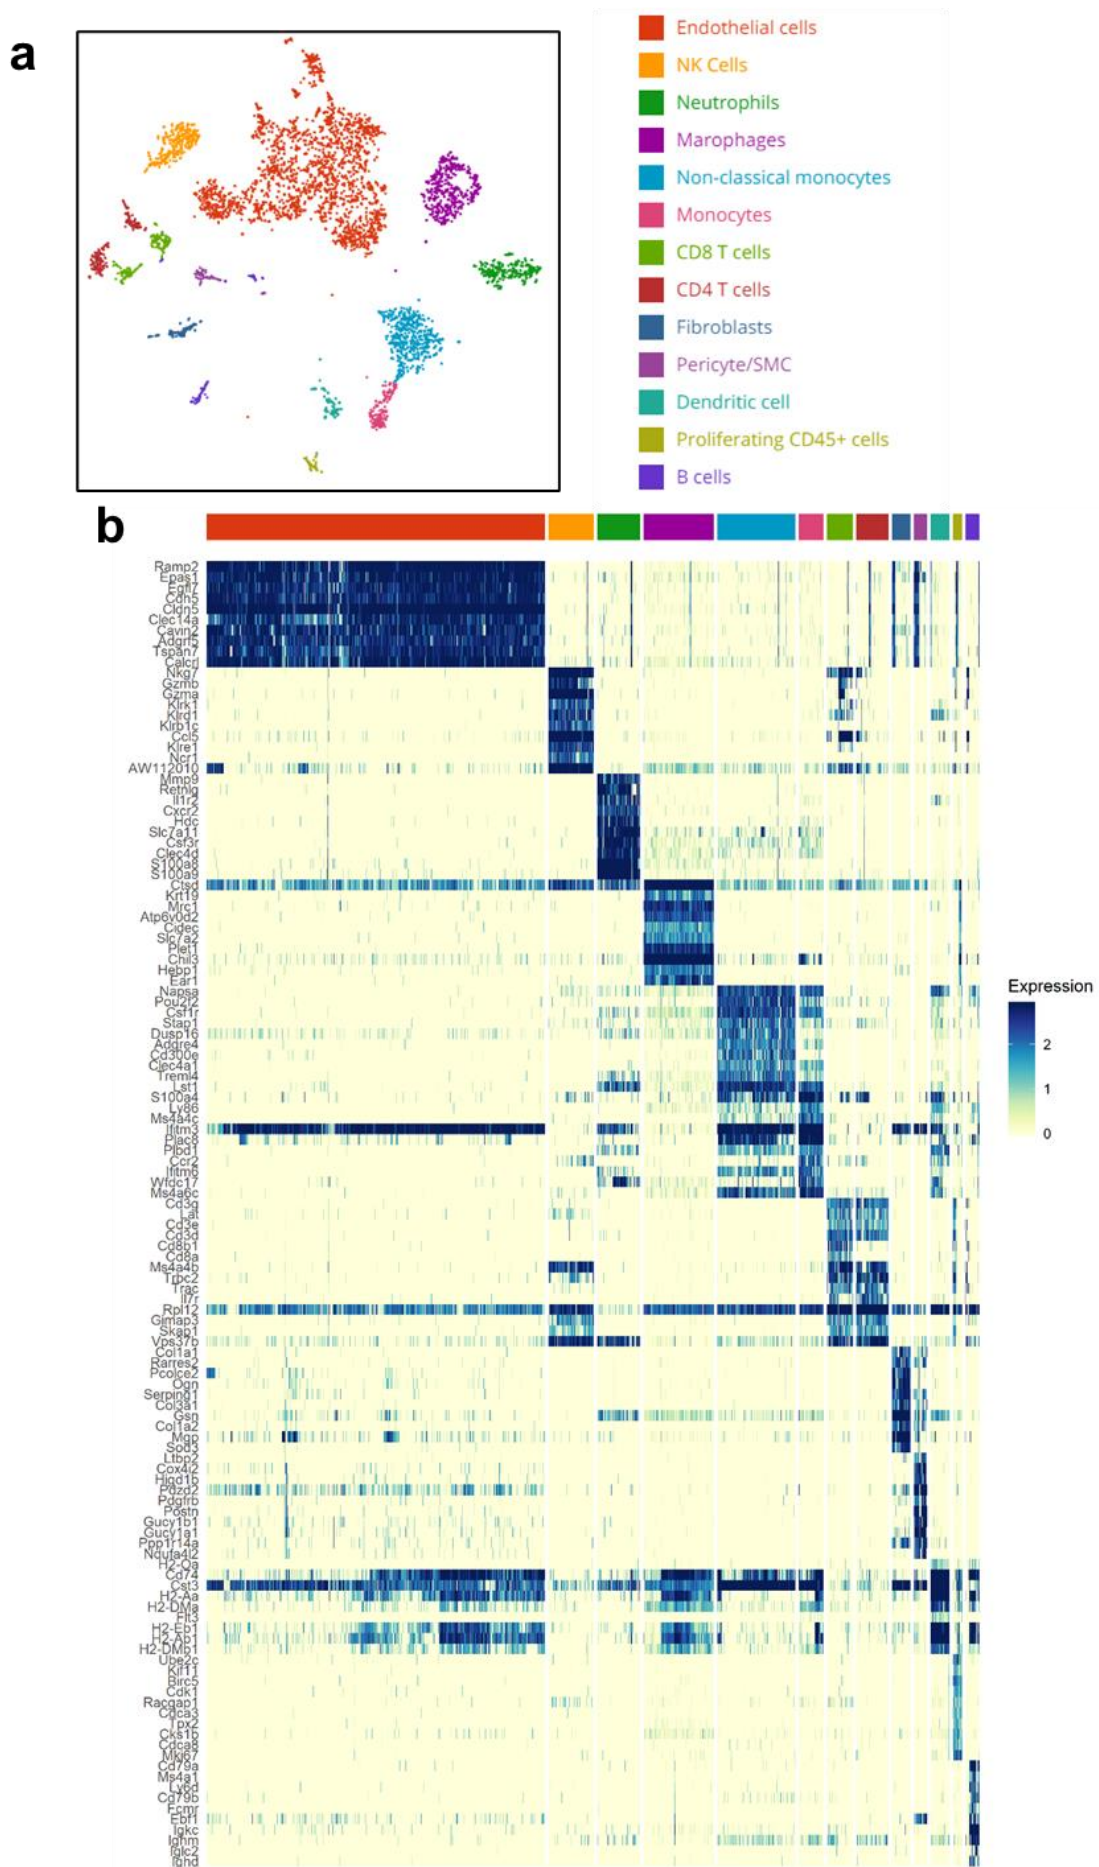

**Supplementary figure 6. Results of scRNA-seq profiles of mouse lung endothelial cells.**

**a)** *t*-SNE plot of 13 distinct cell populations from scRNA-seq data of WT and ERG CKO lungs. **b).** Heatmap of marker gene expression that distinguishes cell populations of WT and ERG CKO lungs.

Figure S7

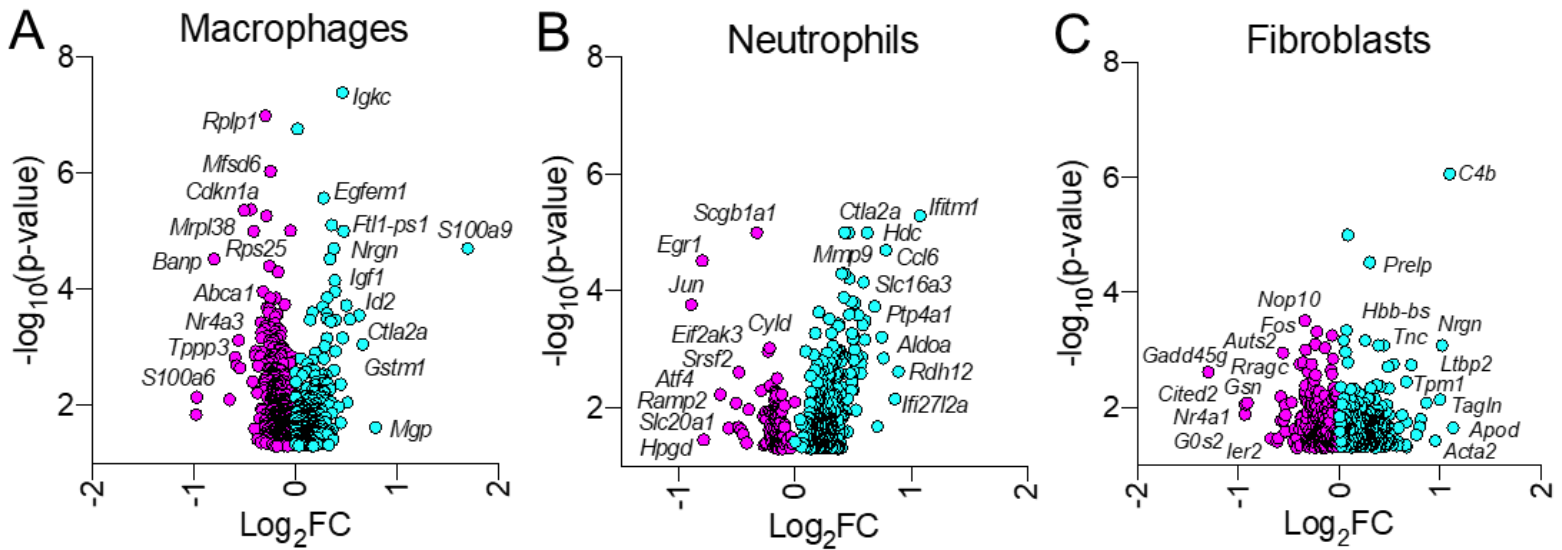

**Supplementary figure 7. Differentially expressed genes in non-vascular lung cells from ERG CKO mice compared to WT ones.**

**a-c)** Volcano plots showing differentially expressed genes in macrophages, neutrophils, and fibroblasts from ERG CKO mice compared to WT mice. Differential expression of single cell data was performed within BBrowser using the Venice algorithm. Pink dots represent downregulated genes in ERG CKO animals compared to WT ones, whereas aqua dots represent genes upregulated in ERG CKO animals compared to WT ones.

Figure S8

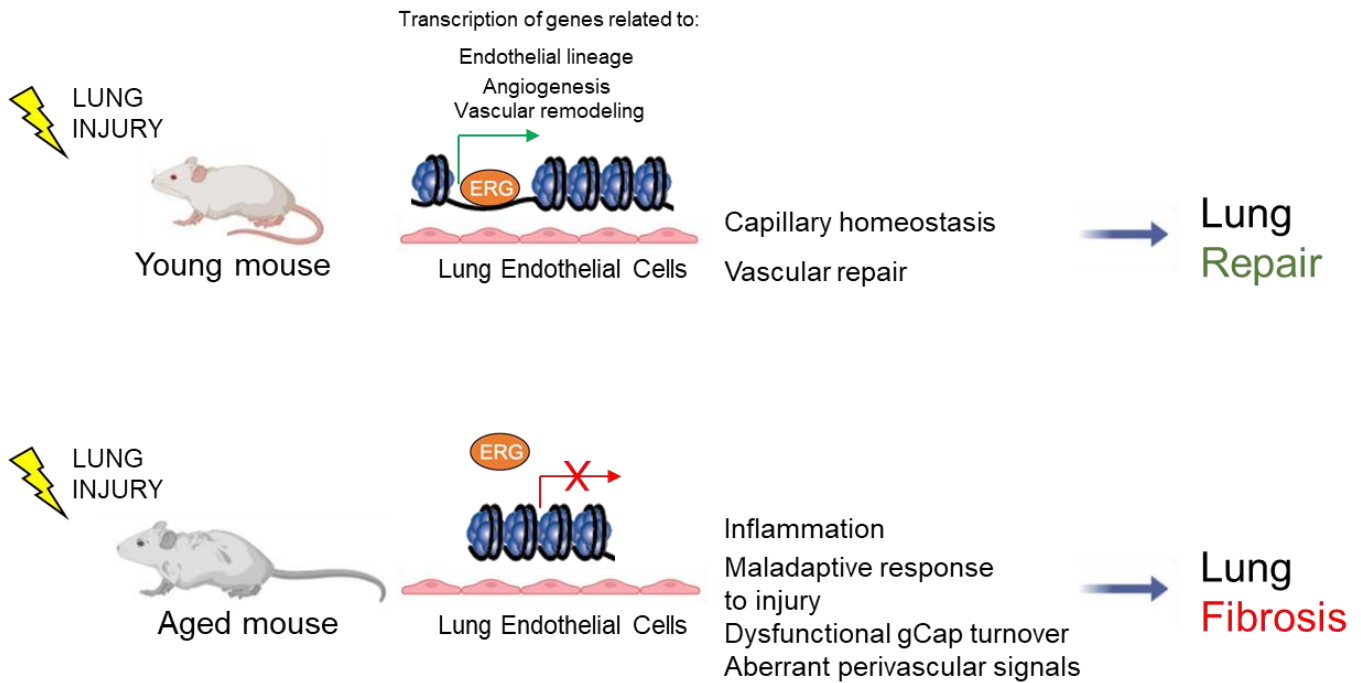

**Supplementary figure 8. Schematic showing the putative mechanisms leading to dysfunctional ERG signaling in aging.**

In young mice, ERG orchestrates endothelial chromatin remodeling during lung fibrosis resolution. In contrast, altered ERG/chromatin interaction leads to maladaptive transcriptional response to injury and impairs lung fibrosis resolution.

Uncropped gels – Figure 5F

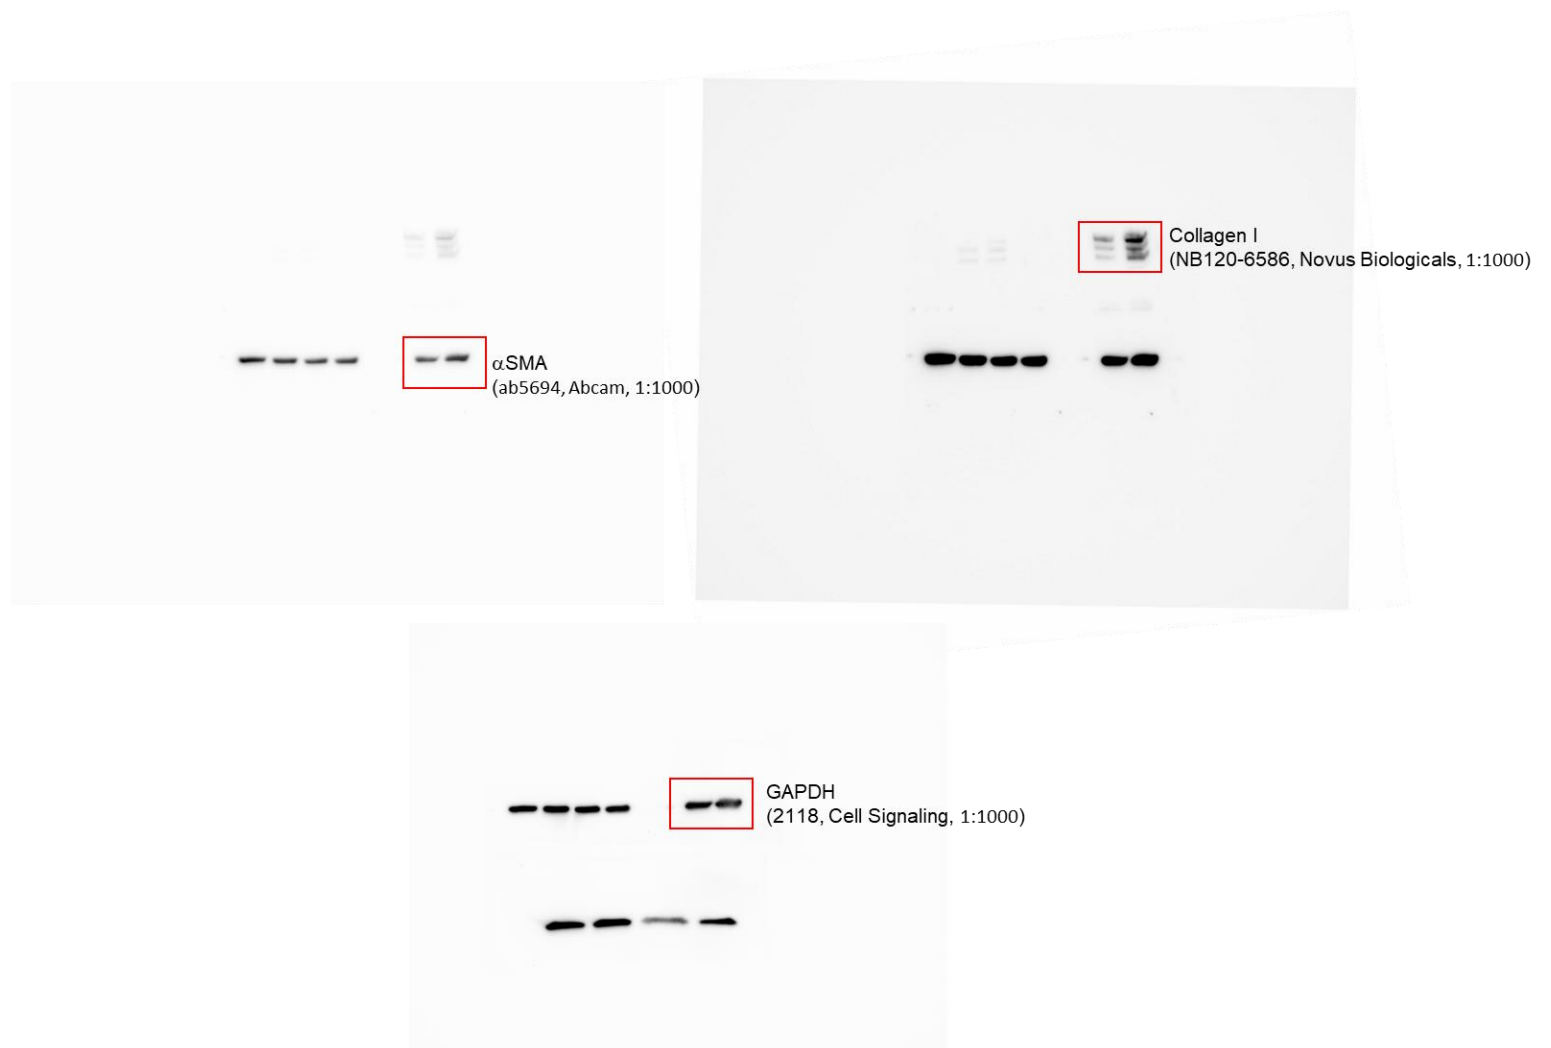

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Dysfunctional ERG signaling drives pulmonary vascular aging and persistent fibrosis
**Source:** Nat Commun. 2022 Jul 25;13:4170. doi: 10.1038/s41467-022-31890-4
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The HiChIP pipeline (including MACS2 v2.0.10, BWA v0.5.9, Bedtools v2.16.2, IGV v2.8.13) was used to process all fastq files into the respective alignment, peak, and visualization files. All in house scripts are described in <a href="https://bmcbioinformatics.biomedcentral.com/articles/10.1186/1471-2105-15-280">https://bmcbioinformatics.biomedcentral.com/articles/10.1186/1471-2105-15-280</a> or are publicly available through zenodo ( <a href="https://doi.org/10.5281/zenodo.6543252">https://doi.org/10.5281/zenodo.6543252</a> ). |
| Data analysis   | Diffbind was used to identify differential peaks to then be annotated and have motifs identified using HOMER. Typical data parsing and initial plotting were performed using base R 4.0.3 functions and GGPLOT2.<br>Ingenuity pathway analysis: Ingenuity Pathway analysis (IPA, Ingenuity® Systems, www.ingenuity.com).<br>Graphpad Prism 8.4.3 (la Jolla, CA, USA).<br>FlowJo software version 10.8.0<br>Proteomic data: Proteome Discover (ver2.5. Thermo Scientific, Waltham, MA, USA).                                                          |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and analyzed ATAC-seq, RNA-seq, and scRNA-seq data generated in this study are available through the Gene Expression Omnibus under the GEO accession numbers GSE177055 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE177055>), GSE181508 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181508>) and GSE187333 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE187333>), respectively. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD033847 and 10.6019/PXD033847. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | sample size for in vivo experiments was selected based on power analysis of prior experiments of a similar nature, with an alpha of 0.05, a beta of 0.2 and considering 80% of survival rate after administration of bleomycin.                                                                                                                   |
| Data exclusions | No data were excluded from the experiments.                                                                                                                                                                                                                                                                                                       |
| Replication     | The bleomycin experiments performed with WT and ERG CKO mice were repeated two times, with different cohorts and with consistent data. Figure legends indicate the number of mice (for in vivo experiments) and the number of biologically independent replicates (for in vitro experiments).                                                     |
| Randomization   | For the in vivo studies, no formal randomization method was employed as the genotype of the mice was known before starting the experiment. However, mice were not grouped based on treatment or genotype, but they were randomly distributed in different cages for the entire duration of the experiment.                                        |
| Blinding        | Investigators were not blinded to group allocation as they had to be aware of the groups during separation and treatment steps. Blinding was not used when analyzing results from ATAC-seq, RNA-seq and scRNA-seq due to the unbiased nature of the bioinformatics approaches used to quantify differential expression between age and treatment. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

FACS  
anti-CD45:PerCp-Cy5.5 (103132, clone 30-F11, Biolegend, San Diego, CA, USA, 1:200 dilution), anti-CD31:PE (102407, clone 390,

Biolegend, San Diego, CA, USA, 1:200 dilution), anti-EpCAM:APC (11821335907, clone G8.8, Biolegend, San Diego, CA, USA, 1:200 dilution), anti CD11b:BV421 (101235, clone M1/70, Biolegend, San Diego, CA, USA, 1:200 dilution), anti Ly6G:FITC (127606, Biolegend, San Diego, CA, USA, 1:200 dilution), anti-Ly6G:BV605 (128035, clone 1A8, Biolegend, San Diego, CA, USA, 1:200 dilution), anti-NK1.1:PEcy5 (108715, clone PK136, Biolegend, San Diego, CA, USA 61-5321-82, Thermo Fisher Scientific, Waltham, MA, USA, 1:3200 dilution), anti-SiglecF:APC-cy7 (565527, cloneE50-2440, BD Biosciences, San Jose, CA, USA, 1:100 dilution), anti-F4/80:APC (123115, clone BM8, Biolegend, San Diego, CA, USA, 1:100 dilution), anti-CD4:APC (1010411, clone GK1.5, Biolegend, San Diego, CA, USA, 1:100 dilution), anti-CD19:BUV395 (563557, clone 1D3, BD Biosciences, San Jose, CA, USA, 1:200 dilution), anti-B220:PE (55309063557, clone RA3-6B2, BD Biosciences, San Jose, CA, USA, 1:200 dilution).

#### Immunohistochemistry

anti CD31 rat primary antibody (550274, clone MEC 13.3, BD Biosciences, San Jose, CA, USA, 1:200 dilution), anti ERG rabbit primary antibody (97249, Cell Signaling Technology, Danvers, MA, USA, 1:100 dilution).

#### Immunofluorescence staining

anti CD31 rat primary antibody (550274, clone MEC 13.3, BD Biosciences, San Jose, CA, USA, 1:500 dilution), anti-Collagen IV rabbit primary antibody (NB120-6586, Novus Biologicals, Centennial, CO, USA, 1:200 dilution), anti-Laminin 4 goat primary antibody (NBP2-42392, clone CL3183, Novus Biologicals, Centennial, CO, USA, 1:200 dilution), anti ERG rabbit primary antibody (97249, Cell Signaling Technology, Danvers, MA, USA, 1:500 dilution), anti alpha-SMA mouse primary antibody (F3777, clone 1A4, Sigma-Aldrich, St. Louis, MA, USA, 1:200 dilution) or anti VE-Cadherin rabbit primary antibody (D87F2, Cell Signaling Technology, Danvers, MA, USA, 1:400 dilution), or anti MPO goat primary antibody (AF3667, R&D System, Minneapolis, MN, USA, 1:200 dilution).

#### ECM deposition assay

anti-Collagen I (NB600-408, Novus Biologicals, Littleton, CO, USA, 1:200 dilution), anti-ibronectin (sc-9068, Santa Cruz Biotechnology, Santa Cruz, CA, USA, 1:200 dilution).

#### Validation

All antibodies were commercially available and were validated by the respective manufactures. Additional information can be found at the following links:

Biolegend: <https://www.biolegend.com/en-us/bio-bits/highly-specific-validated-antibodies>

Antibody validation is a critical step in the journey towards obtaining consistent reproducibility in science. To ensure they are both specific and sensitive, we validate our antibodies through a variety of methods including:

Testing on multiple cell and tissue types with a variety of known expression levels.

Validation in multiple applications as a cross-check for specificity and to provide additional clarity for researchers.

Comparison to existing antibody clones.

Using cell treatments to modulate target expression, such as phosphatase treatment to ensure phospho-antibody specificity.

Novus: <https://www.novusbio.com/reproducibility.html>

Novus recognizes the need for highly validated, high quality antibodies in the life sciences community. The research community faces ongoing concerns about data reproducibility and especially the validity of antibody-based assays. A recent article in Nature discusses the variable standards and performance of antibodies and antibody suppliers in the market. Novus is committed to addressing this problem and to helping our customers attain the best possible results with our products.

To that end, we actively seek high quality, highly validated products and provide support to ensure that our customers have the tools to properly validate their own assays. We are also collaborating with several global initiatives that help life science researchers choose antibodies with proven results. Of the five pillars of validation established by these initiatives, genetic knockout validation provides the most reliable control for assessing antibody specificity. For technical support in validating your antibody based applications, visit technical support.

R&D systems: <https://www.rndsystems.com/quality/antibodies-built-for-reproducibility>

With the recent reports stating antibodies as one of the reasons for scientific irreproducibility, you can rest assured with our antibodies. R&D Systems® takes rigorous steps towards antibody validation and reproducibility. We have been since the beginning. For 30 years, we have used our industry-leading production standards and quality control specifications to develop antibodies that can be relied on for specificity and reproducibility. By developing and testing our products in-house, we can ensure a validated and specific antibody. We are confident in our antibodies and provide 100% guarantee for our products. With R&D Systems® antibodies your results will stand the test of time.

Cell signaling Technology: <https://www.cellsignal.com/about-us/cst-antibody-validation-principles>

At Cell Signaling Technology (CST), we understand that there is no single assay that can determine the validity of an antibody.

Confirming that an immunoreagent is sufficiently specific and sensitive depends on the application and protocol being used, the type and quality of sample being analyzed, and the inherent biophysical properties of the antibody itself.

To ensure our antibodies will work in your experiment, we adhere to the Hallmarks of Antibody Validation™, six complementary strategies that can be used to determine the functionality, specificity, and sensitivity of an antibody in any given assay. CST adapted the work by Uhlen, et. al., ("A Proposal for Validation of Antibodies." Nature Methods (2016)) to build the Hallmarks of Antibody Validation, based on our decades of experience as an antibody manufacturer and our dedication to reproducible science.

Millipore/Sigma: <https://www.sigmaaldrich.com/US/en/technical-documents/technical-article/protein-biology/elisa/antibody-standard-validation>

The success of any immunodetection experiment depends on the quality of the antibodies which are employed. However, antibody reagents vary significantly and when selecting an antibody for a downstream application it is a good idea to spend some time ensuring that not only has it been tested in the chosen experimental setup but that it also demonstrates the required specificity, sensitivity and reproducibility. This valuable data is generated during the antibody manufacturing and validation process and can be found on the product datasheet with which the antibody is supplied.

Abcam: <https://www.abcam.com/primary-antibodies/how-we-validate-our-antibodies>

To achieve accurate and precise results, you need antibodies that consistently bind specifically and selectively to the intended target. Antibody validation must be application-specific to be effective and information on which applications an antibody has been validated in can be found in the Tested Applications section on any antibody datasheet.

Here you will find more information on what is carried out during our application-specific validation processes.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                 |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | human lung microvascular endothelial cells (HLMCEs) and human lung fibroblasts (HLF) were purchased from Lonza, |
| Authentication                                                       | cell lines used were not authenticated                                                                          |
| Mycoplasma contamination                                             | cell lines tested negative                                                                                      |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used                                                                       |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Two and eighteen months old Col1a1-GFP transgenic mice (mixed sex) were kindly provided by Dr. Derek Radisky. Conditional Cdh5-CreER(T)-Ergfl/fl mice (mixed sex) on a C57/BL6 background were generated by breeding of Cdh5-CreER(T) mice with Ergfl/fl mice (Jackson laboratory) |
| Wild animals            | no wild animals were used                                                                                                                                                                                                                                                          |
| Field-collected samples | no field-collected samples were used                                                                                                                                                                                                                                               |
| Ethics oversight        | All animal experiments were carried out under protocols approved by the Mayo Clinic Institutional Animal Care and Use Committee (IACUC) and by the Boston University IACUC and conforming to the ARRIVE guidelines                                                                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | As described in Methods, lungs were minced with a razor blade in a 100 mm petri dish in cold DMEM medium containing 0.2 mg/ml Liberase DL and 100 U/ml DNase I (Roche, Indianapolis, IN, USA). The mixture was transferred into 15 ml tubes and incubated at 37 °C for 35 min in a water bath under continuous rotation to allow enzymatic digestion. Digestion was inactivated with DMEM medium containing 10% fetal bovine serum, the cell suspension was passed through a 40 µm cell strainer (Fisher, Waltham, MA, USA) to remove debris. Cells were then centrifuged (1,350 rpm, 10 min, 4 °C), and resuspended in 3 ml red blood cell lysis buffer (Biolegend, San Diego, CA, USA) for 90 seconds to remove the remaining red blood cells and diluted in 9ml PBS after incubation. Cells were then centrifuged (1,350 rpm, 10 min, 4 °C) and resuspended in 0.2 ml of FACS buffer (1% BSA, 0.5 mM EDTA pH 7.4 in PBS). |
| Instrument                | BD Aria II was used for sorting, BD LSR II SORP was used for FACS analysis                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Software                  | Data were analyzed in Flowjo 10.8.0                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Cell population abundance | No tests were performed to assess the purity of each population after sorting                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

Gating strategy

1) debris exclusion (FSC-A by SSC-A); 2) doublet exclusion (SSC-W by SSC-H and FSC-W by FSC-H); 3) dead cell exclusion (DAPI by CD45).  
For sorting: CD45 positive cell exclusion (PerCP-Cy5.5 by GFP), EpCAM and GFP positive cells exclusion (APC by GFP), and isolation of CD31 positive cells (APC by CD31).  
For analysis: Neutrophils (CD45+, CD11b+, Ly6G+), NK cells (CD45+, NK1.1+, Ly6G+), Monocytes (CD45+, CD11b+, Ly6C+), Macrophages (CD45+, SiglecF+, F4/80+), Eosinophils (CD45+, CD11b+, SiglecF+), B cells (CD45+, CD19+, B220+), CD4+ T cells (CD45+, CD4+), CD8+ T cells (CD45+, CD8+).

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

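The data used here are ATAC-seq peak lists from lung ECs of 18 mice, 5 Young Sham, 4 Young Bleo, 4 Aged Sham and 5 Aged Bleo, with each list from a single mouse. The RNA-seq, scRNA-seq, qPCR, imaging and cell culture experiments of the paper were not analysed here, and the source data of Figs. 3g, 4i and 4j were used only to compare the genes listed there with the regions called from the lists. Conditions and replicate numbers were taken from the sample labels, sequencing lanes from a code in the names of the deposited lists, and ages, doses and the day of sampling from the labels and the paper's methods.

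According to the paper's methods, the authors mapped paired-end Omni-ATAC-seq reads to mm10 with BWA in the HiChIP pipeline, kept read pairs with at least 1 end mapping uniquely, removed duplicates with Picard MarkDuplicates and called peaks in each sample with MACS2 at an FDR of 1%. The text names neither a control library nor a shift of the Tn5 cut sites. The deposited fold enrichment is the ratio of the fragments at the summit to the local background of the same library, as computed by MACS2 in the authors' pipeline. The deposited -log10 p and -log10 q values are those of MACS2's Poisson test in that library, from the authors' peak calling, and the q values lie above the authors' threshold in every list. The deposited score is MACS2's whole-number rescaling of -log10 q, as the authors' pipeline wrote it, and was not used. None of these values is scaled between libraries, so they served only to describe, rank or select peaks within a list. The authors' differential analysis with DiffBind used read counts, which the lists do not hold, and it was not repeated.

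Peaks on chromosomes 1 to 19, X and Y were used, and 19 mitochondrial peaks were left out. Peaks of all samples were merged where they overlapped by at least 1 bp, and merged regions with a peak in at least 2 samples were kept. A region counted as called in a sample when it overlapped a peak by at least 1 bp. In each of the 3 comparisons with Young Sham, the samples of both groups were compared region by region with a two-sided Fisher's exact test, taking regions with a p of at most 0.05, with Benjamini-Hochberg adjustment over all regions given beside. Numbers of peaks, covered length, background coverage, component scores and called regions per gene were compared between groups with two-sided exact permutation tests of the difference in means. PCA was computed on the centred matrix of called and uncalled regions of all 18 samples. Correlations across samples were tested with 100000 permutations, or exactly within a lane.

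The lists give no read totals, so the depth of a library was measured by its background coverage. In MACS2 the fold enrichment and -log10 p follow from the number of fragments at the summit and the expected number there, and solving for both gave a whole number of fragments for at least 99.989% of the peaks of every list with a -log10 p up to 250.0. The lowest expected number in a list is its background coverage, which lay between 1.02 and 1.78 fragments. A typical peak rested on few fragments, with a median of 25 to 33 at the summit, and a region without a peak may be open below this depth. Wilson 95% intervals of shares cover counting error only, since regions are not independent and reads are not counted molecules.

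Regions were annotated by their midpoint with 45756 RefSeq NM and NR transcripts, in the order promoter (from 1000 bp upstream to 100 bp downstream of a TSS), coding sequence or exon of a noncoding transcript, UTR, intron and intergenic, and assigned to the gene with the nearest TSS. The ERG core CAGGAAG was searched on both strands in 200 bp around the strongest summit of each region. Regions with the motif were compared with regions that were not differentially called by a two-sided Fisher's exact test, outside promoters and also against 10000 draws of regions matched for the number of samples that call them, as a measure of strength. The genes named in the text are those that the paper names beside its ATAC-seq data in its text, Fig. 2j to l, Fig. 3h, Fig. 4k to m and Supplementary Fig. 3. In addition the 3 regions with the smallest p in each direction and comparison were taken, ties being broken by the within-list percentile of fold enrichment, and some of these are described. Both rules were fixed before any values were seen.

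Alternatives were peaks with a -log10 q of at least 5, peaks with a fold enrichment of at least 5, autosomes only, the same number of peaks in each list (the 21050 with the highest -log10 p), regions with a peak in at least 3 samples, regions of which peaks cover 50% or more, regions of 500 bp centred on summits, the longer motif ACAGGAAGT with at most 1 mismatch outside GGAA, the motif anywhere in the region, a promoter of 2 kb on either side, each sample left out in turn, same-numbered samples taken as a replicate block, and limma on within-list percentiles of fold enrichment. A depth-matched setting, which kept peaks that would still be called at the lowest background coverage, GENCODE vM21 basic transcripts (80996), and the same number of peaks in each list for single genes were added after the data had been seen. For each count of regions, 100 of the 126 ways to split the same samples into groups of the same sizes were drawn with a fixed seed. The functions were tested on simulated lists: of 400 planted regions 400 were called, and 254 unchanged regions (0.908%) were called as well. After the results had been seen, the same number of peaks and the depth-matched setting were tested on simulated lists, with 15% of the regions lost in 1 group, and with the background coverage of each library and no other difference.

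Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, samtools 1.23.1, and R 4.3.3 with limma 3.58.1. Merging was checked against bedtools 2.31.1 on simulated lists.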

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

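The tests of explanations in this part were all chosen after the result they concern was seen.

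The change of the PC2 score with bleomycin differed between the ages. It was -52.9 in young mice and -17.2 in aged mice, a difference of 35.6 (exact permutation test over 15876 regroupings of age within sham and within bleomycin-treated mice, two-sided p = 0.0296, Benjamini-Hochberg adjusted 0.261 over the 9 measures tested in this way). It was the single measure of the 9 with a p of 0.05 or less, and it does not pass the adjustment. The biological explanation that the design gives is a weaker response of aged ECs to injury. The bleomycin groups, however, lay near each other on PC2, at -16.5 in Young Bleo and -20.6 in Aged Bleo. The sham groups lay apart, at 36.4 in Young Sham and -3.32 in Aged Sham, so the difference lies mainly between the sham groups. A candidate explanation on the technical side is the unequal length of the lists. With the same number of peaks in each list, on PC1, the component that then separates bleomycin from sham, the change was -43.1 in young and -18.3 in aged mice, a difference of 24.8 (exact permutation test, p = 0.0760, adjusted 0.261). The direction was kept. On that component Aged Bleo 1 and 2 scored -34.1 and -33.9, beyond all Young Bleo mice (-31.2 to -5.73). Aged Bleo 3, 4 and 5 scored 2.68, 11.5 and 3.43, within the Aged Sham range (-0.991 to 18.3). The aged mean therefore does not describe a uniformly weaker response. PC2 from all peaks showed no relation to the number of peaks over the 18 samples (r = 0.115, permutation p = 0.647), though r was -0.568, -0.759 and 0.648 within lanes 6, 7 and 8, so list length is neither shown to give rise to the difference nor excluded. Another candidate is the sequencing lane. Within lane 6 the change was -17.4 in aged mice, with Aged Sham 4 as the single sham sample, and within lane 8 it was -38.8 in young mice, with Young Bleo 4 as the single bleomycin sample, a difference of 21.4. Since each of these lanes holds mice of a single age, age and lane cannot be told apart.

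Aged Bleo 1 had a background coverage of 1.60 fragments, far from the other 4 Aged Bleo samples, which lay between 1.06 and 1.14. Of 36 groups of samples examined for such a sample, this was the 1 found, and chance alone gives 1.8. The median number of fragments at a summit was 28 in this sample and 25 to 27 in the other Aged Bleo samples, as a more deeply sequenced library would give. Aged Sham 3, however, had a median of 28 at the lowest background coverage of all (1.02). Young Sham 2 and 3, with the highest coverage, had 33 and 32. A median of 28 therefore does not by itself mark a deeper library. The list of Aged Bleo 1, with 37595 peaks, was the second longest of its group. No biological explanation was tested for this sample.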

How the results depend on the processing

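The alternatives were set before the data were examined, apart from the depth-matched setting, the GENCODE transcripts and equal lists for single genes, which were chosen after seeing the data. The depth-matched test of the number of peaks, equal lists for single genes and the comparison with all genes were chosen after the results they concern were seen, and no other test in this part was. Tests across samples are two-sided exact permutation tests, or sign-flip permutation tests for the replicate block. The cause of the changes below was not tested unless a value is given for it.

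The difference in peaks between aged and young mice, -5778, lay between -5847 and -4462 with stricter thresholds of q or fold enrichment, with autosomes only and in the depth-matched setting, with a p of 0.05 or less in each of these 4 settings. With peaks of a -log10 q of at least 5, the difference in peaks between Aged Sham and Young Sham was -6160 (exact permutation p = 0.0397, adjusted 0.119). That in covered length between Aged Bleo and Young Sham was -3.23 Mb (exact permutation p = 0.0476, adjusted 0.0833). Unadjusted, both are past the threshold that the values from all peaks narrowly missed, and neither passes it after adjustment. The share of less accessible regions in Young Bleo was 30.3% in that setting. With same-numbered samples taken as a replicate block, the difference in covered length between Young Bleo and Young Sham changed sign, from 0.527 to -0.127 Mb. Those in peaks were -7648.5 in Aged Sham, 168.75 in Young Bleo and -4146 in Aged Bleo with the block, and -6357, 1460 and -4146 without it. The block leaves out the sample of Young Sham without a partner in the comparisons with 4 samples. Same-numbered samples were no more alike than others once group means were removed, with mean correlations of 0.00264, -0.0224 and 0.0319 in Aged Sham, Young Bleo and Aged Bleo, against -0.000722, 0.00564 and -0.00806 for other pairs.

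Keeping the same number of peaks in each list gave 817 differentially called regions in Aged Sham, 53.1% of them less accessible, and 856 in Aged Bleo, 64.3% of them less accessible, while in Young Bleo 46.4% were less accessible. Few of these were called in the same direction with all peaks: 50 of 434 less and 20 of 383 more accessible regions in Aged Sham, 58 of 890 and 171 of 1028 in Young Bleo, and 64 of 550 and 13 of 306 in Aged Bleo. The setting drops the weakest peaks of longer lists, and regions called with all peaks were weak, at median within-list percentiles of 24.7, 25.8 and 25.1. Part of the small overlap is therefore built in, and a call not found again was not thereby shown to be false. The difference between ages on PC1 became 3.90, and those between bleomycin and sham became 30.7 on PC1 and 4.98 on PC2. The share of less accessible regions with the ERG core in Aged Bleo was then 8.26 percentage points above that of other regions.

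When peaks had to cover 50% or more of a region, Aged Bleo had 2811 differentially called regions, 97.6% of them less accessible. In the depth-matched setting, which took at most 4.45% of the peaks from any list, the shares of less accessible regions were 93.1% in Aged Sham and 91.8% in Aged Bleo. The limma model on within-list percentiles called 1682, 2128 and 1233 regions at an adjusted p of 0.05 without a replicate block, with shares of less accessible regions of 96.4% in Aged Sham, 36.3% in Young Bleo and 94.2% in Aged Bleo. With the replicate block it called 1425 in Aged Sham (98.8% less accessible), 561 in Young Bleo (50.6%) and 338 in Aged Bleo (97.0%). Fisher's exact test left 0 regions after adjustment, and 2446, 2813 and 1519 without it. Requiring a peak in at least 3 samples cannot change the calls, since no region with a peak in 2 samples reaches the threshold.

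The longer motif moved the difference in Aged Bleo to 3.55 percentage points for less accessible regions and to -1.38 for more accessible ones. The core anywhere in the region gave -2.77 and -5.32 percentage points in Aged Sham and -0.186 and -1.05 in Aged Bleo, for less and more accessible regions, so that the sign of the differences turned in both comparisons. The width of the regions, on which this search depends, was not controlled. In Young Bleo both differences stayed positive in every motif setting. In each setting of the promoter and the transcripts, differentially called regions lay less often in promoters and UTRs than other regions.

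The same number of peaks in each list shifts genes in general: over all 14569 genes with a region, the mean difference in called regions moved by 0.345 in Aged Sham, -0.0806 in Young Bleo and 0.241 in Aged Bleo, and 26.6%, 22.3% and 21.7% of the differences that were not 0 changed sign. The direction of 13 of 56 differences of single named genes turned as well, which says little about those genes in particular. In Aged Sham they became 0.05 for Cxcl10, 1.4 for Dusp10, 0.05 for Fgfr2, 0.4 for Kdr, 0.55 for Plxna2 and -1.4 for Timp3. In Young Bleo they became 0.1 for Aplnr, 1.9 for Lama4 and 1.05 for Notch1, and in Aged Bleo 0.8 for Bmp2, 1.4 for Col4a1, 0.6 for Lama4 and 1.8 for Vwf. Of the others, 35 kept their direction and side of the threshold, 3 lost and 5 gained a p of 0.05 or less. With a promoter of 2 kb, all 61 comparisons of promoter calls kept theirs.

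Leaving out each sample in turn, the difference in peaks in Aged Sham lay between -7648.5 and -5327. It moved more widely in Young Bleo, between 168.75 and 2366.5, and in Aged Bleo, between -6593.8 and -1635.55. The difference in covered length lay between -3.64 and -2.30 Mb in Aged Sham, -0.127 and 0.973 Mb in Young Bleo, and -4.03 and -2.32 Mb in Aged Bleo. The number of differentially called regions lay between 543 and 1017 in Aged Sham, 798 and 1456 in Young Bleo, and 1766 and 2776 in Aged Bleo, and the share of less accessible regions between 91.6% and 98.0%, 24.0% and 48.4%, and 76.3% and 96.1%. Counts move strongly here in part because Fisher's p takes few values at these group sizes. The depth limits all of these results: a peak rests on a median of 25 to 33 fragments at its summit, and a region just short of the threshold of peak calling is indistinguishable from a closed one.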

Differences from the paper's values

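Equal lists for single genes were chosen after the results they concern were seen, and no other test in this part was. The values compared are counts of regions from peak lists here and from reads in the paper. The thresholds differ as well. Regions were taken here at an unadjusted Fisher p below 0.05, without a limit on fold change. The paper's text gives an FDR of at most 0.05 with a limit on fold change. Its methods name a p value below 0.05 in place of the FDR. The alternatives named were set before the data were examined unless stated otherwise.

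In Aged Sham, 2446 regions were differentially called, against the paper's 1108. The counts came within 1.5 times the paper's with the same number of peaks in each list (817), with limma and the replicate block (1425), and without Aged Sham 2 (780), Aged Sham 4 (928) or Young Sham 5 (1017), and with none of the others. Leaving out a sample changes which combinations of samples with a peak can reach Fisher's threshold, and all such counts fell, to between 543 and 1017. Coming near the paper's count without a sample therefore does not explain the gap. Less accessible regions numbered 2321, against the paper's 878, and without Aged Sham 2 (756), Aged Sham 4 (904), Young Sham 3 (654) or Young Sham 5 (997) they came within that range, with no other alternative doing so. More accessible regions numbered 125, against the paper's 230, or 5.11%, against the paper's 18%, which is not the share that 230 of 1108 gives. None of the alternatives brought either within the range, and with the same number of peaks in each list they were 383 and 46.9%.

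In Aged Bleo, 1519 regions were differentially called, against the paper's 3892. The count was closer when peaks had to cover 50% or more of a region (2811), and without Aged Bleo 2 (2776) or Young Sham 5 (2680), and the other alternatives did not bring it within 1.5 times. All counts without a sample rose here, to between 1766 and 2776, since other group sizes change what can reach Fisher's threshold. Such counts do not explain the gap. Less accessible regions numbered 1424, against the paper's 3035, and 2744 when peaks had to cover 50% or more of a region, 2464 without Aged Bleo 1, 2667 without Aged Bleo 2 and 2565 without Young Sham 5, with no other alternative closing the gap. More accessible regions numbered 95, against the paper's 857, and no alternative closed that gap. Their share was 6.25%, against the paper's 22%, and it was 23.7% without Aged Bleo 4 and 16.2% without Aged Bleo 5, the alternatives that closed the gap. In Young Bleo, 1885 regions were more accessible, against the paper's 3042, and 2173 when peaks had to cover 50% or more of a region, the one alternative within 1.5 times.

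Promoters and UTRs held 6.61% of the differentially called regions in Young Bleo, against the paper's 10%. A promoter of 2 kb gave 10.9%, the same number of peaks in each list gave 9.59%, and GENCODE transcripts, chosen after seeing other data, gave 8.21%. Promoters held 7.04% in Aged Bleo, against the paper's about 11% in Fig. 1e, read by eye. A promoter of 2 kb gave 15.4%, the same number of peaks gave 10.0%, and GENCODE transcripts, chosen after seeing other data, gave 10.0%.

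The ERG core lay in 684 differentially called regions in Young Bleo, against the paper's 2538, and in 335 in Aged Bleo, against the paper's 1942. The paper's less accessible regions with the motif in Young Bleo outnumber all its less accessible regions there. Its 2538 may therefore not count the same regions. None of the alternatives closed these gaps, with counts of 577, 979 and 530 in Young Bleo and 294, 476 and 213 in Aged Bleo for the longer motif, the core anywhere in the region and the same number of peaks in each list. Among regions with the motif in Aged Sham, 5.50% were more accessible, against the paper's 17%, and no alternative came closer than 1.5 times, with 5.71%, 4.68% and 45.9% in the same order.

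The paper separates the ages into distinct groups on PC2. From all peaks, aged and young scores overlapped on PC2, differed on PC1 as well by 37.5, and bleomycin and sham also differed on PC2 by 37.5. Keeping the same number of peaks in each list placed age on PC2, without overlap, and injury on PC1, with overlap. The paper ranks ERG first among motifs in the regions that differ between aged and young ECs, against a background that it does not name. Here the share of these regions with the exact core was 0.895 percentage points above that of other open regions (two-sided Fisher's exact test, p = 0.287). These are unlike measures, so the value here does not contradict the ranking. The same number of peaks in each list gave 22.4% against 19.1% (Fisher's exact test, p = 0.0214). In Young Bleo the core lay in 26.0% of less and 23.5% of more accessible regions.

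The calls for genes differ from the paper's as follows, where equal lists means the same number of peaks in each list, added for single genes after seeing the values. A weak region can lose its peaks in all groups with equal lists, so a missing call there does not refute one from all peaks. Of the genes that Fig. 2j shows as more accessible in Aged Sham, Tgfa, Dusp10 and Nav2 had no region called so, and Nav2 had 1 less accessible region, as did Plxna2 beside its more accessible one. Equal lists gave 1 more accessible region of Dusp10, none of Oas2, Pdgfb, Plxna2 and Timp3, which had 1 each with all peaks, and 1 less accessible region of Nav2 and of Timp3. Of those shown as less accessible there, Plvap and Foxo1 had none, and equal lists gave 1 for Plvap and none for Tek, Cd93, Fgfr2 and Kdr, which had some with all peaks. In Fig. 3h, Evl and Aplnr had none, and equal lists gave 2 for Evl. In Young Bleo, Aplnr, Notch1 and Col4a1, shown as more accessible in Fig. 2k or 4m, had no region called so, Lama4 had 1 less accessible region and Evl, in Fig. 4l, had 2. Equal lists gave 1 more accessible region for each of these 5 genes, with 1 less accessible region as well for Aplnr and Evl. Shown as less accessible in Fig. 2k, Cdkn2b and Dusp10 each had 1 more accessible region, and Serpinb1a and Bcl2l14 had none in either direction, and equal lists gave 1 less accessible region of Cdkn2b, none of Bmp10, which had 1 with all peaks, and still a more accessible one of Dusp10.

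In Aged Bleo, none of the 8 genes shown as more accessible in Fig. 2l, which are Tlr4, Hif1a, Ltc4s, Bmper, Vwf, Bcl10, Oas2 and Tgfbr1, had a more accessible region with all peaks or with equal lists, and Bmper had 1 less accessible region in both. Of the genes shown as less accessible there, Plvap, Col4a1 and Notch4 had none, and equal lists gave 1 for Plvap and none for Cd93, Kdr and Kit, which had some with all peaks. Of the genes of Fig. 4l and 4m, which the paper describes as not changing in Aged Bleo, Bmp2 and Evl had 1 less accessible region each and Lama4 had 2. With equal lists Lama4 had none, Evl had 1 less and Bmp2 1 more accessible region.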

Other observations

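The depth-matched test of the number of peaks, the test of the ERG core in the less accessible regions of Young Bleo and the simulations of lost regions and of unequal coverage were chosen after the results they concern were seen, while the depth-matched tests of the shares, the other tests of the core, the comparisons between other groups and the tests in groups that had no part in choosing regions were added after seeing data but not their own results.

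Other splits of the same samples into groups of the same sizes rarely gave as many differentially called regions: 2 of 100 splits for Aged Sham, 1 of 100 for Young Bleo and 3 of 100 for Aged Bleo, the real split included. Among the 16 splits that part every same-numbered pair, as the real one does, the numbers were 2, 1 and 1, and 16 splits are too few to give a share under 0.05. The other split with 2895 regions in the Aged Sham comparison set Young Sham 1 to 4 against the Aged Sham samples together with Young Sham 5. The real split of Aged Sham and Young Sham is also the split of lane 8 from lanes 6 and 7, and that of Aged Bleo and Young Sham is the split of lane 6 from lane 8, so that lane and condition cannot be told apart within these comparisons. A share of less accessible regions as far from 50% as the real one arose in 19, 75 and 46 of 100 splits for Aged Sham, Young Bleo and Aged Bleo, so such shares are common when these samples are split in other ways.

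A candidate explanation for the unequal shares is the unequal length of the lists. When the same number of peaks was kept in each list, 53.1%, 46.4% and 64.3% of the regions were less accessible in Aged Sham, Young Bleo and Aged Bleo, against 94.9%, 33.0% and 93.7% with all peaks. In simulated lists in which 1 group had 16.6% fewer peaks and nothing else differed, 98.6% of the 862 called regions were less accessible, and 52.0% of 252 with the same number of peaks. In simulated lists in which 15% of the regions, of any strength, were lost in 1 group, 96.4% of 3158 regions were less accessible, and 79.3% of 3061 with the same number of peaks, so this setting moves shares toward balance without fixing them. List length could therefore account for much of the shares in Aged Sham and Young Bleo and for part of that in Aged Bleo, with the reserve that few of the regions are the same in both settings (50 of the 434 less accessible regions in Aged Sham, for example). A widespread weakening of peaks would itself shorten the lists, so the lists alone cannot tell this biological explanation from a technical difference in how many peaks a library yields.

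Library depth was tested as a reason for unequal lists. Background coverage differed from Young Sham by -0.397 fragments in Aged Sham (exact permutation test, two-sided p = 0.0476), by -0.351 in Aged Bleo (exact permutation p = 0.0556) and by 0.0882 in Young Bleo (exact permutation p = 0.484). Across the 18 samples, peaks rose with background coverage (Spearman rho 0.550, adjusted permutation p 0.100 over 5 relations). Keeping only peaks that would still be called at the lowest coverage left shares of 93.1%, 31.9% and 91.8%, and aged mice still had fewer peaks than young mice (exact permutation p = 0.0425). This setting took between 0.00382% and 4.45% of the peaks from a list, however, whereas in simulated lists that differed in background coverage alone it took 8.31% to 22.7% and moved the shares from 82.1%, 29.9% and 90.1% to 43.4%, 39.9% and 51.9%. Depth may thus matter less in the real lists than in the simulated ones, or the setting may fail to undo it there. The test is therefore read as undecided, a reading set after seeing how few peaks were taken out. The shares and the number of peaks cannot be told apart from an effect of depth. Coverage alone gave 514, 375 and 253 called regions in simulated Aged Sham, Young Bleo and Aged Bleo lists, against 2446, 2813 and 1519 in the real ones. It left 6.78% and 8.35% fewer peaks in Aged Sham and Aged Bleo, whose real means were 28882 and 31093 against 35239 in Young Sham. As far as the simulation holds, the counts of regions argue against depth as their only source. The median GC content of the differentially called regions differed from that of the other regions by -3.27, -3.83 and -4.08 percentage points in Aged Sham, Young Bleo and Aged Bleo, and that of less accessible regions differed from that of more accessible ones by -2.57, -0.326 and -0.270. Differentially called regions were weaker than others, at median within-list percentiles of 24.7, 25.8 and 25.1 against 36.6, 37.9 and 36.2, and peaks near the threshold of peak calling may contribute to the calls in each comparison.

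The sequencing lane was examined with the samples that ran apart from the rest of their group. Young Bleo 4, which ran on the lane of Young Sham, was called like its group in 48.2% of the regions found without it, against 73.7% to 85.4% for the other 3 samples, so lane could contribute to the Young Bleo calls. The share was 64.2% of 349 less accessible regions and 43.2% of 1107 more accessible ones, so this concerns the more accessible regions above all. Aged Sham 4, which ran on the lane of Aged Bleo, was called like its group in 51.5%, against 61.3% to 78.6%.

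Regions chosen in one pair of groups were then followed in the groups that had no part in choosing them, with the same number of peaks in each list. The 434 regions less accessible in Aged Sham were called in 32.8 ± 4.67% of cases in Aged Bleo (SD, n = 5) and 42.1 ± 3.00% in Young Bleo (n = 4), a difference of -9.34 (exact permutation test, two-sided p = 0.0159). For the 383 more accessible ones the difference was 11.2 (exact permutation p = 0.0317), against -1.40 in the other regions. The 890 regions less accessible in Young Bleo differed by -22.7 between Aged Bleo and Aged Sham (exact permutation p = 0.0397). In these 3 tests 5 of 5 Aged Bleo samples lay beyond the mean of the other group. The 1028 more accessible regions differed by 17.6 (exact permutation p = 0.270), with 3 of 5 samples beyond, and shares of 78.2%, 74.7%, 38.2%, 24.2% and 28.6% in Aged Bleo 1 to 5. Adjusted over the 4 tests the values were 0.0529, 0.0529, 0.0529 and 0.270, so none passed 0.05, and with all peaks the exact permutation p were 0.0635, 0.992, 0.0556 and 0.389. Lane 7 held most of Aged Sham and of Young Bleo, and so took part both in choosing the regions and in following them. An effect of lane 7 would have moved the followed group on that lane in the direction of the choice, opposite to the first 3 differences, so these tests go against lane 7 as their source. They do not exclude lane 6, which held all of Aged Bleo. Aged Sham 4, on that lane too, was called in 49.0% of the regions less accessible in Young Bleo, near Aged Bleo 3 to 5 (45.1% to 49.7%) and below Aged Sham 1 to 3 (56.5% to 66.1%). Aged Bleo 1 and 2, on lane 6 as well, lay far from it, at 18.4% and 21.3%. A shared effect of age, and of injury in the less accessible regions, may underlie the first 3 differences, as a hypothesis.

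Comparisons of Aged Bleo with groups other than Young Sham gave 419 regions against Aged Sham, 46.3% of them less accessible, and 1215 against Young Bleo, 95.2% of them less accessible, at an unadjusted Fisher p of 0.05 or less, with 0 after adjustment in both. Other splits gave as many regions in 40 and in 12 of 100 cases, so neither number stands out from regroupings of the same samples. When list length was made equal, 62.7% of 410 and 60.8% of 490 regions were less accessible, and 16 and 13 of 100 splits gave as many, so these shares too depend on list length.

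DNA of other cells was examined with promoter peaks at 8 marker genes of each cell type. For leukocytes the groups differed by at most 0.2 promoters per sample, from 1 promoter in Aged Bleo 2. For epithelial cells the difference was 0, with no promoter called in any sample, and for fibroblasts it was 0, with 1 called in every sample, and 7 of the 8 leukocyte promoters were called in no sample either, so these markers could show little or nothing about a difference in the DNA of any of these cells. Of 8 endothelial marker promoters, 7.4 were called on average in Aged Bleo and 8 in Young Sham, a difference of -0.6. Aged Bleo 3 to 5, the shortest lists of that group, had 7 each. Y-linked genes gave no sign of a different sex composition, with a smallest Fisher's exact p of 0.167 over genes and comparisons.

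The ERG core was compared outside promoters, since differentially called regions hold fewer promoters and the core is rarer in promoters. The differences from other regions were then -1.40 percentage points in the less accessible regions of Aged Sham, 1.24 in the more accessible regions of Young Bleo and 0.295 in the less accessible regions of Aged Bleo (two-sided Fisher's exact p of 0.134, 0.224 and 0.789). Against regions matched for strength they were -1.54, 1.81 and -0.186 (p of 0.0488, 0.0340 and 0.887 over 10000 draws). In the less accessible regions of Young Bleo the difference was 4.19 outside promoters (Fisher's exact p of 0.00382) and 4.38 against matched regions (p of 0.0008 over the draws). A different share of promoters may therefore account for the motif difference in the more accessible regions of Young Bleo, and neither promoters nor strength accounts fully for that in its less accessible regions. In Aged Sham and Aged Bleo the less accessible regions had no difference at a p of 0.05 with the core near the summit and all peaks, and the differences found there with other motif settings or equal lists were not tested against promoters and strength. The differences from equal lists in Young Bleo were not tested in this way either. Also, the lower share in Aged Sham against matched regions is a difference of its own.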
